# Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling

**DOI:** 10.1371/journal.pbio.3003112

**Published:** 2025-04-14

**Authors:** Marion Régnier, Arnaud Polizzi, Tiffany Fougeray, Anne Fougerat, Prunelle Perrier, Karen Anderson, Yannick Lippi, Sarra Smati, Céline Lukowicz, Frédéric Lasserre, Edwin Fouche, Marine Huillet, Clémence Rives, Blandine Tramunt, Claire Naylies, Géraldine Garcia, Elodie Rousseau-Bacquié, Justine Bertrand-Michel, Cécile Canlet, Sylvie Chevolleau-Mege, Laurent Debrauwer, Christophe Heymes, Rémy Burcelin, Thierry Levade, Pierre Gourdy, Walter Wahli, Yuna Blum, Laurence Gamet-Payrastre, Sandrine Ellero-Simatos, Julie Guillermet-Guibert, Phillip Hawkins, Len Stephens, Catherine Postic, Alexandra Montagner, Nicolas Loiseau, Hervé Guillou

## Abstract

Insulin and other growth factors are key regulators of liver gene expression, including in metabolic diseases. Most of the phosphoinositide 3-kinase (PI3K) activity induced by insulin is considered to be dependent on PI3Kα. We used mice lacking p110α, the catalytic subunit of PI3Kα, to investigate its role in the regulation of liver gene expression in health and in metabolic dysfunction-associated steatotic liver disease (MASLD). The absence of hepatocyte PI3Kα reduced maximal insulin-induced PI3K activity and signaling, promoted glucose intolerance in lean mice and significantly regulated liver gene expression, including insulin-sensitive genes, in *ad libitum* feeding. Some of the defective regulation of gene expression in response to hepatocyte-restricted insulin receptor deletion was related to PI3Kα signaling. In addition, though PI3Kα deletion in hepatocytes promoted insulin resistance, it was protective against steatotic liver disease in diet-induced obesity. In the absence of hepatocyte PI3Kα, the effect of diet-induced obesity on liver gene expression was significantly altered, with changes in rhythmic gene expression in liver. Altogether, this study highlights the specific role of p110α in the control of liver gene expression in physiology and in the metabolic rewiring that occurs during MASLD.

## Abstract 2

The metabolic effects of insulin depend on the PI3K pathway. This study analyzes the effect of hepatocyte p110α deletion on metabolic homeostasis in mice and shows that PI3Kα signaling is critical for the regulation of liver gene expression and its reprogramming in the context of hepatic steatosis.

## Introduction

The regulation of gene expression in response to growth factors and hormones is essential for the control of cell growth, survival, and metabolism. Activation of class I phosphonisotide-3 kinases (PI3Ks) is a critical signal transduction pathway used by cell-surface receptors to regulate intracellular events [1]. Receptors that access these signaling pathways include those that recognize growth factors and hormones such as insulin, a major regulator of metabolic homeostasis [2].

The concentration of insulin increases in response to a meal and controls the balance between fuel utilization and storage, maintaining glucose levels during fasting and feeding [3,4]. This occurs, in part, through the ability of insulin to regulate gene expression in a tissue- and cell-specific manner. There are three ways insulin can regulate gene expression via insulin receptors (IRs) [5]. Insulin binds to IRs present on the cell surface, activating their tyrosine kinase activity. This initiates a broad network of protein recruitment and phosphorylation, including the IR substrate (IRS) family, leading to activation of the PI3K pathway, as well as the Src homology and collagen (Shc) family and further activation of the Ras/MAP kinase pathway [5]. Stimulation of these pathways finally regulates transcription factors that control gene expression. Moreover, insulin-bound receptor can translocate to the nucleus to regulate gene expression [6].

Metabolic effects of insulin are generally considered to depend on the pathway involving PI3K. Class I PI3Ks synthesize the phospholipid PtdIns(3,4,5)P3 (PIP3). The increase in PIP3 concentration at the plasma membrane in response to PI3K activity triggers the recruitment of signaling molecules containing PIP3-specific Pleckstrin homology (PH) domains [1,7]. Phosphoinositide-dependent kinase (PDK) and the serine/threonine protein kinase AKT (also known as protein kinase B, PKB) possess PH domains able to bind PIP3. After the insulin-stimulated increase in PI3K activity, PDK and AKT translocate to the plasma membrane, leading to a local increase in their relative abundance [8,9]. At the plasma membrane, PDK phosphorylates AKT at Thr308. Additional Ser473 AKT phosphorylation dependent on mTORC2 occurs in a PI3K-dependent manner [8,10]. In the liver, insulin-induced AKT phosphorylation initiates a large number of downstream cellular responses, including glycogen synthesis, glycolysis, and lipogenesis, as well as inhibition of gluconeogenesis [4,11–14].

PI3Ks are heterodimers composed of a regulatory subunit tightly bound to a catalytic lipid kinase subunit. PI3Ks are named based on their catalytic subunit. Among the four different types of class I PI3Ks (α, β, γ, and δ), PI3Kα and PI3Kβ are expressed in hepatocytes. They share the same regulatory subunits but their activities depend on distinct catalytic subunits [1]. Previous studies have shown that most PI3K activity induced by insulin is dependent on PI3Kα. Deletion of the PI3Kα catalytic subunit (p110α) in mouse hepatocytes reduces PIP3 generation and AKT activation upon insulin stimulation [15]. Mice lacking hepatocyte p110α show reduced insulin sensitivity and glucose tolerance, increased gluconeogenesis, and hypolipidemia that cannot be rescued by overexpression of the PI3Kβ catalytic subunit (p110β). Another report provided evidence that ablation of p110α, but not p110β, prevents hepatic steatosis associated with high fat diet (HFD)-induced obesity [16]. This protection from diet-induced steatosis is associated with decreased lipogenesis and reduced fatty acid uptake in hepatocytes. In contrast, other reports have shown that loss of p110α in hepatocytes is compensated by redundant PI3K activities dependent on p110β [17]. Moreover, low doses of a PI3Kα-selective inhibitor can successfully improve PI3Kα-related overgrowth syndrome without major metabolic effects [18,19].

In the present study, we analyzed the effect of hepatocyte p110α deletion on metabolic homeostasis in mice. Feeding is known to trigger changes in gene expression that depend both on IR-dependent and -independent processes in the liver [20,21], and physiological levels of insulin regulate a broad network of transcripts [22]. We performed an unbiased analysis to investigate the role of PI3Kα in the control of liver genome expression, including insulin-sensitive pathways in response to feeding. Obesity and type 2 diabetes are associated with metabolic dysfunction-associated steatotic liver disease (MASLD) [23], which is associated with extensive changes in hepatic signaling [24], genome expression [25–27], and metabolic pathways [27–29]. These changes include modification of the circadian liver rhythm, which occurs independently from changes in core clock gene expression [25,26,30,31]. Since the mechanisms underlying these changes are not elucidated, we also investigated the contribution of PI3Kα to the rewiring of liver gene expression and its rhythmicity that occurs in diet-induced obesity and MASLD. Taken together, our findings show that signaling dependent on PI3Kα is critical for the regulation of liver gene expression in both health and metabolic disease.

## Materials and methods

### Mice

*In vivo* studies were conducted under the European Union guidelines for the use and care of laboratory animals and were approved by an independent local ethics committee: CEEA-86: Comité d’éthique de Pharmacologie‐Toxicologie de Toulouse‐Midi Pyrénées en matière d’expérimentation animale (Toxcométhique). The specific approval number issued by the animal ethics committee to conduct the study is APAFIS#17430-2018110611093660 v3.

p110α^hep−/−^ animals were created by mating floxed-p110α mice with C57BL/6J albumin-Cre transgenic mice to obtain albumin-Cre^+/−^ p110α^flox/flox^ mice (i.e., p110α^hep−/−^ mice). The floxed-p110α mice were described previously [32]. In this mouse model, the deletion of p110α was shown to have no effect on the expression of other key components of the PI3K pathway such as p85 and p110β. The p110α deletion was confirmed by PCR and HotStar Taq DNA Polymerase (5 U/μl, Qiagen) using two primer pairs: FE1, 5′-GGATGCGGTCTTTATTGTC-3′ and FE4, 5′-TGGCATGCTGCCGAATTG-3′; ma9, ACACACTGCATCAATGGC and a5, GCTGCCGAATTGCTAGGTAAGC. The amplification step for the floxed mice were as follows: 94 °C for 3 min; followed by 20 cycles of touch down PCR comprising 94 °C for 1 min, 65 to 55 °C for 1 min 30 sec, and 72 °C for 1 min 30 sec; followed by 20 cycles of PCR comprising 94 °C for 1 min, 55 °C for 1 min 30 sec, and 72 °C for 1 min 30 sec; and a final cycle of 72 °C for 10 min. This reaction produced 634-bp, 544-bp, and 716-bp fragments, which represented the wild-type allele, the p110α sequence with an exon 18−19 deletion, and the floxed allele, respectively. The albumin-Cre allele was detected by PCR and HotStar Taq DNA Polymerase (5 U/μl, Qiagen) using the following primers: CreU, 5′-AGGTGTAGAGAAGGCACTTAG-3′ and CreD, 5′-CTAATCGCCATCTTCCAGCAGG-3′; G2lox7F, 5′-CCAATCCCTTGGTTCATGGTTGC-3′ and G2lox7R, 5′-CGTAAGGCCCAAGGAAGTCCTGC-3′). Amplification conditions to confirm the presence of CRE were as follows: 95 °C for 15 min; followed by 35 cycles of 94 °C for 1 min, 65 °C for 1 min, and 72 °C for 1 min; and a final cycle of 72 °C for 10 min. This reaction produced a 450-pb fragment representing the albumin-Cre allele.

Hepatocyte-specific IR knockout mice (IR^hep−/−^) were generated by crossing animals carrying LoxP sites flanking the fourth exon of the IR gene (IR^lox/lox^ stock number 006955; Jackson Laboratory, Bar Harbor, ME, USA) with C57BL/6J mice, which specifically express CRE recombinase in the liver under the control of the transthyretin promoter (TTR-CreTam mice), as described previously [20].

Mice were housed under controlled temperature (23 °C) and light (12-h light/12-h dark) conditions. All mice were males with free access to food (A04 U8220G1OR, Safe) and water. Albumin-Cre^−/−^ floxed-p110α (p110α^hep+/+^) and TTR-Cre^−/−^ floxed IR (IR^hep+/+^) littermates were used as controls. The mice that are used for the experiments described throughout this paper were usually 8–12 week-old, unless stated otherwise.

### *In vivo* experiments

#### High fat diet.

Twelve-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were fed a HFD with 60% calories from fat (D12492, Research Diet) or a control (CTRL) diet (D12450J, Research Diet) for 12 weeks. All mice had free access to food and water. At the end of the experiment, mice were fasted at Zeitgeber Time (ZT) 16 (with ZT0 being when the light is turned on and ZT12 when light is turned off) for 24 h or fed *ad libitum* prior to sacrifice. Mice were sacrificed at ZT16 (*n* = 6–8 mice per group).

#### Choline-deficient high fat diet.

Eight-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were fed a choline-deficient HFD (CD-HFD) with 60% calories from fat (D05010403, Research Diet), a HFD with normal choline (A06071306, Research Diet), or a control (CTRL) diet (10% calories from fat) with normal choline (A08051501, Research Diet) for 11 weeks. Mice were sacrificed at ZT16 (*n* = 6–8 mice per group).

#### Ketogenic diet.

Twelve-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were fed a CTRL diet (SAFE A04, Augy, France) containing 72.4% calories from carbohydrates, 8.3% from lipids, and 19.3% from proteins or a ketogenic diet (KD; TD.96355, Envigo, United States) containing 90.5% calories from lipids, 9.2% from proteins, and 0.3% from carbohydrates for 9 days. Mice were sacrificed at ZT16 (*n* = 6–8 mice per group).

#### Fasting/high glucose.

Sixteen-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were fed a chow diet (SAFE A04, Augy, France). Half of the mice were given access to drinking water supplemented with 20% glucose (D-glucose, G8270, Sigma–Aldrich) 24 h prior to sacrifice. The other half of the mice were fasted 12 h prior to sacrifice. Mice were sacrificed at ZT16. Eight mice of each genotype were used for each experimental condition.

#### Two-bottle preference assay and sucrose preference test.

Mice were acclimated to cages with two bottles of water 1 week before the challenge. Mice were then given access to bottles with either water or water containing 10% sucrose (S9378, Sigma–Aldrich) and consumption measured daily for 4 days. The positions of the bottles in the cages were switched every day during the challenge. Mice were fed a chow diet (SAFE A04, Augy, France) throughout the experiment. At the end of the challenge, blood was taken from fed mice to measure the plasma FGF21 level in response to the sucrose load. Sucrose preference was determined by the difference between water intake and sucrose-containing water intake.

#### Fasting and fasting-refeeding.

Twelve-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were divided into three groups. One group was fed *ad libitum* until sacrifice, another group was fasted for 24 h from ZT16, and the third group was fasted for 24 h and then was refed for 4 h with the addition of 200 g/L glucose in water (*n* = 6 mice/genotype/experimental condition). All mice were sacrificed at ZT16.

#### Circadian experiment.

Twelve-week-old p110α^hep+/+^ and p110α^hep−/−^ mice were fed a control diet (D12450J, Research Diet) or an HFD (D12492, research diet) for 16 weeks. At the end of the experiment, mice were sacrificed at different time points: ZT0, ZT4, ZT8, ZT12, ZT16, and ZT20 (*n* = 6/genotype/experimental condition). All mice had free access to food and water until sacrifice.

#### *In vivo* insulin signaling.

Animals were fasted for 12 h from ZT0. At ZT12, the mice were anesthetized with isoflurane and ketamine (100 mg/kg body weight), followed by injection with insulin at 5 U/kg body weight (Umuline rapide, Lilly Laboratories) via the inferior vena cava. Five minutes after the injection, the liver, adipose tissue, and muscles were excised and snap-frozen in liquid nitrogen. Anesthetized fasted mice served as a control for this experiment.

### Metabolic and physiological assays

#### Glucose, insulin, and pyruvate tolerance tests.

For the glucose tolerance test, mice were fasted for 6 h and received an oral (2 g/kg body weight) glucose load (G7021, Sigma–Aldrich). For the insulin tolerance test, mice were fasted for 6 h and received insulin (Umuline rapide, Lilly Laboratories) by intraperitoneal injection (0.2 U/kg). For the pyruvate tolerance test, mice were fasted for 24 h and received pyruvate by intraperitoneal injection (20% in NaCl; 2 g/kg). For all tolerance tests, blood glucose was measured at the tail vein using an AccuCheck Performa glucometer (Roche Diagnostics) at T-15 (15 min before injection), T0, and 15, 30, 45, 60, 90, and 120 min after injection (and 150 min for pyruvate tolerance test).

#### Circulating glucose, ketone bodies, and other biochemical analysis.

Blood glucose was measured using an Accu-Chek Go glucometer (Roche Diagnostics). The β-hydroxybutyrate content was measured at different fasting time points using Optium β-ketone test strips carrying Optium Xceed sensors (Abbott Diabetes Care). Aspartate transaminase (AST), alanine transaminase (ALT), free fatty acids (FFAs), triglycerides, total cholesterol, LDL cholesterol, and HDL cholesterol levels were determined from plasma samples using a COBASMIRA^®^ biochemical analyzer (Anexplo facility).

#### ELISA.

Plasma FGF21 and insulin were assayed using the rat/mouse FGF21 ELISA kit (EMD Millipore) and the ultrasensitive mouse insulin ELISA kit (Crystal Chem), respectively, following the manufacturers’ instructions.

#### Blood and tissue sampling.

Prior to sacrifice, the submandibular vein was lanced and blood collected in EDTA-coated tubes (BD Microtainer, K2E tubes). Plasma was collected by centrifugation (1,500× *g*, 10 min, 4 °C) and stored at −80 °C. Following sacrifice by cervical dissociation, organs were removed, weighed, dissected, and used for histological analyses or snap-frozen in liquid nitrogen and stored at −80 °C.

#### Analysis of insulin signaling in animal tissue by western blot.

Western blot analyses were conducted under different conditions. In the first experiment, mice were fasted for 12 h from ZT0 and received vena cava injections of insulin (Umulin rapide, Lilly Laboratories) at ZT12. Mice were sacrificed 5 min after insulin injection. In a second experiment, mice were fasted for 24 h and refed for 4 h with 200 g/L of glucose in water. Fasted mice were used as a control for each experiment. Tissues were immediately removed and homogenized in RIPA buffer by sonication (50 mM Tris HCl, pH 7.4, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1 mM PMSF, 1% NP40, 0.25% sodium deoxycholate, proteinase, and phosphatase inhibitors). Particulates were removed by centrifugation at 13,000 *g* for 30 min. The protein concentration in each lysate was measured using a BC Assay Protein Quantitation Kit (Interchim).

Proteins were separated by SDS-polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane. Immunodetection was performed using the relevant primary antibody overnight at 4 °C: anti-pSer473Akt (4058), anti-pThr308Akt (2965), anti-total Akt (9272), anti-pThr389p70 S6 kinase (9205), anti-p110α (4255), anti-pSer9GSK-3β (9336), or anti-β-actin (all Cell Signaling, 1:1000 dilution). Signals were acquired using Chemidoc (Bio-Rad) and quantified by ImageJ software. Signal intensities obtained with phospho-specific antibodies were normalized to those obtained with antibodies against total proteins. Signal obtained with p110α-specific antibodies were normalized to β-actin.

#### PIP3 quantification.

Following the vena cava injection of insulin, the liver was dissected and snap-frozen in liquid nitrogen. Mass spectrometry was used to measure inositol lipid levels as described previously [33] using a QTRAP 4000 (AB Sciex) mass spectrometer and employing the lipid extraction and derivatization method.

#### Liver glycogen quantification.

For liver glycogen content measurement, frozen liver tissues were weighed and homogenized into 4% (v/v) ice-cold perchloric acid (50 mg/mL). After centrifugation for 10 min at 8,000 rpm and 4 °C, the acid supernatant was neutralized, and glycogen from the neutralized supernatant was digested for 1 h at 55 °C without or with α-(1-4)-(1-6)-amyloglucosidase (10 mg/mL, Roche Applied Science) to hydrolyze glycogen. The amount of supernatant required for hydrolysis was dependent on nutritional status (100 µL for fasted mice and 40 µL of supernatant for fed or refed mice). Following hydrolysis, the glucose released was quantified by measuring at 25 °C the appearance of NADPH at 340 nm: 250 µL final volume containing 100 mM Tris (pH 8.5), 15 mM MgCl2, 0.5 mM NADP, and 0.7 mM ATP was added, followed by the addition of 1 unit of glucose-6-phosphate dehydrogenase (Roche Diagnostics) for 10 min. After a first lecture at 340 nm, 1.5 units of hexokinase (Roche Diagnostics) were added for 15 min before measuring the final glucose released at 340 nm. Results were expressed as µmoles of glycogen per µg of proteins per milligram of liver.

#### Gene expression.

Total cellular RNA was extracted using Tri reagent (Molecular Research Center). Total RNA samples (2 µg) were reverse-transcribed using the High-capacity cDNA Reverse Transcription Kit (Applied Biosystems) for real-time quantitative polymerase chain reaction (qPCR) analyses. The primers for Sybr Green assays are presented in S1 Table. Amplification was performed on a Stratagene Mx3005P (Agilent Technology). The qPCR data were normalized to the level of TATA-box binding protein (TBP) mRNA and analyzed by LinRegPCR.

#### Microarray.

Gene expression analysis was performed as previously described [20]. Transcriptome profiling was performed at the GeT-TRIX facility (Génotoul, Génopole, Toulouse, Occitanie) using Agilent SurePrint G3 Mouse GE 8x60K (Design 074809) according to the manufacturer’s instructions [34–36]. For each sample, cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, MA). Dye incorporation and cRNA yield were checked using Dopsense 96 UV/VIS droplet reader (Trinean, Belgium). A total of 600 ng of the Cy3-labeled cRNA was hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on an Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and the fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters. Microarray data and all experimental details are available in the Gene Expression Omnibus (GEO) database (GSE249340, GSE249341, GSE249343).

#### Histology.

Paraformaldehyde-fixed, paraffin-embedded liver tissue was sliced into 3-μm-thick sections and stained with hematoxylin and eosin for histopathological analysis. The staining was visualized under a Leica DM4000 B microscope equipped with a Leica DFC450 C camera.

#### ^1^H-NMR based metabolomics.

Metabolomic profiling was performed as described previously [37]. All ^1^H-NMR spectra were obtained on a Bruker DRX-600-Avance NMR spectrometer (Bruker, Wissembourg, France) using the AXIOM metabolomics platform (MetaToul) operating at 600. 13 MHz for the ^1^H resonance frequency and an inverse detection 5-mm ^1^H-^13^C-^15^N cryoprobe attached to a cryoplatform (the preamplifier cooling unit).

The ^1^H-NMR spectra were acquired at 300 K using a standard one-dimensional noesypr1D pulse sequence with water presaturation and a total spin-echo delay (2 nτ) of 100 ms. A total of 128 transients were collected into 64,000 data points using a spectral width of 12 ppm, relaxation delay of 2.5 s, and acquisition time of 2.28 s. The ^1^H-^1^H COSY, ^1^H-^1^H TOCSY, and ^1^H-^13^C HSQC were obtained for each biological matrix in one representative sample for metabolite identification.

Data were analyzed by applying an exponential window function with 0.3-Hz line broadening prior to Fourier transformation. The resulting spectra were phased, baseline corrected, and calibrated to TSP (δ 0.00 ppm) manually using Mnova NMR (v9.0, Mestrelab Research). The spectra were subsequently imported into MatLab (R2014a, MathsWorks, Inc.). All data were analyzed using full-resolution spectra. The region containing water resonance (δ 4.6–5.2 ppm) was removed, and the spectra were normalized to the probabilistic quotient [38] and aligned using a previously published function [39].

Data were mean-centered and scaled using the unit variance scaling prior to analysis with orthogonal projection on latent structure-discriminant analysis (O-PLS-DA). The ^1^H-NMR data were used as independent variables (X matrix) and regressed against a dummy matrix (Y matrix) indicating the class of samples. The O-PLS-derived model was evaluated for goodness of prediction (Q2Y value) using n-fold cross-validation, where n depends on the sample size. To identify metabolites responsible for discrimination between the groups, the O-PLS-DA correlation coefficients (*r*2) were calculated for each variable and back-scaled into a spectral domain so that the shapes of the NMR spectra and signs of the coefficients were preserved [40,41]. The weights of the variables were color-coded according to the square of the O-PLS-DA correlation coefficients. Correlation coefficients extracted from significant models were filtered so that only significant correlations above the threshold defined by Pearson’s critical correlation coefficient (*P* < 0.05; |*r*| > 0.7; *n* = 12 per group) were considered significant.

#### Reporter metabolite analysis.

Reporter metabolite analyses were performed to investigate the metabolites affected by transcriptional changes in the absence of p110α using the PIANO package, which enriches the gene set analysis of genome-wide data by incorporating the directionality of gene expression and combining statistical hypotheses and methods in conjunction with a previously established genome-scale metabolic model of the liver, iHepatocyte2322 [42].

#### Liver neutral lipids analysis.

Tissue samples were homogenized in methanol/5 mM EGTA (2:1, v/v) and lipids (equivalent to 2 mg of tissue) extracted according to the Bligh–Dyer method [43] with chloroform/methanol/water (2.5:2.5:2 v/v/v) in the presence of the following internal standards: glyceryl trinonadecanoate, stigmasterol, and cholesteryl heptadecanoate (Sigma). Triglycerides, free cholesterol, and cholesterol esters were analyzed by gas-liquid chromatography on a Focus Thermo Electron system equipped with a Zebron-1 Phenomenex fused-silica capillary column (5 m, 0.25 mm i.e., 0.25 mm film thickness). The oven temperature was programmed to increase from 200 to 350 °C at 5 °Cmin^−1^, and the carrier gas was hydrogen (0.5 bar). Injector and detector temperatures were 315 °C and 345 °C, respectively. All of the quantitative calculations were based on the peak area ratios relative to the internal standards [44].

#### Liver fatty acid analysis.

Tissue samples were weighed and homogenized using a Fastprep system (40 s) in methanol/5 mM EGTA (2:1, v/v). An aliquot corresponding to 1 mg of tissue was sampled and 2 µg TG17 (glyceryl triheptadecanoate, Sigma–Aldrich, les Ulis, France) added as internal standard to verify the completeness of hydrolysis. After hydrolysis in KOH-methanol (1.5 M) for 30 min at 56 °C, FAs were transmethylated with 1 mL BF3-methanol, 10% wt. (60 min at 80 °C). Once cooled down, 1 mL Milli-Q water and 2 mL heptane was added to the methylated FAs and the mixture manually shaken. After centrifugation (500*g*, 5 min), the upper layer containing FA methyl esters (FAMEs) was transferred to a glass tube and evaporated to dryness. Heptane (200 µL) was then added and the sample transferred to a vial. FAMEs were analyzed on a TRACE 1,310 gas chromatograph (Thermo Scientific, Les Ulis, France) equipped with a split-splitless injector operated in the splitless mode and a flame-ionization detector. FAMEs were separated on a FAME-WAX column (30 m, 0.32 mm internal diameter, 0.25 µm film thickness) from Restek (Lisses, France) using helium as carrier gas at a constant flow rate of 1.0 mL.min^−1^. The injector temperature was set at 225 °C and the oven temperature was programmed as follows: 1 min isothermal step at 130 °C, from 130 to 245 °C at 2 °C.min^−1^ and then 8 min at 245 °C. FAMEs were identified by comparing sample retention times to those of commercial standard mixtures (Menhaden oil and Food Industry FAME Mix, Restek) using Xcalibur 2.2 software (Thermo Scientific).

#### Liver phospholipid and sphingolipid analysis.

***Chemicals and reagents:*** The liquid chromatography solvent, acetonitrile, was HPLC-grade and purchased from Acros Organics. Ammonium formate (>99%) was supplied by Sigma–Aldrich. Synthetic lipid standards (Cer d18:1/18:0, Cer d18:1/15:0, PE 12:0/12:0, PE 16:0/16:0, PC 13:0/13:0, PC 16:0/16:0, SM d18:1/18:0, SM d18:1/12:0) were purchased from Avanti Polar Lipids.

***Lipid extraction:*** Lipids were extracted from the liver (1 mg) as described previously [45] using dichloromethane/methanol (2% acetic acid)/water (2.5:2.5:2 v/v/v). Internal standards were added (Cer d18:1/15:0, 16 ng; PE 12:0/12:0, 180 ng; PC 13:0/13:0, 16 ng; SM d18:1/12:0, 16 ng; PI 16:0/17:0, 30 ng; PS 12:0/12:0, 156.25 ng) and the solution centrifuged at 1500 rpm for 3 min. The organic phase was collected and dried under azote, then dissolved in 50 μl MeOH. Sample solutions were analyzed by an Agilent 1290 UPLC system coupled to a G6460 triple quadripole spectrometer (Agilent Technologies). MassHunter software was used for data acquisition and analysis. A Kinetex HILIC column (Phenomenex, 50 × 4.6 mm, 2.6 μm) was used for LC separation. The column temperature was maintained at 40 °C. The mobile phase, A, was acetonitrile and the B phase 10 mM ammonium formate in water at pH 3.2. The gradient was as follows: 10% to 30% B in 10 min; 100% B from 10 to 12 min; and then back to 10% B at 13 min for 1 min to re-equilibrate prior to the next injection. The flow rate of the mobile phase was 0.3 ml.min^−1^, and the injection volume was 5 μl. An electrospray source was employed in positive (for Cer, PE, PC, and SM analysis) or negative ion mode (for PI and PS analysis). The collision gas was nitrogen. The needle voltage was set at +4000 V. Several scan modes were used. First, to obtain the naturally different masses of different species, we analyzed cell lipid extracts with a precursor ion scan at 184 m/z, 241 m/z, and 264 m/z for PC/SM, PI, and Cer, respectively. We performed a neutral loss scan at 141 and 87 m/z for PE and PS, respectively. The collision energy optimums for Cer, PE, PC, SM, PI, and PS were 25 eV, 20 eV, 30 eV, 25 eV, 45 eV, and 22 eV, respectively. The corresponding SRM transitions were used to quantify different phospholipid species for each class. Two 9 MRM acquisitions were necessary due to important differences between phospholipid classes. We used QqQ Quantitative (vB.05.00) and Qualitative Analysis software (vB.04.00). All of the quantitative calculations were based on the peak area ratios relative to the internal standards [46].

### Statistical analysis

Biochemical, qPCR, and phenotypic data were analyzed using GraphPad software. Differential effects were assessed on log_2_ transformed data by ANOVA followed by Sidak post-hoc tests. *P*-values <0.05 were considered significant.

Hierarchical clustering of lipid quantification data was performed using R (R Development Core Team (2022) R Core Team (2022). R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing, Vienna, Austria, https://www.R-project.org/) with the pheatmap package [47]. Hierarchical clustering on log_2_ transformed data was applied to the samples and lipids using 1-Pearson correlation coefficient as distance and Ward’s criterion (Ward.D2) for agglomeration. All of the data represented on the heat map had adjusted P-values <0.05 for one or more comparisons performed with an analysis of variance and is scaled by row.

Microarray data were analyzed using R and Bioconductor packages (www.bioconductor.org, v 3.0) as described in GEO accession (GSE249340, GSE249341, GSE249343). Raw data (median signal intensity) were filtered, log_2_ transformed, corrected for batch effects (microarray washing bath), and normalized using the quantile method.

A model was fitted using the limma lmFit function considering array weights using the arrayWeights function. 

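The weights that arrayWeights gave to the 48 arrays lay between 0.35 and 1.71, with a median of 0.95. In fed mice, they were 0.58 to 1.53 for *p110α* hep+/+ mice on CTRL diet, 0.88 to 1.71 for *p110α* hep+/+ mice on HFD, 0.66 to 1.63 for *p110α* hep-/- mice on CTRL diet and 0.35 to 1.37 for *p110α* hep-/- mice on HFD. The array with the lowest weight was replicate 3 of the last group.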

Pair-wise comparisons between biological conditions were applied using specific contrasts. A correction for multiple testing was applied using the Benjamini–Hochberg procedure for the false discovery rate (FDR). Probes with FDR ≤ 0.05 were considered to be differentially expressed between conditions.

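With an adjusted p of at most 0.05 and no fold-change threshold, 4915 genes differed between HFD and CTRL diet in fed *p110α* hep+/+ mice and 2523 in fed *p110α* hep-/- mice. The median fold change of these genes was 1.23 and 1.25, and 15.6% and 18.9% of them exceeded a fold change of 1.5. The interaction passed for 604 genes, of which 46.9% exceeded it.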

Hierarchical clustering was applied to the samples and the differentially expressed probes using 1-Pearson correlation coefficient as distance and Ward’s criterion for agglomeration. The clustering results are illustrated as a heatmap of the expression signals. Gene set enrichment analysis (GSEA) was performed using the ViSEAGO R package [48] with signed –log_10_ adjusted *p*-values as the score and 10,000 permutations of random sets of 101 genes: $score=-\log_{10}\left(adj.p.value\right)*\sqrt{logFC^{2}}/logFC$. GO categories with a minimal size of 50, *P* < 0.01, and log_2_ err > 0.5 were considered significant. For GO enrichment, hypergeometric tests were performed over genes selected in GO categories extracted from the org.Mm.eg.db R package version 3.17.0. against all expressed genes. *P* < 0.05 was considered significant. Principal component analysis (PCA) was performed on unscaled log_2_ transformed data using the R package FactoMineR [49,50]. Circadian gene expression profiles during a 24 h period was determined with R package dryR [51].

## Results

### Hepatocyte p110α deficiency leads to a 50% decrease in PIP3 *in vivo* and altered glucose homeostasis

Hepatocyte-specific *p110α* knockout mice (*p110α*^*flox/flox*^-albumin*-Cre*^*+/−*^ i.e., *p110α*^*hep−/−*^) were generated by crossing C57Bl/6J *p110α*^*flox/flox*^ mice with *albumin-Cre* mice in the same genetic background (S1 Fig). Hepatocyte-specific *p110α* deletion was validated by PCR analysis of *p110α* floxed (*p110α*^*hep+/+*^) and Albumin-Cre (Albumin-Cre^+/−^) genes from *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice using DNA from different tissues (liver, white adipose tissue, brown adipose tissue, and tail; **Fig 1A**). This reaction produced 544-bp fragments specifically in the livers of *p110α*^*hep−/−*^ mice and corresponded to the deleted sequence.

**Fig 1:**
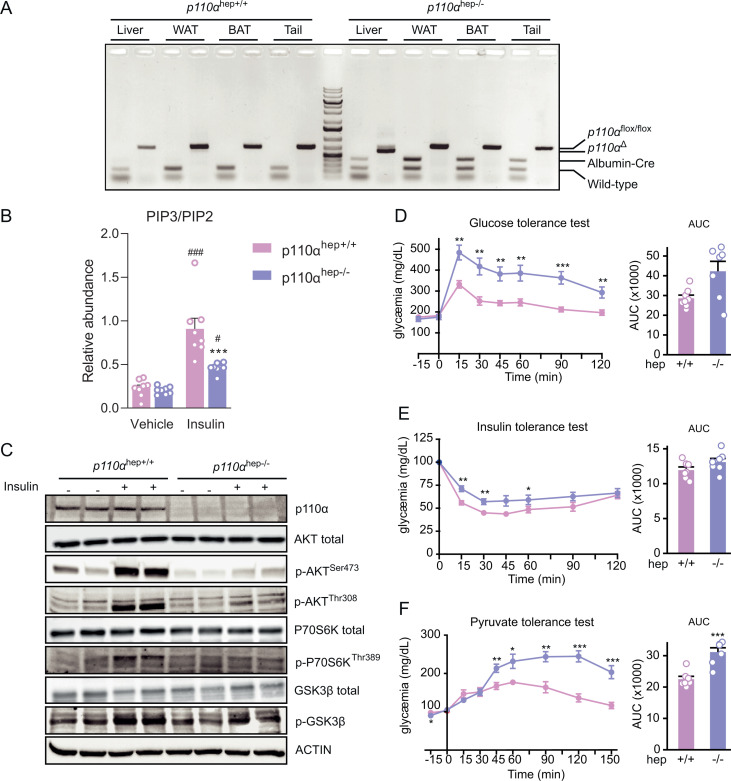
Characterization of the hepatocyte-specific *p110α* knockout mouse model. (A) PCR analysis of *p110α* floxed (*p110α*^*flox/flox*^), *p110α* deleted (p110α^Δ^), and Albumin-Cre (Albumin-Cre^+/−^) genes in control (*p110α*^*hep+/+*^) or liver knockout (*p110α*^*hep−/−*^) mice using genomic DNA from the liver, white adipose tissue (WAT), brown adipose tissue (BAT), and tail. (B) Liver PIP3/PIP2 ratio determined by LC/MS for *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice that were fasted and then treated or not with insulin (5 U/kg) by vena cava injection (*n* = 8 mice/group). (C) Western blots of liver protein extracts evaluating the phosphorylation of AKT, p70S6K, and GSK3β in the mice in (B). **(D–**F) Glucose (D), insulin (E), and pyruvate **(F)** tolerance tests and corresponding AUC (*n* = 6 mice/genotype). Data information: In **(B, D–F)**, data are presented as mean ± SEM. ^##^*P* ≤ 0.01 and ^###^*P* ≤ 0.005 for treatment effect; **P ≤ 0.01 and ***P ≤ 0.005 for genotype effect. The numerical values underlying the panels for this figure can be found in S1 Data.

Loss of hepatocyte *p110α* resulted in decreased insulin signaling, which was associated with an altered PIP3/PIP2 ratio in hepatocytes *in vivo* (**Fig 1B**). While the loss of *p110α* has no effect on baseline PI3K activity, it reduces maximal insulin-stimulated PI3K activity. The *p110α*^*hep+/+*^ mice had a 4-fold increase in the PIP3/PIP2 ratio in hepatocytes 5 min after insulin stimulation, but this maximal induction was reduced by 50% in *p110α*^*hep−/−*^ mice. Importantly, upon stimulation with insulin, we could only detect PIP3 (38:4) while a broader variety of PIP2 molecular species were detected (S2A and S2B Fig).

In addition to a lack of p110α protein expression, *p110α*^*hep−/−*^ mice had a significant reduction in the phosphorylation of p-Akt ^Ser473^, p-Akt ^Thr308^, p-70S6 ^Thr389^ kinase and to a lesser extent p-GSK-3β ^Ser9^, 5 min after insulin stimulation (**Figs 1C**, S2C). These results support a critical role of hepatocyte p110α in part of the PIP3-mediated insulin signaling.

We also confirmed that the liver-specific absence of *p110α* leads to impaired glucose tolerance and reduced insulin sensitivity after glucose and insulin loading, respectively (**Fig 1D**,**1E**). The *p110α*^*hep−/−*^ mice also exhibited increased glucose production during the pyruvate tolerance test (**Fig 1F**). These results indicate that a 50% reduction in PIP3 production in *p110α*^*hep−/−*^ mice is associated with marked glucose intolerance. This phenotype may be due, at least in part, to defective inhibition of gluconeogenesis.

### Hepatocyte p110α signaling influences liver growth and liver gene expression in response to metabolic challenges

To investigate the role of hepatocyte p110α-dependent signaling in metabolic homeostasis, we explored the effects of feeding and fasting in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice. First, we observed that *p110α*^*hep−/−*^ mice exhibited an altered response to feeding, characterized by elevated plasma insulin levels and a reduction in liver weight (**Fig 2A**). Plasma glucose was reduced in fasting mice while hepatic glycogen was increased in fed mice. The *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice showed no difference in plasma glucose. Glycogen levels were similar in both *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice upon feeding (**Fig 2A**). Next, gene expression profiling revealed that 46% of genes sensitive to feeding (*n* = 762) are dependent on p110α (**Fig 2B**). Some of these genes (*n* = 352) are differentially expressed between fed *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice (FC > 1.5 and *P* < 0.05, **Figs 2C** and S3A). To further investigate the contribution of p110α to insulin signaling in fed mice, we used hepatic gene expression profiles obtained from C57BL/6J mice treated with physiological levels of insulin [22] and compared the data to the p110α-sensitive gene clusters (**Fig 2D**). We identified 33 hepatic genes that were up-regulated in the absence of p110α and are known to be repressed by insulin *in vivo*. Interestingly, we also identified 77 insulin-inducible genes that were down-regulated in fed mice lacking hepatocyte p110α.

**Fig 2:**
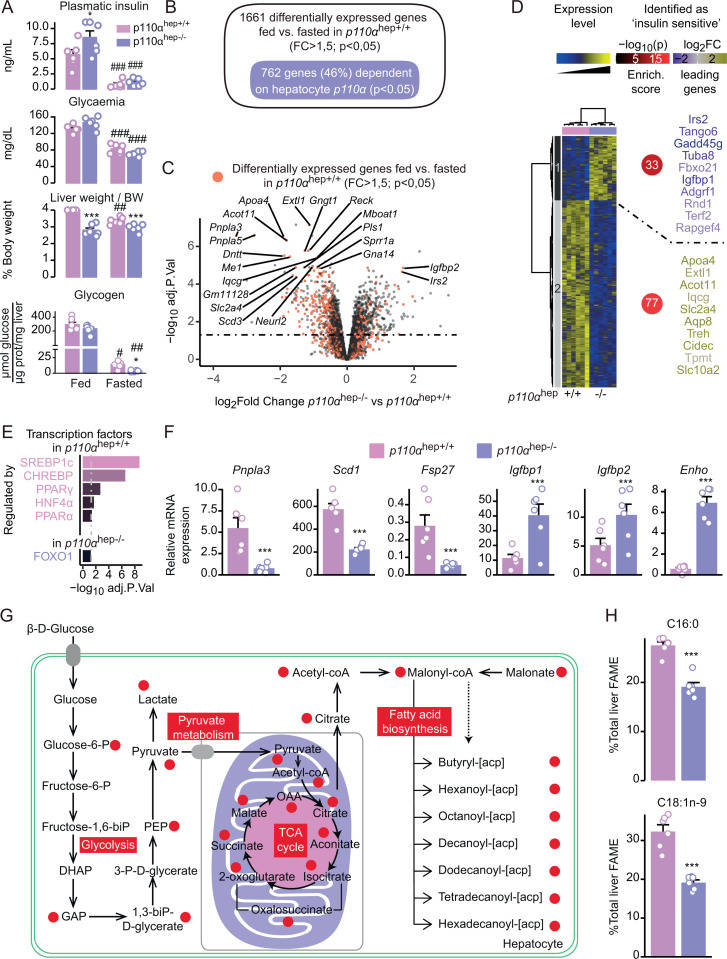
Absence of p110α **-dependent signaling in hepatocytes affects liver growth, glucose homeostasis, and the regulation of liver gene expression.** (A) Plasma insulin and glucose levels, relative liver weights and glycogen content in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice that were fed or fasted for 24 h and processed at ZT16 (*n* = 6 mice/group). (B) Venn diagram representing the genes regulated in a p110α-dependent manner in response to the nutritional status. (C) Volcano plot representing the differentially expressed genes in the liver of *p110α*^*hep−/−*^ versus *p110α*^*hep+/+*^ fed mice. Red dots represent hepatic genes that are differentially expressed between fasting and feeding in *p110*^*hep+/+*^ mice. (D) Left: Heatmap illustrating microarray data for liver samples from fed *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice. Right: Enrichment of insulin-sensitive genes as determined by [22]. The color of the circle and the gene names are relative to the percentage of all identified insulin-sensitive genes within a cluster and the *P*-value of the hypergeometric test. (E) Top list of the transcription factors up-regulated (top) and down-regulated (bottom) by *p110α* hepatocyte deletion as determined by TRRUST. (F) Relative expression of *Pnpla3*, *Scd1*, *Fsp27*, *Igfbp1*, *Igfbp2*, and *Enho* measured by qPCR in the livers of *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice under fed conditions (*n* = 6 mice/group). (G) Profile of p110α-related metabolites based on iHepatocyte genome scale modeling visualized on an integrative representation of glycolysis, pyruvate metabolism, and fatty acid biosynthesis. Red circles represent metabolites significantly altered (*P* < 0.01) in the absence of *p110α* in the fed state. (H) Relative hepatic abundance of fatty acid methyl ester (FAME) C16:0 and C18:1n-9 determined by GC/MS. Data information: Data are presented as mean ± SEM. ***P ≤ 0.005 for genotype effect. The numerical values underlying the panels for this figure can be found in S2 Data which includes the full gene expression analysis for this figure in the sheet “Microarray Fig 2D”.

In line with a significant role of hepatocyte p110α in the control of insulin-sensitive liver gene expression, bioinformatic analysis predicted SREBP1-c and ChREBP as the two main transcription factors altered in the absence of p110α (**Fig 2E**). In agreement, mRNA expression of *Pnpla3*, *Scd1,* and *Fsp27* was decreased in the livers of *p110α*^*hep−/−*^ mice when compared to their littermates (**Fig 2F**). In contrast, FOXO1 was the only transcription factor predicted to be related to increased gene expression in *p110α*^*hep−/−*^ mice. Among the genes for which we observed a significant increase in mRNA expression, we found hepatokines *Igfbp1*, *Igfbp2*, and *Enho*.

Finally, we performed unbiased hepatic metabolomics profiling of aqueous metabolites using ^1^H-NMR to investigate whether transcriptomic changes were coupled with metabolomic adjustments. Analysis of discriminant metabolites revealed higher betaine and lower lactate levels in the absence of *p110α* (S3B Fig). Transcriptomic and metabolomic data were then pooled in a consensus genome-scale metabolic model called iHepatocytes. The resulting metabolic network highlighted the metabolites that were predicted to be significantly different in the absence of hepatocyte *p110α* (**Fig 2G**). This analysis corroborated previous results and underscored the critical role of p110α-dependent signaling in glycolysis, pyruvate metabolism, and *de novo* fatty acid synthesis. In agreement with this analysis, we found that palmitate (C16:0) and oleate (C18:1n-9), two major products of *de novo* fatty acid biosynthesis, were reduced in the livers of *p110α*^*hep−/−*^ mice (**Fig 2H**).

### Hepatocyte p110α is dispensable for carbohydrate and fatty acid sensing by hepatocytes

Bioinformatic analysis suggested that not only SREBP1 and FOXO1, but also ChREBP, PPARγ, PPARα, and HNF4α target genes may be sensitive to the expression of p110α in hepatocytes (**Fig 2E**). ChREBP is a key regulator of carbohydrate sensing, whereas the PPARs and HNF4α are involved in fatty acid sensing. Therefore, we questioned whether hepatocyte p110α may act not only as an insulin signaling intermediate, but also in carbohydrate- and fatty acid-mediated regulation of gene expression.

To address the possible role of p110α in the regulation of ChREBP-mediated gene expression, we performed an acute glucose challenge in which mice were either fasted or fed *ad libitum* with access to chow diet and 20% glucose solution in water for 24 h. Upon glucose challenge, *p110α*^*hep−/−*^ mice exhibited massive hyperglycemia (**Fig 3A**) and elevated ChREBP expression and activity, as revealed by the expression of *Chrebpα*, *Chrebpβ*, and *Lpk* in response to high glucose load (**Fig 3B**). In contrast, the glucose-mediated induction of SREBP1-c target genes, including *Gck*, *Acly,* and *Fasn,* was markedly reduced in the absence of hepatocyte p110α (**Figs 3B** and S4A). ChREBP is also a critical regulator of FGF21 hepatic expression, which controls sweet preference *in vivo*. We therefore investigated whether hepatocyte p110α affects sweet preference using the two-bottle preference assay. Absence of hepatocyte *p110α*-dependent signaling did not alter sucrose preference or plasma glucose levels over the 4-day experimental period (**Fig 3C**). The circulating level of FGF21, which regulates sucrose intake under the control of Chrebp [52], was similarly increased in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice (**Fig 3D**). Taken together, these findings indicate that p110α is not required for ChREBP-mediated regulation of gene expression in response to dietary carbohydrates and the control of sweet preference *in vivo*.

**Fig 3:**
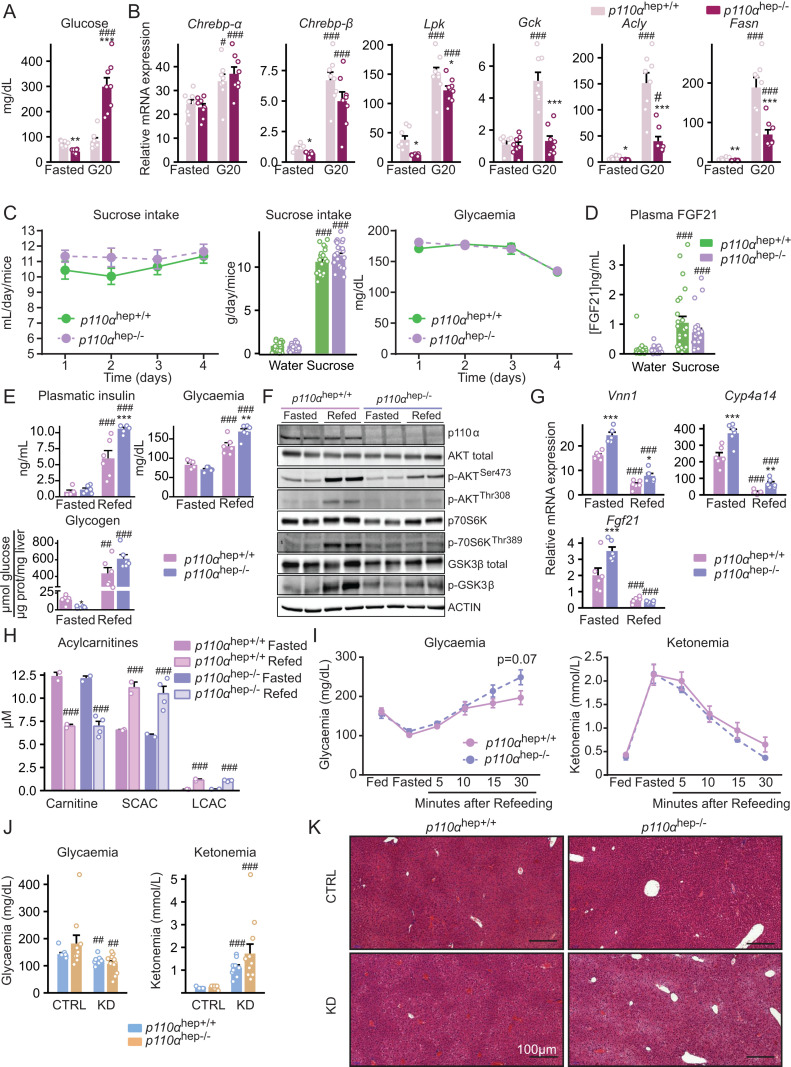
Hepatocyte *p110α* is required for insulin signaling but not for glucose and fatty acid sensing. **(A)** *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice were fasted or fed a chow diet supplemented with glucose (20%) in drinking water (*n* = 8 mice/group) and the plasma glucose levels measured. (B) Relative liver gene expression of *Chrebp-α*, *Chrebp-β*, *Lpk*, *Gck*, *Acly,* and *Fasn* measured by qPCR in the mice in (A). (C) Sucrose intake and plasma glucose levels measured daily during the sucrose preference test (10% sucrose in drinking water versus water, 4 days) (*n* = 23–24 mice/group). (D) Plasma FGF21 measured after 4 days of the sucrose preference test. (E) Plasma insulin and glucose levels, and liver glycogen content in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fasted for 24 h and refed or not for 4 h with 20% glucose in drinking water (*n* = 6 mice/group). (F) Phosphorylation of AKT, p70S6K, and GSK3β determined by western blot in the mice in (E). (G) Relative liver expression of *Vnn1*, *Cyp4a14,* and *Fgf21* mRNA measured by qPCR in the mice in (E). (H) Acylcarnitine levels measured in the blood of *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fasted for 24 h and refed or not for 4 h with 20% glucose in drinking water (*n* = 3 mice/group). (I) Blood glucose and ketone levels measured in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice successively fed, fasted (24 h), and refed for 5, 10, 15, or 30 min (*n* = 6 mice/group). (J) Blood glucose and ketone levels measured in plasma from *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a CTRL diet or ketogenic diet (KD) (*n* = 9–11 mice/group). (K) Representative pictures of H/E staining of liver sections from the mice in (J). Scale bar, 100 µM. Data information: In (**A–D**, **H**, **J**), data are presented as mean ± SEM. ^#^*P* ≤ 0.05, ^##^*P* ≤ 0.01, and ^###^*P* ≤ 0.005 for glucose (**A, B**) or sucrose effect (**C, D**), or diet (**J**) or nutritional status effect (H); *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.005 for genotype effect. The numerical values underlying the panels for this figure can be found in S3 Data.

Next, we tested whether hepatocyte p110α-dependent signaling affects fatty acid sensing using two different challenges. First, we challenged mice with fasting and refeeding. In line with the role of p110α in insulin signaling, we observed that, upon refeeding, *p110α*^*hep−/−*^ mice exhibited high plasma levels of glucose and insulin, without any difference in liver glycogen content (**Fig 3E**). Metabolic differences induced by fasting and feeding were associated with heterogenous responses in the phosphorylation of insulin-sensitive AKT, S6K and GSK3 (**Figs 3F**, S4B). During fasting, changes in liver gene expression occur in response to adipose tissue lipolysis and regulate FGF21 production and ketogenesis through PPARα [53]. Therefore, we measured the mRNA expression of representative PPARα targets in the liver, including *Vnn1*, *Cyp4a14*, and *Fgf21*. Fasted *p110α*^*hep−/−*^ mice had increased mRNA expression of PPARα target genes, suggesting high fatty acid influx. Moreover, refeeding inhibited PPARα activity in a similar manner in both *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice, indicating that hepatocyte *p110α* is not required for the inhibition of PPARα activity during refeeding (**Figs 3G** and S4C Fig). In agreement, plasma acylcarnitine levels, which reflect fatty acid β-oxidation, were found similarly induced in response to fasting and inhibited by refeeding in both *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice (**Fig 3H**). We also tested the kinetics of glucose and ketone body levels in the transition between fasting and refeeding. Although *p110α*^*hep−/−*^ mice exhibited mild hyperglycemia 30 min after refeeding, ketone body levels remained similar to those of *p110α*^*hep+/+*^ mice, suggesting that refeeding rapidly inhibits liver fatty acid catabolism and ketone body production in both *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice (**Fig 3I**).

In the second challenge to investigate whether p110α affects liver fatty acid uptake, we fed *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice a KD for 9 days. Mice from both genotypes showed reduced glucose levels and increased ketone bodies (**Fig 3J**). In addition, histological staining revealed similar tissue structures in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice, further indicating that the absence of *p110α* does not alter dietary fatty acid uptake and catabolism (**Fig 3K**).

Altogether, these data suggest that hepatocyte p110α deficiency significantly influences glucose homeostasis through mechanisms that are independent of the regulation of gene expression by the carbohydrate-responsive pathways mediated by ChREBP. Moreover, p110α deficiency does not alter fatty acid uptake and subsequent regulation of liver gene expression through nuclear receptors involved in fatty acid sensing, such as PPARα.

### Role of hepatocyte p110α in the regulation of insulin-sensitive liver gene expression

Hepatocyte p110α is activated *via* multiple growth factors and their receptors. To evaluate the effect of hepatocyte p110α outside of its metabolic effect mediated by the upstream IR, we used an untargeted approach allowing combined analysis of gene expression in *p110α*^hep−/−^ mice and mice lacking IR in hepatocytes (LIRKO mice) [20]. We applied a distribution transformation method to integrate datasets from the two gene expression analyses and found that the absence of hepatocyte IR is more influential on the liver transcriptome than the absence of p110α, as revealed by the amplitude of the response in LIRKO mice (up to 20) compared to the *p110α*^*hep−/−*^ mice (up to 5) (**Fig 4A**). This result suggests that, in hepatocytes, p110α is not required for some of the genomic regulation downstream of IR. Consistent with previous data and in line with the role of the IR/p110α axis in the metabolic regulation of lipid biosynthesis, we found that numerous lipogenic genes (*Scd1*, *Fasn*, *Srebp1-c*, *Acly*, *Me1,* and *Gck*) are among the most commonly down-regulated genes in the absence of IR and p110α (**Fig 4A**). GSEA was used to identify the pathways associated with differentially expressed genes. In addition to lipid metabolism, which appears as the most down-regulated pathway in both genotypes, GSEA revealed two main clusters of pathways that are specific for p110α (green) and IR (blue) (**Fig 4B**). In the absence of IR, but not p110α, mice showed up-regulation of inflammatory processes, suggesting that IR regulates the inflammatory response mainly through p110α-independent signaling. In the absence of hepatocyte p110α signaling, but not IR, mice exhibited altered regulation of transcription (**Fig 4B**).

**Fig 4:**
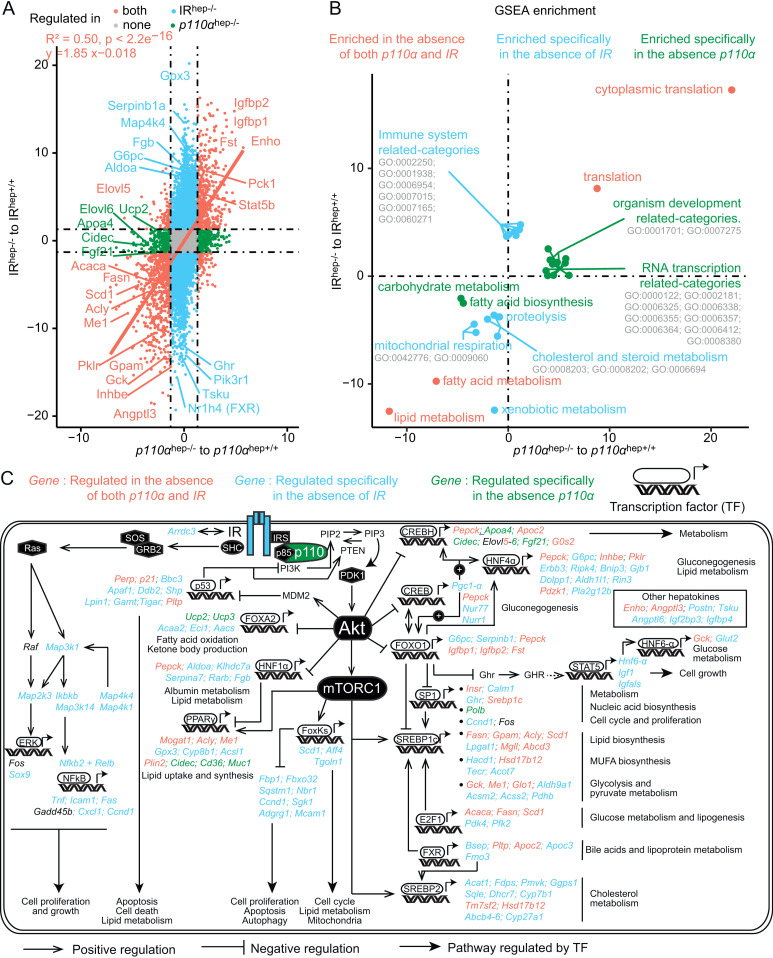
Hepatocyte p110α-mediated regulation of gene expression related to IR-dependent and IR-independent pathways. (A) Correlation plot of data extracted from two distinct microarray experiments. The values used for correlation are –log_10_ adjusted *P*-value of the comparison indicated on the axis, weighted by the sign of the corresponding log_2_FC of expression for each gene. (B) Correlation plot of gene set enrichment over genes presented in (A). The values used to plot the significant categories are the –log_10_ adjusted *P*-value of the comparison indicated on the axis, weighted by the sign of the corresponding normalized enrichment score. A manual annotation summarizes related GO categories when they cluster in the same area of the plot. (C) Schematic overview of insulin-responsive transcription factors and downstream-regulated genes dependent on IR, p110α, or both. Genes in blue are regulated in absence of IR but not in absence of p110α. Genes in green are regulated in absence of p110α but not IR. Genes in orange are regulated by both IR and p110α.

To investigate the regulation of hepatic gene expression that is dependent on IR, p110α, or both, we gathered regulated genes in an integrative metabolic representation highlighting insulin- and p110α-mediated transcription factor and target genes (**Fig 4C**). As expected, the majority of SREBP1c and FOXO1 downstream target genes are regulated through an IR/p110α-dependent axis, though the absence of IR is more influential. We also highlighted specific transcription factor/target interactions that depend almost exclusively on IR and not p110α. These pathways are related to cell proliferation (ERK, NFkB, FOXKs), lipid metabolism (HNF1α, FOXKs, Sp1), glucose metabolism (CREB, HNF6, HNF4α), and cholesterol metabolism (FXR, SREBP2). Interestingly, we highlighted CREBH as a transcription factor regulated by p110α but that is independent of hepatocyte IR. Therefore, at the level of gene expression, hepatocyte p110α acts through both IR-dependent and IR-independent pathways to regulate metabolism through the control of gene expression.

### Hepatocyte p110α deletion leads to insulin resistance dissociated from hepatic steatosis

Next, we evaluated the importance of p110α in hepatic changes that occur in the pathological context of obesity and MASLD, conditions in which the action of liver insulin is altered. For this purpose, *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice were fed a chow diet (CTRL) or HFD for 12 weeks. We confirmed that *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a HFD develop marked glucose intolerance and insulin resistance (**Fig 5A**,**5B**). After insulin injection, the glycemia in *p110α*^*hep−/−*^ mice remained higher over the testing period than the one of *p110α*^*hep+/+*^ mice fed a HFD or of *p110α*^*hep−/−*^ mice fed a CTRL diet (**Fig 5B**). Consistently, the fasting hyperinsulinemia observed in *p110α*^*hep−/−*^ mice worsened with a HFD (**Fig 5C**).

**Fig 5:**
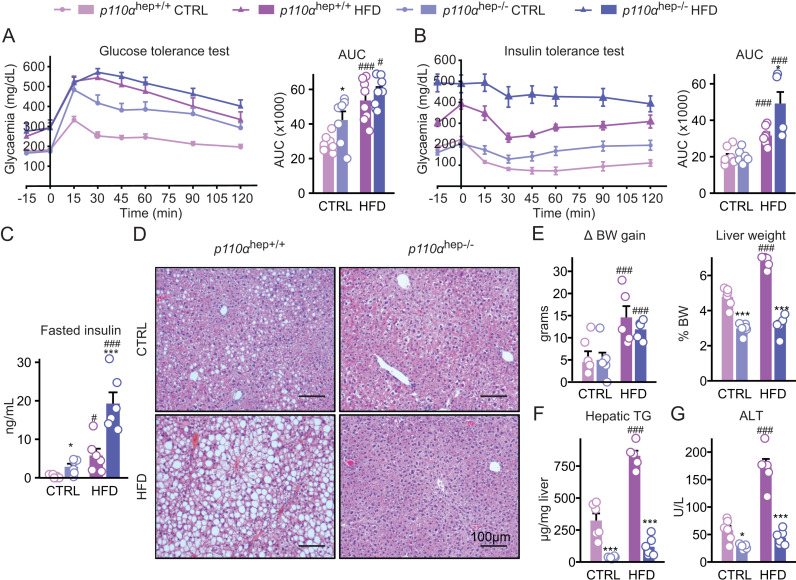
Hepatocyte *p110α* deficiency disconnects hepatic steatosis from diabetes. **(A,** B) Glucose **(A)** and insulin **(B)** tolerance tests and corresponding AUC for 12-week-old *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a chow diet (CTRL) or HFD for 12 weeks (*n* = 6 mice/group). (C) Plasma insulin levels in 24 h-fasted *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed CTRL or HFD for 12 weeks. (D) Representative pictures of H/E staining of liver sections. Scale bar, 100 µm. (E) Body weight gain and liver weight at the end of the experiment in mice from (A). (F) Liver content in triglycerides. (G) Plasma ALT levels. Data information: In all graphs, data are presented as mean ± SEM. ^#^*P* ≤ 0.05 and ^###^*P* ≤ 0.005 for diet effect; *P ≤ 0.05 and ***P ≤ 0.005 for genotype effect. The numerical values underlying the panels for this figure can be found in S4 Data.

Histology in HFD-*p110α*^*hep+/+*^ mice confirmed the accumulation of lipid droplets in hepatocytes. In contrast, *p110α*^*hep−/−*^ mice are protected from HFD-induced steatosis (**Fig 5D**). In line with histological analysis, *p110α*^*hep−/−*^ mice fed a HFD had a reduced liver weight and triglyceride accumulation compared to *p110α*^*hep+/+*^ mice, without any change in the total body weight (**Figs 5E**,**5F** and S5). This phenotype was associated with reduced plasma and hepatic cholesterol levels (S5–S6 Fig) and no increase in plasma ALT, a marker of liver damage (**Fig 5G**).

Dietary choline deficiency rapidly induces hepatic steatosis without obesity. To investigate the role of dietary choline in the protective effect of p110α against liver steatosis, mice were fed a CD-HFD for 12 weeks. Interestingly, despite a reduced liver weight, *p110α*^*hep−/−*^ mice had no improvement in hepatic triglycerides, inflammation, ALT and AST levels upon CD-HFD feeding (S7A–D Fig). Therefore, the absence of liver p110α protected mice from hepatic steatosis only with HFD feeding, not when mice exposed to a choline-deficient diet that induces steatosis without obesity. This reveals that the involvement of hepatocyte p110α in liver lipid accumulation is context-specific and is likely related to obesity and type 2 diabetes induced by HFD feeding. We also investigated the hepatic lipidome profile in the absence of *p110α* upon HFD feeding. In hierarchical clustering (S8A Fig), the heatmap highlighted a predominant effect of HFD that is independent from the genotype (clusters 3 and 4), but also revealed lipidomic changes with a HFD that depend on p110α (clusters 1, 5, and 6) (S8A Fig). The abundance of phosphatidyl ethanolamine 40:3 (PE40:3) and phosphatidyl choline 36:3 (PC36:3) was significantly reduced only in *p110α*^*hep−/−*^ mice fed an HFD, suggesting that hepatocyte p110α affects phospholipid metabolism in this context (S8B Fig). The abundance of PC32:1, TG51, TG55, and Cer18:0 was significantly down-regulated or up-regulated in a similar manner in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed an HFD, suggesting a minor contribution of p110α to the regulation of these lipids (S8C and S8D Fig). PE38:4 and Cer16:0 accumulated as lipotoxic lipids only in *p110α*^*hep+/+*^ mice upon HFD feeding, and the absence of such an accumulation in *p110α*^*hep−/−*^ mice suggests protection from hepatic steatosis in these mice (S8E Fig). In contrast, cholesterol ester C18 (EC18) and PE36:1 species were more abundant in the absence of *p110α* upon HFD feeding and may be actively involved in the protection from hepatic steatosis (S8F Fig). Finally, some lipids, such as C20:5n-3 and PI36:1, were increased in *p110α*^*hep−/−*^ mice fed a CTRL diet, but the HFD erased this effect (S8G Fig). To investigate whether this lipid remodeling is associated with changes in liver mRNA expression, we measured the expression of genes encoding enzymes directly involved in lipid metabolism (S8H Fig). This analysis revealed that HFD feeding further highlights the effects of hepatocyte *p110α* deletion on lipid metabolism. In particular, cholesterol metabolism, which was almost unaffected in the absence of *p110α* upon being fed a CTRL diet (see **Fig 4**), representing an important pathway regulated by p110α in the context of a HFD (S8H Fig). Thus, this analysis revealed that hepatocyte p110α-dependent signaling is required for lipid remodeling that occurs during diet-induced obesity.

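The liver mRNA of these genes was read on one-colour Agilent microarrays of fed mice, with 6 mice for each genotype and diet. Levels are normalized log2 signals, a difference between genotypes is the log2 fold change of *p110α* hep-/- over *p110α* hep+/+ mice from a limma fit with array weights, and adjusted p values are from limma with the Benjamini–Hochberg procedure over all probes kept. Because the arrays are weighted, a log2 fold change can differ slightly from the difference between the group means. A gene was called when its adjusted p was at most 0.05 and its fold change exceeded 1.5. Of 63 genes whose symbols could be read in S8H Fig, 54 were lower in *p110α* hep-/- mice on HFD and 50 were lower on CTRL diet. The panel shows genes that the paper found to differ between genotypes on these arrays, so tallies over it describe the panel and are not independent of that choice. In the 48 genes outside the cholesterol block, 20 were called between genotypes on CTRL diet and 27 on HFD, and the genotype by diet interaction was called for 8. *Fasn*, which encodes fatty acid synthase, was measured by a probe on chromosome 11 of mm9 (120668460 to 120668519). Its level on CTRL diet was 16.59 ± 0.27 in *p110α* hep-/- and 17.25 ± 0.4 in *p110α* hep+/+ mice (SD, n = 6), a log2 fold change of -0.73 (standard error 0.2, limma adjusted p = 0.00602), and the mice of the 2 genotypes overlapped. On HFD, the level of *Fasn* was 14.86 ± 0.5 in *p110α* hep-/- and 17.55 ± 0.36 in *p110α* hep+/+ mice (SD, n = 6), a log2 fold change of -2.63 (standard error 0.2, limma adjusted p = 6.63e-14) with no overlap. The interaction for *Fasn* was -1.9 (standard error 0.28, limma adjusted p = 5.98e-05). *Scd1*, measured on chromosome 19 (44469387 to 44469446), did not pass the threshold on CTRL diet (log2 fold change -0.56, limma adjusted p = 0.1) and had a log2 fold change of -2.68 on HFD (standard error 0.25, limma adjusted p = 1.78e-11), with an interaction of -2.11 (limma adjusted p = 0.000327). Lists of genes were tested as sets with camera, at a preset correlation of 0.01, and with fry, both 2-sided and from limma, and their p values were adjusted over the 9 set tests made. A list of 21 lipogenesis genes had a median log2 fold change of -0.73 on CTRL diet (camera adjusted p = 1.01e-12, fry adjusted p = 8.79e-08) and -1.54 on HFD (camera adjusted p = 2.48e-22, fry adjusted p = 8.39e-16). The median of the interaction over this list was -0.7 (camera adjusted p = 5.65e-13, fry adjusted p = 3.33e-05). All 9 set tests passed under both camera and fry. Of the list, 12 genes were called on CTRL diet and 17 on HFD. Without the fold-change threshold, 16 and 19 passed an adjusted p of 0.05 over all genes, and 18 and 20 when adjusted over the list alone. Among the alternatives tried, taking the median over the probes of a gene moved the HFD median of this list most, to -1.3.

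**Figure D1:**
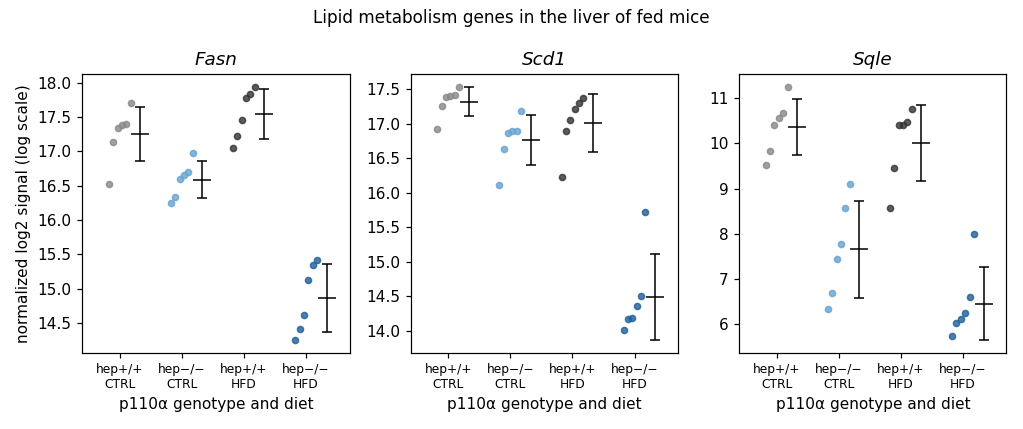
Normalized log2 signal of *Fasn*, *Scd1* and *Sqle* in the liver of fed mice. Each point is 1 mouse, sorted within its group, and the bars are the mean ± SD of 6 mice for each genotype and diet; the axes do not start at 0. The *p110α* hep-/- mice on HFD lie below the *p110α* hep+/+ mice on HFD for all 3 genes, while on CTRL diet the groups overlap for *Fasn* and *Scd1* and lie apart for *Sqle*.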

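Among the 15 genes of the cholesterol block in S8H Fig, 5 were called between genotypes on CTRL diet and 14 on HFD, and the interaction was called for 3. Without the fold-change threshold, 9 of the 15 passed on CTRL diet and all 15 on HFD, a tally over genes that the paper chose for a difference between genotypes on these arrays. *Sqle*, which encodes squalene epoxidase, was measured on chromosome 15 (59162688 to 59162747, mm9). Its level on CTRL diet was 7.66 ± 1.07 in *p110α* hep-/- and 10.37 ± 0.62 in *p110α* hep+/+ mice (SD, n = 6), a log2 fold change of -2.81 (standard error 0.42, limma adjusted p = 3.34e-06). On HFD it was 6.45 ± 0.81 and 10.01 ± 0.83 (SD, n = 6), a log2 fold change of -3.74 (standard error 0.42, limma adjusted p = 2.8e-09). The genotypes were apart in every mouse on both diets, *Sqle* was well above background on 5 of the 6 arrays of *p110α* hep-/- mice on HFD, and the interaction of -0.93 did not pass the threshold (standard error 0.6, limma adjusted p = 0.442). *Fdps*, on chromosome 3 (88897549 to 88897608), had a log2 fold change of -1.8 on CTRL diet (standard error 0.23, limma adjusted p = 1.6e-07) and -2.81 on HFD (standard error 0.23, limma adjusted p = 1.04e-12), with an interaction of -1.01 (limma adjusted p = 0.0816). Over a list of 24 cholesterol synthesis genes, the median log2 fold change was -0.44 on CTRL diet (20 genes lower, 6 called, camera adjusted p = 3.14e-07, fry adjusted p = 0.000451) and -0.99 on HFD (23 lower, 18 called, camera adjusted p = 1.37e-17, fry adjusted p = 1.33e-10). The interaction had a median of -0.62 (camera adjusted p = 9.53e-12, fry adjusted p = 0.001), and it was called for 4 genes, while without the fold-change threshold it passed for 5 adjusted over all genes and for 17 adjusted over the list alone.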

### High fat diet reveals the critical role of p110α in the regulation of hepatic gene expression

We performed genome expression analysis to provide an overview of the role of hepatocyte p110α in the context of HFD feeding. 

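Gene expression was measured in the liver of male *p110α* hep+/+ mice and of male *p110α* hep-/- mice, which lack p110α, the catalytic subunit of PI3Kα, in hepatocytes. Mice received CTRL diet or HFD, in which 60% of the calories come from fat, for 12 weeks from 12 weeks of age. They were killed at ZT16, either fed or after 24 h of fasting. Each of the 8 groups had 6 mice and each mouse had 1 array, so 48 arrays were analysed, of which the 24 of fed mice are those of Fig 6. Cyanine 3-labelled RNA was hybridized to Agilent SurePrint G3 Mouse arrays of 62976 spots. The arrays lay on 6 slides, each with 1 array of every group, and were washed in 2 batches of 3 slides. The values used are the median signal intensity of each spot as the scanner software gave it, without background subtraction. Control spots were left out, spots the software marked as outliers were set to missing, values were log2 transformed, and spots of the same probe were averaged. A probe was kept if it was well above background on at least 5 of the 6 arrays of a group, which left 30793 probes for 20486 genes. The washing batch was then removed and the arrays were quantile normalized, after the steps named in the methods, which do not state the filter. Each gene is represented by its brightest probe on average, and probes of a gene can disagree. In fed mice, the share of probes well above background was 50.1% to 55% on the arrays of *p110α* hep+/+ mice on CTRL diet (median 52.6%) and 52.4% to 57.4% on HFD (median 53.7%). In *p110α* hep-/- mice it was 52.7% to 57.2% on CTRL diet (median 54.1%) and 50.6% to 55.1% on HFD (median 53.5%). No spot was saturated. The number of arrays limits the precision. *Pik3ca*, which encodes p110α, was measured by 1 probe on chromosome 3 of mm9 (32364747 to 32364806). On CTRL diet its log2 signal was 13.02 to 13.33 in the 6 fed *p110α* hep-/- mice and 12.79 to 13.09 in the 6 fed *p110α* hep+/+ mice, a log2 fold change of 0.39 (limma adjusted p = 0.000402). On HFD it was 13.08 to 13.56 and 12.58 to 12.99, a log2 fold change of 0.58 (limma adjusted p = 2.79e-07). The signal of this probe was not lower in *p110α* hep-/- mice, so it gives no check of the deletion, and every direction between genotypes takes the genotype labels of the arrays as given. The deletion removes only some exons of the gene, and the probe was not placed relative to them. Its signal is therefore no evidence against the deletion. The paper reports the deleted allele and a lack of p110α protein in livers of *p110α* hep-/- mice.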

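In fed *p110α* hep+/+ mice, 766 genes were called between HFD and CTRL diet, of which 541 were higher and 225 lower on HFD. In fed *p110α* hep-/- mice, 478 were called, of which 266 were higher and 212 lower. With the adjusted p alone, 2537 genes were higher and 2378 lower in *p110α* hep+/+ mice, and 1205 were higher and 1318 lower in *p110α* hep-/- mice, so the excess of higher genes was smaller in the former and turned to an excess of lower genes in the latter. The 6 mice on HFD and the 6 on CTRL diet did not overlap for 1948 of the 20486 genes in *p110α* hep+/+ mice (9.51%) and for 798 in *p110α* hep-/- mice, where chance gives 0.216%. *Cyp2b13*, on chromosome 7 (26880905 to 26880964, mm9), rose most in *p110α* hep+/+ mice, from 6.25 ± 0.76 to 11.68 ± 0.58 (SD, n = 6), a log2 fold change of 5.58 (standard error 0.62, limma adjusted p = 8.9e-09), and was well above background on 5 of the 6 arrays on CTRL diet. *Hsd3b5*, on chromosome 3 (98422576 to 98422635), fell most, from 12.71 ± 0.9 to 6.11 ± 0.69 (SD, n = 6), a log2 fold change of -6.59 (standard error 0.7, limma adjusted p = 3.61e-09). In *p110α* hep-/- mice *Cyp2b13* also rose, by 5.85 (limma adjusted p = 6.7e-08), a value that depends on signals near background, since the gene was well above it on 2 of the 6 arrays on CTRL diet. Among the genes whose 6 *p110α* hep-/- mice on HFD and 6 on CTRL diet did not overlap, *Agpat9* on chromosome 5 (101328054 to 101328113) rose most, at 2.76 (standard error 0.23, limma adjusted p = 3.51e-11), and *Hamp* on chromosome 7 (31727490 to 31727549) fell most, at -8.9 (standard error 1.22, limma adjusted p = 1.27e-06), although it was well above background on only 4 of the 6 arrays of *p110α* hep-/- mice on HFD. Replicate 3 of that group was at 14.86 and the others between 4.88 and 7.95, and without it the log2 fold change of *Hamp* was -9.47. The difference between the HFD effects of the genotypes was tested as the genotype by diet interaction, which was called for 283 genes, 64 with a more positive and 219 with a more negative effect in *p110α* hep-/- mice. This count moved with single arrays, to 177 without replicate 3 and 171 without replicate 5 of *p110α* hep-/- mice on CTRL diet and to 180 without replicate 6 of *p110α* hep+/+ mice on HFD. With all arrays, it fell to 160 without array weights and to 146 without the filter on dim probes. To compare effect sizes without choosing and measuring on the same arrays, 795 genes were called for the HFD effect of *p110α* hep+/+ mice in the first washing batch, and the effects in both genotypes were taken from the other batch. The slope of the *p110α* hep-/- effect on the *p110α* hep+/+ effect was 0.46, with 0.11 to 0.77 over the 3 slides, and 84.9% of the genes had the same sign in both genotypes. For comparison, the slope of the *p110α* hep+/+ effect in the other batch on that in the first was 0.68, and 98.4% of the genes had the same sign. The value to set beside this 0.68 is not 0.46, which was taken within 1 batch. It is the slope of the *p110α* hep-/- effect on the same first-batch *p110α* hep+/+ effect, which was 0.32. The batch measured holds replicate 3 of *p110α* hep-/- mice on HFD, which lay nearer to the mean of *p110α* hep-/- mice on CTRL diet than to that of its own group. With 411 genes called in the second batch and the effects taken from the first, the slope was 0.57, with 0.3 to 0.8 over the 3 slides. Across batches, the slope was 0.96 for the *p110α* hep+/+ effect and 0.6 for the *p110α* hep-/- effect. Of the alternatives, an unadjusted p with no fold-change threshold moved the counts of HFD effects most, to 7406 genes in *p110α* hep+/+ and 5244 in *p110α* hep-/- mice.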

First, we demonstrated that the vast majority of changes occurring during HFD-induced obesity are dependent on hepatocyte p110α-dependent signaling (**Fig 6A**). 

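Of the genes called for HFD in either genotype of fed mice, 1040 in all, 562 were called in *p110α* hep+/+ mice only, 274 in *p110α* hep-/- mice only and 204 in both, 203 of them in the same direction. The share called in 1 genotype only was 80.4%. It lay between 78.9% and 82.4% with each of the 24 arrays of fed mice left out in turn. At an adjusted p of at most 0.05 with no fold-change threshold, 6081 genes were called in either genotype, of which 3558 in *p110α* hep+/+ only, 1166 in *p110α* hep-/- only and 1357 in both, a share of 77.7%. A call in 1 genotype only is not itself a test of a difference between the genotypes. Of the 562 genes called in *p110α* hep+/+ only, 459 (81.7%) changed in the same direction in *p110α* hep-/- mice, where the median effect in that direction was 0.22 on the log2 scale against 0.78 in *p110α* hep+/+ mice. Of the 274 called in *p110α* hep-/- only, 87.6% changed in the same direction in *p110α* hep+/+ mice, with medians of 0.32 and 0.73. The interaction passed an adjusted p of 0.05 for 231 of the 1040 genes (22.2%). With the interaction removed from the data and the residuals permuted, the share called in 1 genotype only had a median of 62% and a range of 38.7% to 77.6%, against 80.7% for the data fitted the same way, without array weights. From the genes called in 1 genotype only, the paper concludes that most of the changes caused by HFD depend on hepatocyte p110α.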

Genome expression analysis revealed that 3,054 (2,167 + 887) of the 3,907 genes dysregulated by HFD, i.e., 78%, are dependent on p110α (FC > 1.5 and *P* > 0.05, **Fig 6A**). Notably, under physiological conditions, p110α is responsible for only 46% of the transcriptomic changes (refer to **Fig 2B**), indicating that HFD revealed the key role of p110α in regulating the liver transcriptome. Next, we grouped genes for which expression was modified by HFD exposure in *p110α*^*hep+/+*^ mice, representing more than 77% of all dysregulated genes. 

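The genes called for HFD in fed *p110α* hep+/+ mice made up 73.7% of those called in either genotype, and 80.8% when only the adjusted p was used.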

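The principal component analysis was run on the 24 arrays of fed mice over the genes called for HFD in *p110α* hep+/+ mice, centred and not scaled. These genes were selected on the arrays of *p110α* hep+/+ mice, which also enter each comparison between genotypes, so the selection partly fixes the HFD effect on the components and can affect the genotype differences. Dimension 1 held 53% and dimension 2 held 22.6% of the variance. On dimension 2, *p110α* hep-/- mice on HFD scored 13.42 ± 2.61 and *p110α* hep+/+ mice on HFD -0.77 ± 1.18 (SD, n = 6), a difference of 14.19 with no overlap (2-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). On CTRL diet, *p110α* hep-/- mice scored 0.75 ± 3.28 and *p110α* hep+/+ mice -13.4 ± 2.57 (SD, n = 6), a difference of 14.15, again with no overlap (exact permutation test, p = 0.00216). The genotype difference on dimension 2 therefore differed by 0.04 between diets (permutation test, p = 0.98, 100000 draws, added after the values were seen). Over the 579 genes called for HFD in fasted *p110α* hep+/+ mice, whose arrays are not among the 24, the genotypes lay 10.11 apart on dimension 2 on HFD and 8.29 on CTRL diet. Over the 204 genes called in both genotypes, as the legend of Fig 6B describes, they lay 13.62 and 11.45 apart. In both of these sets, which were added after the values were seen, the genotypes did not overlap on dimension 2 on either diet (exact permutation test, p = 0.00216 for each). Among the alternatives of signal, filter and model, the difference on dimension 2 was smallest with only probes above background on all arrays (9.57 on HFD and 11.69 on CTRL diet) and largest with the processed signal scaled to the 75th percentile (17.26 and 19.17). On dimension 1, the score of *p110α* hep-/- minus *p110α* hep+/+ mice was -24.82 on HFD (exact permutation test, p = 0.00216), with no overlap. On CTRL diet the difference was -13.42 (exact permutation test, p = 0.00433) and the groups overlapped.

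**Figure D2:**
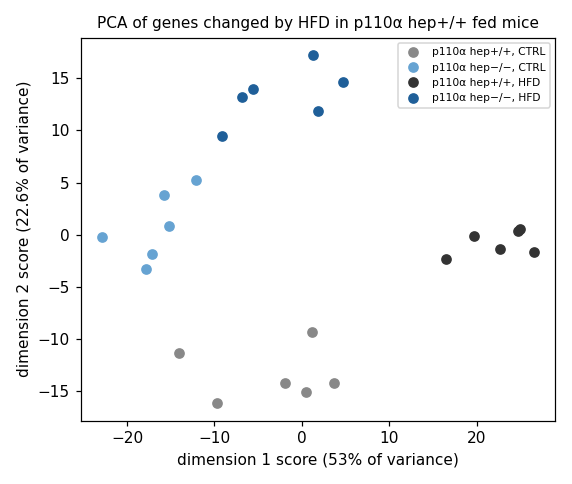
Scores of the 24 fed mice on dimensions 1 and 2 (53% and 22.6% of the variance), with 1 point per mouse and a mark for each genotype and diet. On dimension 2 the genotypes lie 14.19 apart on HFD and 14.15 apart on CTRL diet, and no mouse of 1 genotype overlaps the other on the same diet.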

PCA revealed high transcriptomic distinction on dimension 2 between *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice exposed to an HFD, whereas patterns in the gene expression of mice fed a CTRL diet remained fairly closed (**Fig 6B**). 

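Of the genes in the principal component analysis, 287 correlated with dimension 1 at over 0.75 and were higher in *p110α* hep+/+ mice on HFD, and 75 correlated at under -0.75 and were lower. Because they were chosen by this correlation, the pattern on dimension 1 follows from the choice. Over the 287 genes, the mean z-score was 1.31 ± 0.24 in *p110α* hep+/+ mice on HFD (SD, n = 6 mice) and -0.22 ± 0.22 in *p110α* hep-/- mice on HFD, against -0.21 ± 0.39 and -0.87 ± 0.21 in *p110α* hep+/+ and *p110α* hep-/- mice on CTRL diet. Over the 75 genes it was -1.28 ± 0.22 and 0.13 ± 0.34 on HFD, and 0.25 ± 0.41 and 0.91 ± 0.2 on CTRL diet, in the same order of genotypes.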

The genes were then clustered into a heatmap that further highlighted the p110α-dependent signatures during HFD-induced obesity (**Fig 6C**). Genes from cluster 1, which were highly decreased in *p110α*^*hep+/+*^ mice fed an HFD, were enriched in transcription-relative functions (**Fig 6D**). In contrast, *p110α*^*hep+/+*^ mice fed an HFD exhibited significant upregulation of genes related to fatty acid metabolism and oxidation. 

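The term lists behind Fig 6D were not used here, and transcription-related terms were not tested. As a family with a role in gene expression, ribosomal protein genes were tested for the HFD effect in fed *p110α* hep+/+ mice. Of the 79 that entered the set test, 78 were lower on HFD, with a median log2 fold change of -0.15 (camera adjusted p = 6.12e-22, fry adjusted p = 4.77e-07). Of 80 with a probe kept, 59 passed an adjusted p of 0.05 over all genes and 67 when adjusted over the list alone. By limma, 0 were called with the fold-change threshold, while 67 had an unadjusted p under 0.05. In fed *p110α* hep-/- mice, 79 of the 80 were lower on HFD, with a median of -0.16, and 53 passed over all genes and 69 over the list alone. The genotype by diet interaction passed for 0 of the 80 by limma, and 2 had an unadjusted p under 0.05. The median of the list was -0.25 with the processed signal scaled to the 75th percentile, the alternative that moved it most, where the median of all genes was -0.05. No ribosomal protein gene could be among the 75 genes that correlated negatively with dimension 1. The principal component analysis took only genes called with the fold-change threshold, so their absence there says nothing about them.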

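A list of 40 genes of fatty acid oxidation had a median log2 fold change of 0.38 on HFD in fed *p110α* hep+/+ mice (camera adjusted p = 1.37e-17, fry adjusted p = 1.84e-06), with 39 of the 40 genes higher. Adjusted over all genes, 31 passed, 33 passed when adjusted over the list alone, and 9 were called. *Hadh*, on chromosome 3 (130936889 to 130936948, mm9), rose from 13.75 ± 0.22 to 14.42 ± 0.1 (SD, n = 6), a log2 fold change of 0.62 (standard error 0.08, limma adjusted p = 1.54e-07). *Acot2*, on chromosome 12 (85334553 to 85334612), rose from 9.58 ± 0.69 to 11.08 ± 0.23 (SD, n = 6), a log2 fold change of 1.39 (standard error 0.24, limma adjusted p = 3.44e-05), and neither gene overlapped between diets. *Cyp4a14* on chromosome 4 (115168609 to 115168668) had a log2 fold change of 1.56 (limma adjusted p = 0.00338) with overlap. The other genes called were *Acaa1b*, *Acot3*, *Acot4*, *Pdk4*, *Vnn1* and *Crot*, with log2 fold changes from 0.6 to 1.36. Of the 40 genes, 7 were among the 287 genes that correlated positively with dimension 1. In fed *p110α* hep-/- mice, 37 of the 40 passed for HFD, adjusted over all genes or over the list alone. Of these, 20 also exceeded the fold-change threshold. The interaction over the list was positive, that is, a more positive HFD effect in *p110α* hep-/- mice, with a median of 0.19 (camera adjusted p = 6.02e-08, fry adjusted p = 0.0262), and 1 gene was called for it. Without array weights this median was 0.14, and the set no longer passed under fry, with an unadjusted p of 0.186. A positive interaction does not mean a higher level on HFD. Taken as a deviation from the mean of each gene over all arrays, the median of the list was lower in *p110α* hep-/- mice on CTRL diet. It was -0.63 there, against -0.28 in *p110α* hep+/+ mice. On HFD it was not higher in *p110α* hep-/- mice, at -0.03 against 0.09.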

Hepatokines are some of the proteins significantly altered during obesity [54], which prompted us to evaluate the contribution of p110α to hepatokine regulation during HFD-induced obesity. 

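The 11 hepatokines named in S9 Fig were read on the arrays of fed mice. By the threshold used for all genes, 7 were called between genotypes on CTRL diet and 7 on HFD, while the interaction was called for 2, *Igfbp1* and *Igfbp2*. Adjusted over the list alone, 9 passed on CTRL diet, 10 on HFD and 2 for the interaction. *Enho*, on chromosome 4 (41585245 to 41585304, mm9), was 13.35 ± 0.32 in *p110α* hep-/- and 10.37 ± 0.75 in *p110α* hep+/+ mice on CTRL diet (SD, n = 6), a log2 fold change of 3.07 (standard error 0.28, limma adjusted p = 6.93e-11). On HFD, *Enho* was 13.73 ± 0.81 and 11.01 ± 0.5 (SD, n = 6), a log2 fold change of 2.66 (standard error 0.28, limma adjusted p = 8.4e-10), and its interaction was -0.41 (limma adjusted p = 0.654). *Igfbp2*, on chromosome 1 (72898677 to 72898736), was 15.37 ± 0.2 and 13.2 ± 0.31 on CTRL diet (SD, n = 6), a log2 fold change of 2.21 (standard error 0.19, limma adjusted p = 4.45e-12). On HFD, *Igfbp2* was 15.69 ± 0.27 and 12.27 ± 0.43 (SD, n = 6), a log2 fold change of 3.34 (standard error 0.18, limma adjusted p = 5.79e-18), and the interaction was 1.13 (standard error 0.26, limma adjusted p = 0.0134). *Fgl1*, on chromosome 8 (42276846 to 42276905), was 15.2 ± 0.16 and 13.98 ± 0.27 on CTRL diet and 15.91 ± 0.27 and 14.66 ± 0.23 on HFD (SD, n = 6), with log2 fold changes of 1.28 and 1.23 (limma adjusted p = 2.49e-06 and 1.94e-06) and an interaction of -0.05 (limma adjusted p = 0.954). *Fgl1* has 2 probes, which disagree on the diet, and the median over the probes gave an HFD effect of 0.13 in *p110α* hep+/+ and 0.1 in *p110α* hep-/- mice, below the threshold, against 0.74 and 0.69 for the brighter probe. *Fst*, on chromosome 13 (115244692 to 115245364), was 7.67 ± 0.19 and 6.61 ± 0.14 on CTRL diet and 7.62 ± 0.4 and 6.73 ± 0.49 on HFD (SD, n = 6), with log2 fold changes of 1.01 and 0.83 (limma adjusted p = 1.91e-05 and 0.000159), and the genotypes overlapped on HFD only. The interaction for *Fst* was -0.18 (limma adjusted p = 0.752).

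**Figure D3:**
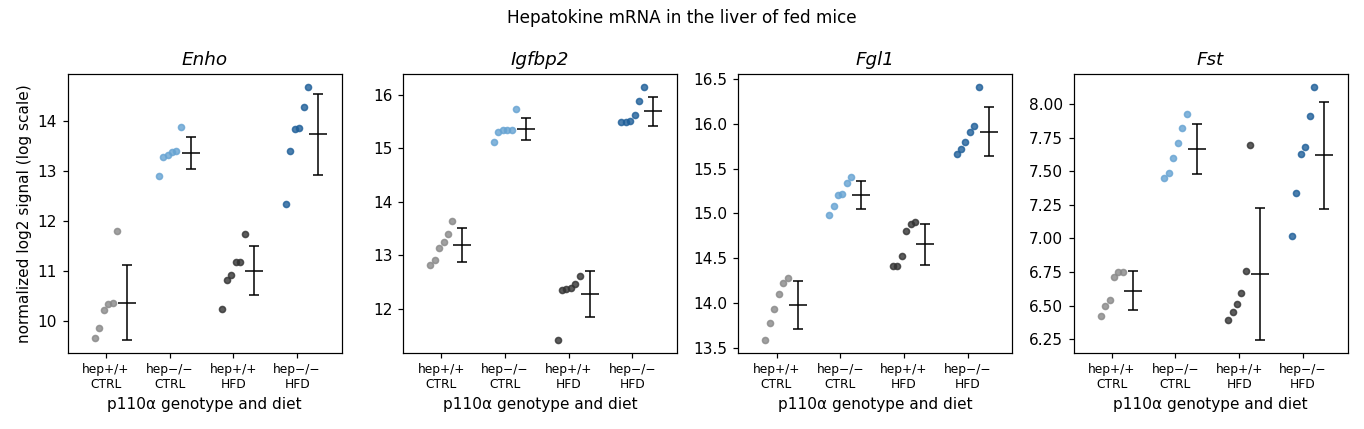
Normalized log2 signal of *Enho*, *Igfbp2*, *Fgl1* and *Fst* in the liver of fed mice. Each point is 1 mouse, sorted within its group, and the bars are the mean ± SD of 6 mice for each genotype and diet; the axes do not start at 0. *p110α* hep-/- mice lie above *p110α* hep+/+ mice on both diets for *Enho*, *Igfbp2* and *Fgl1*, while for *Fst* the genotypes overlap on HFD.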

We confirmed that multiple hepatokines, including Enho, Igfbp2, Fgl1, and Fst, are regulated through the p110α-dependent axis, and this effect is further accentuated upon HFD feeding, suggesting that p110α interferes with alterations in the communication between the liver and periphery that occurs during HFD-induced obesity (S9 Fig). We also examined the effect of HFD on the expression of genes that are under the control of transcription factors regulated by insulin. The vast majority of genes were sensitive to HFD via a mechanism involving p110α, revealing that obesity boosts the capacity of p110α to relay information from liver IR for the regulation of gene expression (**Fig 6E**). 

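Of 76 genes drawn in blue in Fig 6E, 75 had a probe kept, and 43 of these were called between genotypes in fed mice on HFD. With the adjusted p alone, 68 passed. On CTRL diet, 25 of the 75 were called and 48 passed the adjusted p, and the interaction was called for 13. Of the 56 genes drawn in black, 0 were called between genotypes on HFD by limma, 3 passed the adjusted p without the fold-change threshold, and 11 had an unadjusted p under 0.05, of which 1 also exceeded the fold-change threshold. Symbols were read from the picture and the colours follow the paper's own calls on these arrays, so the tallies describe the figure and are not independent of it.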

Though the IR/Akt/mTORC1 axis seemed to be further altered in the absence of p110α upon HFD feeding, the RAS/MAPK pathway remained intact in the presence or absence of p110α during HFD feeding, meaning that this pathway is largely mediated by IR-dependent but p110α-independent signaling, even during obesity. 

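Among genes in the RAS/MAPK part of Fig 6E, *Map4k1* on chromosome 7 (29788227 to 29788286, mm9) was called lower in *p110α* hep-/- mice on HFD, at 6.42 ± 0.15 against 7.04 ± 0.47 (SD, n = 6), a log2 fold change of -0.61 (standard error 0.16, limma adjusted p = 0.00284) with no overlap. *Map4k4*, with a log2 fold change of -0.36 (limma adjusted p = 0.0189), passed the adjusted p without the fold-change threshold. *Map3k1*, *Map2k3*, *Map3k14* and *Fos* did not pass, with log2 fold changes from -0.53 (*Fos*) to 0.05 (*Map3k1*). On CTRL diet, limma called none of these genes, and of them *Fos* had an unadjusted p under 0.05, with a log2 fold change of 0.77 (limma adjusted p = 0.0522). The interaction was called for none of them either, with *Map4k1* at -0.6 (limma adjusted p = 0.136), *Map4k4* at -0.51 (limma adjusted p = 0.0882) and *Fos* at -1.29 (limma adjusted p = 0.0728), which had an unadjusted p under 0.05.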

Overall, these data point to the key role of p110α signaling in hepatic transcriptomic changes that occur in HFD-induced obesity.

**Fig 6:**
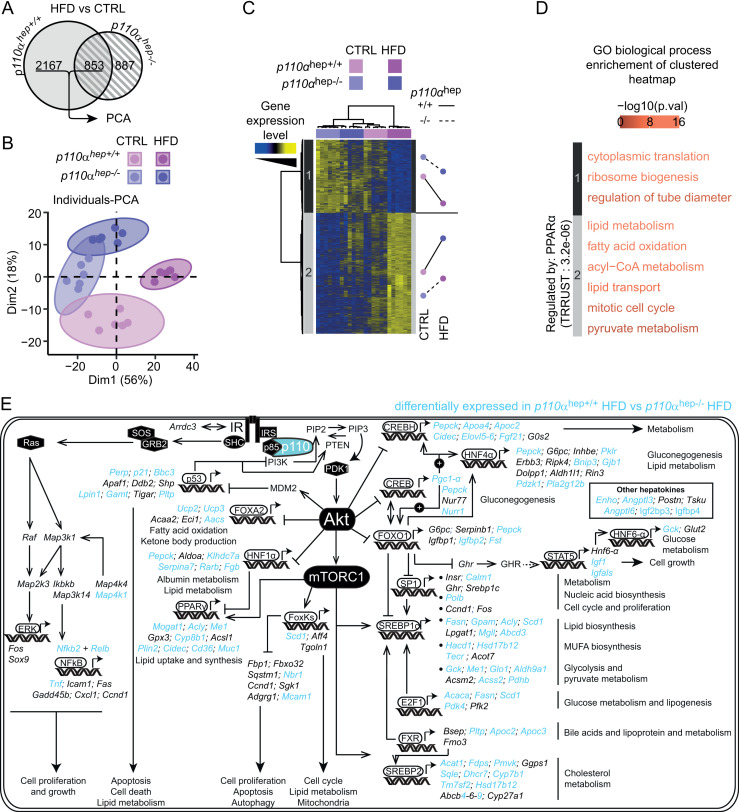
Hepatocyte signaling dependent on p110α regulates HFD-mediated changes in liver gene expression profile. (A) Euler diagram representing the number of HFD-sensitive genes determined by microarray for each genotype of 12-week-old *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a chow diet (CTRL) or HFD for 12 weeks (*n* = 6 mice/group). (B) Principal component analysis (PCA) of genes selected in **(A)** that were regulated by HFD in both genotypes. (C) Heatmap with hierarchical clustering of genes presenting a >75% correlation to dimension 1 of the PCA in **(B)** and mean *z*-score for each group within each cluster. (D) Enrichment in GO Biological Process categories on clusters determined in **(C)** and TRRUST enrichment. (E) Schematic overview of insulin-responsive transcription factors and downstream-regulated genes dependent on or independent of p110α during HFD-induced obesity. Genes in blue are differentially expressed in *p110α*^*hep−/−*^ mice during obesity. Genes in black are similarly expressed in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed an HFD. The full gene expression analysis for this figure can be found in S4 Data, in the sheet “Microarray Fig 6A–C”.

### Hepatocyte p110α-dependent signaling is critical for HFD-induced rewiring of gene expression

Obesity and diabetes affect the liver clock [26,31]. Given the major role of p110α in the control of HFD-induced changes in gene expression, we assessed the role of p110α in the rewiring of gene expression that occurs during obesity and MASLD. First, we confirmed that, despite unchanged body weight, *p110α*^*hep−/−*^ mice exhibited fasting hyperglycemia without an increase in liver weight and presented with similar fat depot weights upon HFD feeding (**Fig 7A**). Next, we assessed the rhythmicity of glycemia. Though *p110α*^*hep+/+*^ mice had relatively stable glycemia over the day when fed CTRL diet and HFD, with only a slight shift in the maximal peak from ZT8 (CTRL) to ZT12 (HFD), *p110α*^*hep−/−*^ mice fed a CTRL diet exhibited constant hyperglycemia over the course of the day, whereas *p110α*^*hep−/−*^ mice fed a HFD had high variation in the rhythmicity of glycemia (**Fig 7B**). By contrast, *p110α*^*hep+/+*^ and p110α^hep−/−^ mice had relatively consistent changes in liver glycogen content over the day when fed CTRL diet (S10 Fig). In HFD-induced obesity does is not associated with a change in liver glycogen content over the day in *p110α*^*hep+/+*^ mice but leads to a significant reduction of glycogen content in p110α^hep−/−^ mice.

**Fig 7:**
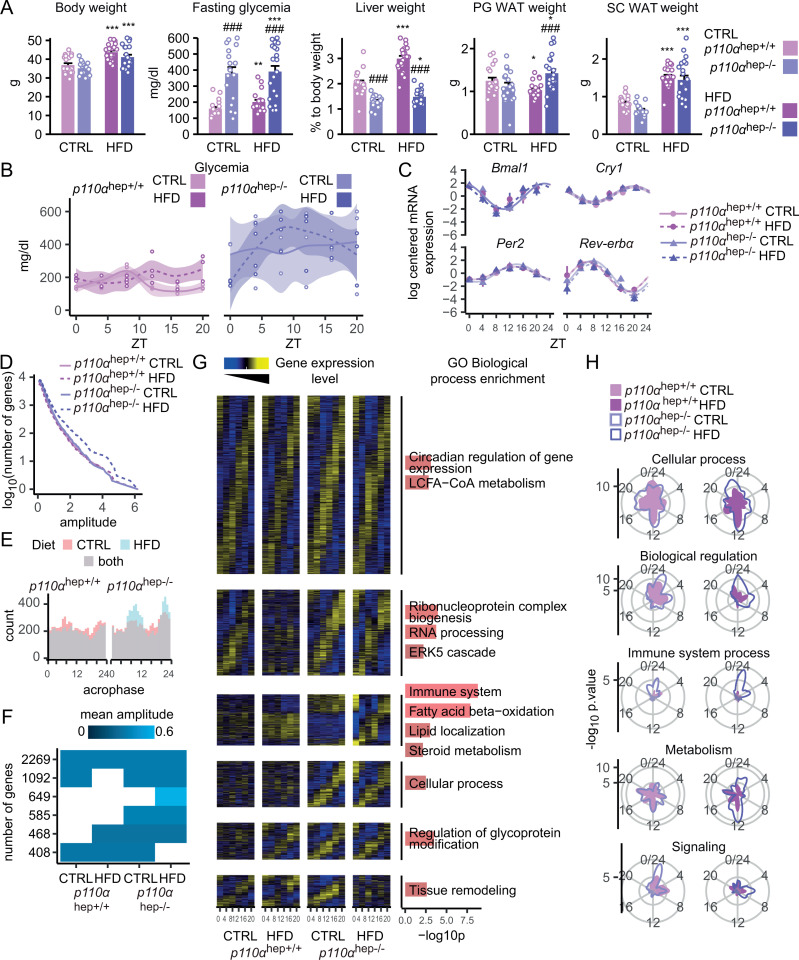
p110α dependent signaling is important for the rewiring of gene expression that occurs during obesity. **(A)** Body weight, fasting plasma glucose levels, and liver, perigonadal, and subcutaneous adipose tissue relative weights in 12-week-old *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a chow diet (CTRL) or HFD diet for 12 weeks (*n* = 12–18/group). Data are presented as mean ± SEM. ^#^*P* ≤ 0.05 and ^###^*P* ≤ 0.005 for diet effect; *P ≤ 0.05 and ***P ≤ 0.005 for genotype effect. **(B)** Plasma glucose levels in *p110α*^*hep+/+*^ (left) and *p110α*^*hep−/−*^ (right) mice fed a CTRL or HFD diet around the clock (ZT0 to ZT20). **(C)** Relative hepatic mRNA expression levels of core clock genes and clock-controlled genes from qPCR analyzed by the Drylm function (DryR package). **(D, E)** Analysis of circadian gene expression from microarray analysis of the liver, including the cumulative number of rhythmic genes **(D)** and phase distribution of rhythmic genes **(E)**. **(F)** Representation of the six rhythmic models identified by dryR that present a significant result in hypergeometric testing for at least one of the first level GO Biological Process categories. Each line represents a model, and each column an experimental group. When a group has no rhythmic parameter, the corresponding tile remains empty. When two groups share the same rhythmic parameters, their tiles are colored proportionally to the mean amplitude. **(G)** Heatmap of the models selected in **(F)**. The heatmap rows, one per gene, are sorted by acrophase. Data are scaled by row. The heatmap columns are sorted by hour (ZT0, 4, 8, 12, 16, 20). The right panel represents the GO biological process enrichment for each transcriptomic rhythmic profile. **(H)** Functional enrichment around the clock. Enrichment scores for the indicated functional terms are represented by the radial coordinate at the indicated time point. *p110α*^*hep+/+*^ mice are represented on the left and *p110α*^*hep−/−*^ mice on the right. The numerical values underlying the panels for this figure can be found in S5 Data. The full gene expression analysis for this figure can be found in S5 Data, in the sheet “DryR parameters”.

To determine whether the absence of p110α modifies core clock genes in the context of HFD-induced obesity, we assessed gene expression of *Bmal1*, *Cry1*, *Per2,* and *Rev-erbα*. The absence of hepatocyte p110α did not modify the expression of all these markers, regardless of the condition (CTRL versus HFD), suggesting that the absence of *p110α* in hepatocytes was not sufficient to alter the core clock, which remained intact in response to HFD (**Fig 7C**). Next, to further evaluate the role of p110α as a driver of HFD-induced rewiring of gene expression, we performed an untargeted analysis of liver gene expression rhythmicity in *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ mice fed a CTRL diet or HFD analyzed using the DryR package. This analysis first revealed higher circadian rhythmicity upon HFD feeding in the absence of p110α (**Fig 7D**), which is largely explained by an excessive peak of expression at the end of light (ZT10) and dark phases (ZT22) (**Fig 7E**).

We identified six distinct clusters with specific rhythmic profiles (**Fig 7F**,**7G**). Consistent with the aforementioned notion of an unchanged core clock, the largest cluster (cluster 1), containing 2,269 genes, regrouped genes for which rhythmicity remained intact regardless of the condition and was enriched in core clock genes. The 5 other clusters highlight the role of PI3Kα-dependent signaling in liver gene expression rhythmicity. A second cluster (1,092 genes) relates to genes related to RNA processing whose rhythmicity is lost in HFD when PI3Kα-dependent signaling is intact. Cluster 3 (649 genes) contains genes related to immunity and lipid metabolism whose hepatic rhythmicity only appears in mice lacking p110α and HFD-fed. Cluster 4 (585 genes) relates to cellular processes that become rhythmic as a consequence of p110α deficiency. Cluster 5 (468 genes) is enriched in genes related to glycoprotein modification and show rhythmicity induced by HFD in the absence of p110α. Finally, cluster 6 (408 genes) is enriched in genes related to tissue remodeling and their rhythmicity upon HFD in the absence of p110α. Interestingly, genes that became rhythmic during HFD-induced obesity in the absence of *p110α* largely belong to immune system and fatty acid beta-oxidation, and variations in the rhythmicity of these pathways seemed to mirror feeding rhythms (**Fig 7H**). Altogether, this analysis revealed that intact hepatocyte p110α-dependent signaling impacts liver gene expression rhythmicity and its rewiring in the context of obesity and MASLD.

## Discussion

The regulation of gene expression is an essential process in controlling cell growth, survival, and metabolism in response to growth factors and hormones, such as insulin. In the present study, we investigated the contribution of hepatocyte signaling dependent on the PI3Kα catalytic subunit p110α to the control of liver gene expression in health and MASLD. Using mice with hepatocyte-specific ablation of p110α, we found that p110α is involved insulin-mediated PIP3 production *in vivo*.

Although some studies have shown that PI3Kα is entirely responsible for PIP3 production downstream of insulin [55,56], our study, along with others [15,16], suggests that hepatocyte-specific deletion of p110α leads to a significant but partial decrease in liver PIP3 production in response to insulin. This suggests that p110α is not the only mediator of insulin-dependent PIP3 production in hepatocytes [15,16,17]. Our study establishes that reduced PI3Kα-mediated PIP3 production has a profound impact on liver growth and function. In agreement with other studies [15,16,17], we found that reduced liver PIP3 is associated with a significant decrease in PDK1-dependent phosphorylation of AKT at Thr308 and mTORC2-dependent phosphorylation of AKT at Ser473. From Akt, three key pathways controlling hepatic metabolism branch out, depending on GSK3, mTORC1, and FoxO1. Insulin promotes hepatic glycogen synthesis through a mechanism that depends on Akt-mediated inhibition of GSK3. Our analysis of hepatic GSK3 phosphorylation and glycogen content suggests that p110α is dispensable for the non-genomic control of glycogenesis by insulin and refeeding. Akt phosphorylation also activates mTORC1, another major kinase involved in cell signaling through multiple substrates, such as S6K. The AKT-mTORC1 pathway also regulates the lipogenic gene program and controls cell growth. Our data reveal that p110α deletion in hepatocytes is sufficient to impact AKT and S6K phosphorylation upon insulin stimulation, regulate gene expression related to fatty acid synthesis in the fed state, and modify relative liver weight. The sum of these data suggests that p110α deletion influences the PI3K-AKT-mTORC1 axis. Akt also inhibits FoxO1, resulting in the suppression of gluconeogenesis by downregulating the expression of proteins encoding rate-limiting enzymes in gluconeogenesis. Based on glucose and pyruvate tolerance tests, as well as gene expression analysis, our data suggest that p110α deletion also influences the PI3K-AKT-FoxO1-dependent control of liver gene expression.

Loss of insulin signaling due to the selective deletion of the insulin receptor in hepatocytes leads to glucose intolerance associated with severe insulin resistance and strong hyperinsulinemia [57]. In young mice with a partial defect in liver insulin signaling induced by p110α deletion, we observed consistent glucose intolerance and an enhanced neoglucogenic rate. However, this was associated with only a modest reduction in whole-body insulin sensitivity. This is likely due to the limited effect of p110α deletion on fasting insulin levels and extra-hepatic insulin resistance.

Insulin signals *via* its membrane receptor to regulate gene expression through PI3K-dependent and -independent pathways [5,22]. To assess the contribution of p110α to the global gene regulation mediated by insulin, we took advantage of two existing gene expression databases that evaluate insulin-sensitive gene responses [22] and those mediated by its receptor in mice lacking insulin receptor in hepatocytes (LIRKO) [20]. We used these two independent gene expression analyses to define insulin-sensitive genes dependent on IR signaling in hepatocytes. We highlighted the contribution of hepatocyte p110α to the regulation of hepatocyte gene expression dependent on direct activation of IR signaling. These genes primarily fall into the lipid biosynthetic pathway, establishing the specific role of p110α in the IR/Akt/mTORC1 axis for the transcriptional regulation of lipid metabolism by insulin.

We further explored the influence of p110α signaling on regulators of fatty acid biosynthesis. SREBP1-c [58,59] and ChREBP [60] control the transcription of genes important for adaptations to feeding, such as those encoding for rate-limiting enzymes of *de novo* lipogenesis [21]. We found that IR/p110α-mediated lipid biosynthesis is largely dependent on SREBP1-c, but not ChREBP, as ChREBP target genes and ChREBP itself are fully induced in the absence of p110α during high glucose feeding. In contrast, SREBP1-c targets failed to increase in the absence of p110α. However, we cannot exclude that other downstream lipogenic regulators activated upon mTORC1 activation could also contribute to the regulation of *de novo* lipogenesis. One candidate is FOXK1, which is dephosphorylated, and thereby activated, following mTORC1 activation in hepatocytes [61]. Mice with hepatocyte-specific deletion of *Foxk1* exhibit reduced lipogenic activities and increased catabolic activities, which are associated with protection from hepatic steatosis, inflammation, and fibrosis in pre-clinical MASLD models [62].

A substantial portion of the insulin-sensitive and IR-dependent genes remain unchanged in the presence or absence of p110α. This could be due to liver insulin actions on gene expression that rely on other class IA PI3Ks such as p110β [17]. In addition, IR influences gene expression through pathways that do not require PI3K signaling. For example, the RAS-MAPK pathway is influenced by IR in a signaling branch that bypass the classical PI3K/Akt pathway [63]. Moreover, IR was recently described as a direct regulator of gene transcription by translocating into the nucleus [6].

In the IR/p110α comparative analysis, we highlighted some p110α-specific effects that are not related to insulin-sensitive pathways. Class IA PI3Ks integrate signals from growth factors, cytokines, and hormones other than insulin, which could explain why the absence of p110α leads to such responses. Among the panel of transcripts exhibiting p110α-dependent regulation, we highlighted a gene network related to cyclic adenosine 3′,5′-monophosphate–responsive element-binding protein, hepatic-specific (CREBH). CREBH is a membrane protein that is tethered to the endoplasmic reticulum (ER) that acts as a stress-sensing transcriptional regulator of energy homeostasis associated with hyperlipidemia, MASLD, and atherosclerosis [64]. Upon energy demands or stress, CREBH is processed to release an amino-terminal fragment that functions as a transcription factor for hepatic genes encoding lipid and glucose metabolic factors while the carboxyl-terminal fragment of CREBH (CREBH-C) is secreted as a hepatokine [65].

Overall, we have demonstrated the importance of p110α in liver growth, glucose homeostasis, and the regulation of liver gene expression including part of the insulin-sensitive regulations. In addition, we further evaluated the effects of p110α deficiency in the pathological context of obesity and type 2 diabetes obtained by feeding mice an HFD. Consistent with previous work from others, we confirmed that an absence of p110α protects mice from hepatic lipid accumulation while promoting severe glucose intolerance and insulin resistance [16]. However, studies performed in primary hepatocytes suggested that the absence of p110α leads to defective FFA uptake [16]. Both fasting [66] and ketogenic diet feeding [67] induce significant changes in liver gene expression through processes involving PPARα that determine fatty acid catabolism, ketone body and FGF21 production [68,69]. During fasting, hepatocytes adapt to fatty acids derived from adipose tissue lipolysis [53] while in ketogenic diet feeding fatty acids originate from the diet [70]. Our work shows that in the absence of hepatocyte p110α, fatty acid catabolism and circulating ketone bodies as well as FGF21 levels are not altered during fasting and in response to ketogenic diet. This implies that liver fatty acid uptake is not affected in the absence of p110α-dependent signaling.

Three sources of fatty acids accumulate in MASLD: free fatty acids released from adipose tissue, fatty acids from *de novo* lipogenesis and dietary fatty acids [71]. Our study highlights that *de novo* fatty acid synthesis is reduced in the absence of hepatocyte p110α while fatty acid uptake and catabolism from adipose tissue or from the diet is not modified. Therefore, protection from MASLD induced by HFD feeding likely results from reduced expression of lipogenic genes and reduced *de novo* synthesis dependent on SREBP1c [72,73].

Insulin regulates the PPARα activity and ketogenesis through a mechanism involving mTORC1. Mechanistically, inhibition of mTORC1 during fasting is sufficient to induce PPARα activity [74]. Moreover, the PI3K/Akt-mTORC1/S6K axis reduces the activity of NCoR1, a transcriptional co-repressor of PPARα [75,76]. The present study demonstrates that p110α deficiency did not affect PPARα activity in feeding conditions or the capacity of refeeding to inhibit PPARα activity, despite altered phosphorylation of components downstream of insulin. These results indicate that inhibition of the p110α/Akt/mTORC1/S6K axis is not sufficient to induce PPARα activity. Thus, these findings support the notion that autonomous regulation of PPARα activity through the insulin/PI3K/Akt/mTORC1/S6K pathway is minimal compared to the induction via adipose tissue lipolysis during fasting periods [53,68,77].

Based on gene expression and lipidomic profiling, p110α is much more influential in a pathological context of HFD than under control conditions. 

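In fed mice, 765 genes were called between *p110α* hep-/- and *p110α* hep+/+ mice on CTRL diet (314 higher and 451 lower in *p110α* hep-/-) and 1277 on HFD (451 higher and 826 lower). The excess of lower genes was absent with the adjusted p alone, with 2255 higher and 2181 lower on CTRL diet and 3411 higher and 3350 lower on HFD. The 6 mice of each genotype did not overlap for 1273 genes on CTRL diet and 2662 on HFD. Among the alternatives of signal and normalization, the processed signal scaled to the 75th percentile moved these counts most, to 1212 and 2001 genes, and an unadjusted p with no fold-change threshold gave 6916 and 8707. The counts are 2 separate tests, and the tested difference between diets is the interaction. The largest difference on both diets was that of *Cidea*, on chromosome 18 (67527351 to 67527410, mm9), at -6.68 on CTRL diet (limma adjusted p = 5.11e-14) and -7.24 on HFD (limma adjusted p = 2.78e-15), although *Cidea* was well above background on 1 of 6 arrays of *p110α* hep-/- mice on CTRL diet and 4 of 6 on HFD, so both log2 fold changes depend on signals near background.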

The lipid metabolic pathway remains strongly affected upon HFD feeding in a p110α-dependent manner, which is associated with significant lipid remodeling, as revealed by the depletion of certain lipid species that massively accumulate only in fatty livers of wild-type mice. In contrast, our analysis showed an enrichment of y-linolenic acid (C18:3n-6), arachidonic acid (C20:4n-6), and eicosapentaenoate acid (C20:5n-3) in the livers of mice lacking p110α and fed an HFD when compared to wild-type animals. Interestingly, these lipid species are found at lower levels in patients with MASH compared to healthy individuals and could explain, at least in part, the phenotype of mice lacking p110α [78]. Moreover, there are numerous diet-induced models of MASLD [79,80]. We tested the effect of a choline deficient diet that efficiently induces steatosis without weigh gain. Interestingly, we found that deletion of hepatocyte p110α does not protect against steatosis in the context of CD-HFD feeding, when liver fat accumulation occurs independently from obesity. This suggests that obesity and associated insulin resistance contribute to inducing the p110α-dependent signal that promotes hepatic lipid accumulation.

Hepatocyte IR signaling is required for maintaining the rhythmicity of gene expression [20]. Therefore, we investigated whether p110α is involved in the regulation of the liver clock. First, we found that unlike genetic ablation of liver IR signaling, the deletion of hepatocyte p110α does not alter liver core clock gene expression under healthy conditions or in obesity. HFD-induced obesity was recently reported to remodel diurnal gene expression rhythmicity despite modest changes in the expression of core clock components suggesting that other clock-independent factors contribute to rhythmic liver gene expression [25,26,31]. The recent accumulation of data establishing a link between insulin signaling components, metabolic dysfunction, and the regulation of gene rhythmicity prompted us to investigate whether hepatocyte p110α contributes to the remodeling of gene expression during HFD-induced obesity [25,26,81,82]. We show that p110α-dependent hepatocyte signaling regulates rhythmic gene expression in the liver and is critical for the rewiring of gene expression that occurs during HFD-induced obesity. The p110α-dependent changes in rhythmic liver gene expression are independent of changes in the rhythmicity of liver core clock gene expression. Our analysis identifies p110α-dependent pathways as regulators of liver rhythmicity independent of the liver clock, in health and HFD-induced MASLD.

Even though our data are insufficient to make a direct link between hepatocyte p110α and downstream SREBP1-c in the regulation of HFD-induced liver gene rhythmicity, we have highlighted the critical role of insulin-driven p110α signaling in the regulation of SREBP1-c, especially during HFD-induced obesity. Thus, SREBP1c-mediated alterations in lipogenic rhythmicity during HFD feeding depends on upstream signals from the IR/p110α signaling pathway. Consistent with this idea, we show that the rhythmicity of lipid metabolism is largely modified in the absence of p110α. The modification of *de novo* lipogenesis rhythmicity during HFD-induced obesity is linked to alterations in SREBP1-c oscillations [26] and clock communications within the liver [83]. This suggests that change in PI3Kα-dependent signaling and downstream SREBP1c activity is a key regulator of obesity-induced changes in liver gene expression rhythmicity that occur in MASLD.

In conclusion, the present underlines the role of p110α in regulating key liver functions and demonstrates that hepatocyte p110α acts downstream of liver IR at multiple levels. First, hepatocyte p110α controls a part of hepatocyte PIP3 synthesis, which is sufficient to impact insulin signaling and gene expression downstream of PI3K-AKT signaling. Second, hepatocyte p110α downstream of IR and possibly other growth factor receptors is a key regulator of changes in gene expression that occur in HFD-induced MASLD, including the rewiring of gene expression rhythmicity that occurs independently of the clock. One limitation of our study is that we used a mouse model with conditional deletion of p110α, the catalytic subunit of PI3Kα. This may have led to compensation by other PI3K isotypes such as p110β, which is also expressed in hepatocytes, and may have led us to underestimate the role of p110α in hepatocytes. Further studies are needed to assess the specific roles of PI3K isotypes in liver health and in metabolic diseases.

## Supporting information

S1 Fig Schematic representation of the strategy for disrupting the p110α allele specifically in hepatocytes. (A) Organization of the p110*α* targeted locus. **(B)** *p110α* targeting vector including the *loxP* sites surrounding exons 18 and 19 (length = 2 kb) and the PGK/neomycin selection cassette flanked by FRT sites and inserted between exon 19 and the second *loxP* site. **(C)** Targeted *p110α* allele containing *loxP* sites, neomycin resistance selection cassette, and FRT sites. **(D)** Targeted *p110α* allele following FLP recombinase-mediated deletion of the neomycin resistance selection cassette. **(E)** Targeted *p110α* allele following CRE-mediated deletion of floxed exons 18 and 19. Intron sequences are represented by a black line. Exon sequences are represented by filled black rectangles. The loxP and FRT sequences are represented by blue and pink triangles, respectively. The position of the primers used to validate *p110α* floxed and deleted alleles by PCR are represented by green arrows. The length of the different targeted DNA fragments is written below the schematic construction.
(PDF)

S2 Fig Phosphatidyl inositol profile. (A) Phosphatidylinositol phosphate (PIP), and phosphatidylinositol biphosphate (PIP2) and phosphatidylinositol triphosphate (PIP3) relative abundance in liver samples from p110*α*hep+/+ and p110α^hep−/−^ mice after fasting or under fasted conditions and treated with insulin (5 U/kg) through inferior vena cava injection (*n* = 7–8 mice/genotype/experimental condition). The analysis was performed by mass spectrometry and the relative abundance for each molecular species were calculated as a ratio to Phosphatidylinositol (PI). This method yields the number of phosphorylations and the fatty-acyl compositions of phosphatidylinositol. For example, PIP3 (C38:4) means that the phosphatidylinositol lipid has a mass that corresponds to three phosphorylations of the inositol and contains acyl chains with 38 carbons and 4 double bonds. (**B)** Quantification of signals from immunoblots, represented in Fig 1C. The numerical values underlying the panels for this figure can be found in S6 Data.
(PDF)

S3 Fig Transcriptomic and metabolomic analyses of p110αhep−/− mice. (A) Enrichment analysis of the genes significantly down-regulated (left) and up-regulated (right) between p110αhep+/+ and p110 α^hep−/−^ under fed conditions. **(B)** Left: Coefficient plots related to the O-PLS-DA models from ^1^H-nuclear magnetic resonance (NMR) discriminating between p110α^hep+/+^ and p110α^hep−/−^ mice under fed conditions. The figure shows the discriminant metabolites that are higher or lower in p110α^hep+/+^ versus p110α^hep−/−^ mice. Metabolites are color-coded according to their correlation coefficient, with red indicating a very strong positive correlation (R2 > 0.65). The direction of the metabolite indicates the group with which it is positively associated, as labeled on the diagram. Right: Area under the curve of the ^1^H-NMR spectra was integrated for the lactate and betaine signals. **(C)** Plasma levels of triglycerides and total, HDL, and LDL cholesterol in p110α^hep+/+^ and p110α^hep−/−^ mice under fed or fasted conditions (*n* = 6 mice/group/experimental condition). The numerical values underlying the panels for this figure can be found in S7 Data.
(PDF)

S4 Fig Gene expression profile of SREBP1-c and PPARα target genes. (A) Relative expression of Srebp1-c, Acc-*α*, Elovl6, Pepck, and G6pc mRNA in liver tissue from p110αhep+/+ and p110α^hep−/−^ mice under fasting conditions or supplemented with 20% glucose in drinking water (*n* = 8 mice/genotype/experimental condition). **(B)** Quantification of signals from immunoblots, represented in Fig 3F. **(C)** Expression of *Cyp4a10*, *Pdk4*, *Pparα*, *Fsp27*, and *Hmgcs2* mRNA in liver tissue from p110α^hep+/+^ and p110α^hep−/−^ mice under fasting conditions or supplemented with 20% glucose in drinking water (*n* = 8 mice/genotype/experimental condition). The numerical values underlying the panels for this figure can be found in S8 Data.
(PDF)

S5 Fig Clinical parameters of HFD-fed p110αhep+/+ and p110αhep−/− mice under fed and fasted conditions. Liver weight and plasma measurements including glucose levels, ketone bodies, free fatty acids, and cholesterol levels (total, HDL, and LDL). Data are presented as mean ± SEM (*n* = 6 mice per group). ^#^*P* ≤ 0.05, ^##^*P* ≤ 0.01, and ^###^*P* ≤ 0.005 for the effect of the diet (CTRL versus HFD); ^$^*P* ≤ 0.05, ^$$^*P* ≤ 0.01, and ^$$$^*P* ≤ 0.005 for the nutritional status (fed versus fasted); *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.005 for genotype effect (+/+ versus −/−). The numerical values underlying the panels for this figure can be found in S9 Data.
(PDF)

S6 Fig Cholesterol metabolism in HFD-fed mice . (A) Hepatic cholesterol and cholesterol esters levels in p110α^hep+/+^ and p110α^hep−/−^ mice fed a CTRL diet or HFD. **(B)** Expression of Abcg5 and Abcg8 mRNA in liver tissue from p110α^hep+/+^ and p110α^hep−/−^ mice fed a CTRL diet or HFD. The numerical values underlying the panels for this figure can be found in S10 Data.
(PDF)

S7 Fig Protection from hepatic steatosis in absence of p110α occurs only in the context of obesity. (A) Body weight and plasma glucose levels in the mice from (A) in 12-week-old p110α^hep+/+^ and p110α^hep−/−^ mice fed a chow diet (CTRL) or a choline-deficient HFD (CD-HFD) for 12 weeks (*n* = 6/genotype). **(B)** Relative liver weight and liver triglyceride content in the mice from **(A)**. **(C)** Plasma ALT and AST activity. **(D)** Representative pictures of H/E staining of liver sections. Scale bar, 100 µm. Data information: In all graphs, data are presented as mean ± SEM. ^#^*P* ≤ 0.05, ^##^*P* ≤ 0.01, and ^###^*P* ≤ 0.005 for diet effect; *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.005 for genotype effect. The numerical values underlying the panels for this figure can be found in S11 Data.
(PDF)

S8 Fig Lipidomic analysis of HFD-sensitive differences depending on p110α. (A) Heatmap of hepatic lipid quantification in liver samples (*n* = 6/group). Hierarchical clustering highlights seven different clusters based on the lipid levels. **(B)** Relative abundance of phosphatidyl ethanolamine (PE) 40:3 and phosphatidyl choline (PC) 36:3 (*n* = 6/genotype/experimental condition). **(C)** Relative abundance of PC 32:1 and triglyceride (TG) C51 (*n* = 6/genotype/experimental condition). **(D)** Relative abundance of TG C55 and ceramide (Cer) C18:0 (*n* = 6/genotype/experimental condition). **(E)** Relative abundance of PE 38:4 and Cer C16:0 (*n* = 6/genotype/experimental condition). **(F)** Relative abundance of esterified cholesterol C18 and PE 36:1 (*n* = 6/genotype/experimental condition). **(G)** Relative abundance of fatty acid C20:5*n*-3 and PI 36:1. **(H)** Differentially expressed genes involved in lipid trafficking, fatty acid metabolism, unsaturated fatty acid metabolism, lipid droplets, cholesterol metabolism, phospholipid metabolism, sphingolipid metabolism, and cannabinoid metabolism between *p110α*^*hep+/+*^ and *p110α*^*hep−/−*^ in mice fed CTRL diet (yellow) and HFD (grey), respectively. Data information: In all graphs, data are presented as mean ± SEM. ^#^*P* ≤ 0.05 for treatment effect, *P ≤ 0.05 for genotype effect. The numerical values underlying the panels for this figure can be found in S12 Data.
(PDF)

S9 Fig Hepatokine gene expression profile in HFD-fed mice. The relative expression of Fgf21, Igfbp1, Gdf1, Enho, FetB, Igfbp2, Fgl1, Angptl6, Ctsd, Fst, and Lect2 mRNA in liver extracts from p110αhep+/+ and p110α^hep−/−^ mice fed a CTRL diet or HFD (*n* = 6 mice/group/experimental condition). The numerical values underlying the panels for this figure can be found in S13 Data.

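S9 Fig reports qPCR of 11 hepatokines in liver extracts of mice of both genotypes on both diets, normalized to *Tbp* mRNA. On the arrays of fed mice, *Igfbp1*, on chromosome 11 (7102442 to 7102501, mm9), was 14.47 ± 0.67 in *p110α* hep-/- and 11.33 ± 1.69 in *p110α* hep+/+ mice on CTRL diet and 14.28 ± 1.13 and 14.05 ± 0.93 on HFD (SD, n = 6). Its interaction was -3.33 (standard error 0.65, limma adjusted p = 0.00215). *Fgf21* on chromosome 7 (52869305 to 52869364) was lower in *p110α* hep-/- mice on both diets, with log2 fold changes of -0.72 (limma adjusted p = 0.0263) and -1.3 (limma adjusted p = 3.65e-05), and the groups overlapped. Without the filter on dim probes, *Fgf21* was not called on CTRL diet (-0.75). *Gdf15* on chromosome 8 (73153293 to 73153352) was called on HFD only, at -1.2 (limma adjusted p = 0.00459), and its interaction did not pass (-0.9, limma adjusted p = 0.317). *Fetub* on chromosome 16 (22939736 to 22939795) was higher in *p110α* hep-/- mice by 0.72 on CTRL diet (limma adjusted p = 1.61e-08) and 0.88 on HFD (limma adjusted p = 3.86e-11), with no overlap.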

(PDF)

S10 Fig Liver glycogen content of HFD-fed p110α^hep+/+^ and p110α^hep−/−^ mice over 5 ZTs. Quantification of liver glycogen content of HFD-fed p110αhep+/+ and p110αhep−/− mice over 5 ZTs (ZT0, ZT4, ZT12, ZT16 and ZT20). Results were normalized to the quantity of proteins for each mouse. The numerical values underlying the panels for this figure can be found in S14 Data.
(PDF)

S1 Table List of oligonucleotide sequences used for real-time qPCR. List of primers used for real-time quantitative polymerase chain reaction (qPCR) analyses.
(PDF)

S1 Data Sheet 1, Liver PIP3 measurement in response to insulin, referenced in Fig 1B; Sheet 2, glycemic values from oral glucose tolerance test, referenced in Fig 1D; Sheet 3, glycemic values from insulin tolerance test, referenced in Fig 1E; Sheet 4, glycemic values from pyruvate tolerance test, referenced in Fig 1F.

S2 Data Sheet 1, Values from fasted plasma insulin, glycemia, liver weight and liver glycogen content, referenced in Fig 2A; Sheet 2, Raw data from qPCR analysis of liver samples, referenced in Fig 2F; Sheet 3, Relative abundance of fatty acids, referenced in Fig 2H.

S3 Data Sheet 1, Plasmatic glucose concentrations, referenced in Fig 3A; Sheet 2, Raw data from qPCR analysis of liver samples, referenced in Fig 3B; Sheet 3, Sucrose intake and glycemia over 4 days of experiment, referenced in Fig 3C; Sheet 4, Raw data from plasmatic FGF21 concentrations, referenced in Fig 3D; Sheet 5, Fasted and refed insulin, glycemia and glycogen content, referenced in Fig 3E. Sheet 6, Raw data from qPCR analysis of liver samples, referenced in Fig 3G; Sheet 7, Plasmatic acylcarnitine measurement, referenced in Fig 3H; Sheet 8, kinetic of glycemia and ketonemia, referenced in Fig 3I; Sheet 9, Glycemia and ketonemia from ketogenic experiment, referenced in Fig 3J.

S4 Data Sheet 1, Glycemic values from oral glucose tolerance test in CTRL and HFD fed mice, referenced in Fig 5A; Sheet 2, Glycemic values from insulin tolerance test in CTRL and HFD fed mice, referenced in Fig 5B; Sheet 3, Fasted plasmatic insulin concentrations, referenced in Fig 5C; Sheet 4, Measure of body weight gain and liver weight, referenced in Fig 5E; Sheet 5, Quantification of liver triglycerides, referenced in Fig 5F; Sheet 6, Measure of plasmatic transaminase ALT, referenced in Fig 5G.

S5 Data Sheet 1, Numerical values of body weight, glycemia, liver weight, perigonadal and subcutaneous adipose tissue weights, referenced in Fig 7A. Sheet 2, numerical values of glycemia over 6 ZTs (ZT0, 4, 8, 12, 16, 20), referenced in Fig 7c. Sheet 3, Raw data from mRNA relative abundance of Bmal1, Cry1, Per2 and Rev-erbα, referenced in Fig 7C.

S6 Data Sheet 1, Liver PI, PIP and PIP2 measurement in response to insulin, referenced in S2A Fig; Sheet 2, Quantification of blots illustrated in Fig 1C and referenced in S2B Fig.

S7 Data Sheet 1, NMR lactate and betaine measurement, referenced in S3B Fig; Sheet 2, Plasmatic concentrations of total, LDL and HDL cholesterol and triglycerides, referenced in S3C Fig.

S8 Data Sheet 1, Raw data from qPCR analysis of liver samples in response to glucose, referenced in S4A Fig; Sheet 2, Raw data from qPCR analysis of liver samples in response to refeeding, referenced in S4B Fig; Sheet 3, Quantification of blots illustrated in Fig 3F and referenced in S4C Fig.

S9 Data Sheet 1, Data of body weight, liver weight, glycemia, ketonemia, plasmatic free fatty acids, plasmatic cholesterol, HDL and LDL, referenced in S5 Fig.

S10 Data Sheet 1, Quantification of liver cholesterol and liver cholesterol esters, referenced in S6A Fig; Sheet 2, Raw data from qPCR analysis of liver samples in response to HFD, referenced in S6B Fig.

S11 Data Sheet 1, Data of body weight and glycemia, referenced in S7A Fig; Sheet 2, Data of liver weight and quantification of liver triglycerides, referenced in S7B Fig; Sheet 3, Data of plasmatic transaminases, ALAT and ASAT, referenced in S7C Fig.

S12 Data Sheet 1, 2, 3, 4, 5, 6, Quantification of liver lipid species, referenced in S8B,S8C,S8D,S8E,S8F,S8G Fig, respectively.

S13 Data Sheet 1, Raw data from qPCR analysis of hepatokines in response to HFD, referenced in S9 Fig.

S14 Data Sheet 1, Raw data from liver glycogen content measurement, over 5 ZTs (0, 4, 12, 16, 20), referenced in S10 Fig.

S1 Raw Images Raw images from PCR analysis, referenced in Fig1A and from immunoblots, referenced in Figs 1C and 3F. The list of samples corresponding to each blot is provided on pages 2 and 9 of the document.

## Abbreviations

**:**
ALT: alanine transaminase
AST: aspartate transaminase
FFAs: free fatty acids
FDR: false discovery rate
GEO: gene expression omnibus
GSEA: gene set enrichment analysis
HFD: high fat diet
IR: insulin receptor
IRS: IR substrate
KD: ketogenic diet
MASLD: metabolic dysfunction-associated steatotic liver disease
qPCR: quantitative polymerase chain reaction
Shc: Src homology and collagen
TBP: TATA-box binding protein
PDK: phosphoinositide-dependent kinase
PH: pleckstrin homology
PI3K: phosphoinositide 3-kinase
ZT: zeitgeber time

# Supplementary material for: Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling
**Source:** PLoS Biol. 2025 Apr 14;23(4):e3003112. doi: 10.1371/journal.pbio.3003112

A

Enriched terms of regulated genes in  $p110\alpha^{\text{hep-/-}}$  vs  $p110\alpha^{\text{hep+/+}}$ 

## Down-regulated

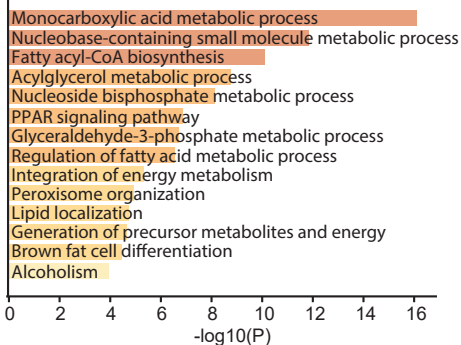

## Up-regulated

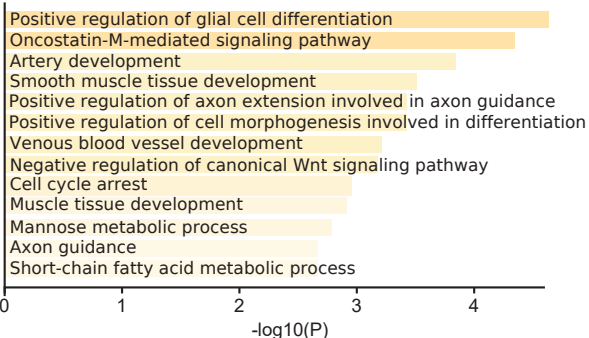

B

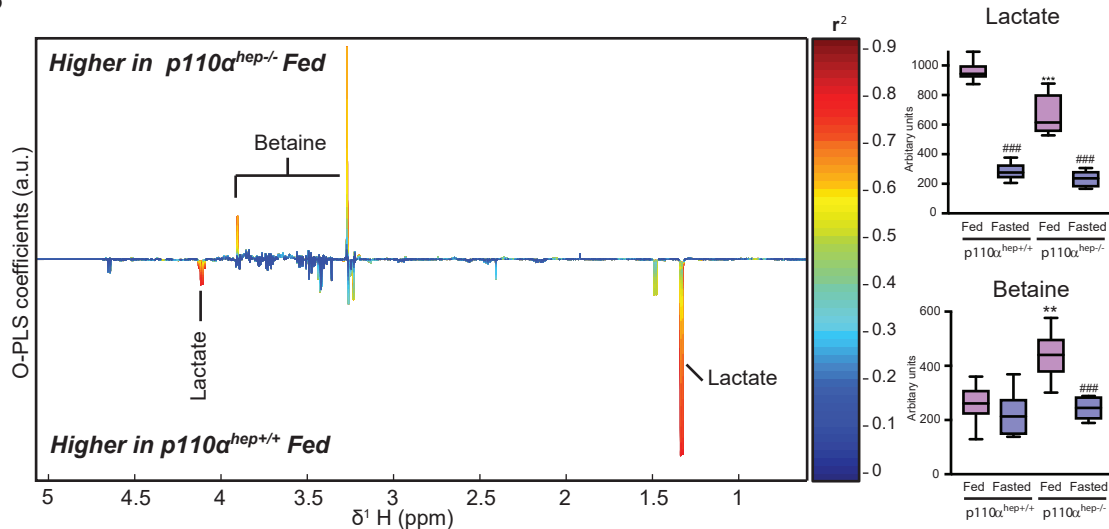

C

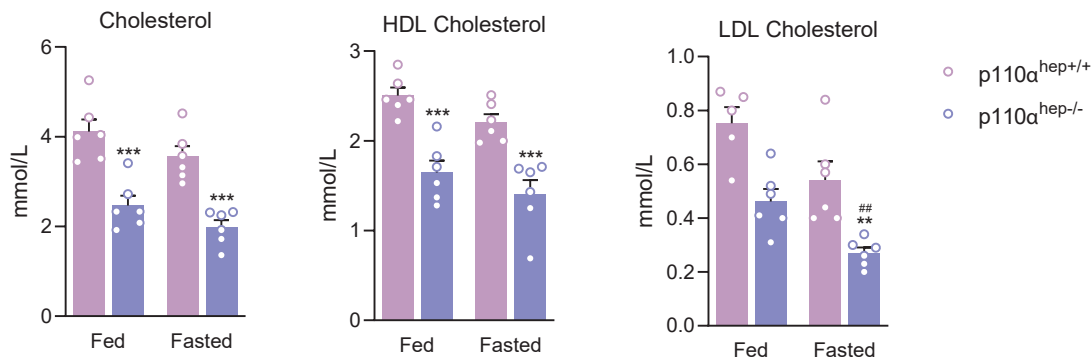

**Supplement:** S3 Fig — (A) Enrichment analysis of the genes significantly down-regulated (left) and up-regulated (right) between p110αhep+/+ and p110 αhep−/− under fed conditions. (B) Left: Coefficient plots related to the O-PLS-DA models from 1H-nuclear magnetic resonance (NMR) discriminating between p110αhep+/+ and p110αhep−/− mice under fed conditions. The figure shows the discriminant metabolites that are higher or lower in p110αhep+/+ versus p110αhep−/− mice. Metabolites are color-coded according to their correlation coefficient, with red indicating a very strong positive correlation (R2 > 0.65). The direction of the metabolite indicates the group with which it is positively associated, as labeled on the diagram. Right: Area under the curve of the 1H-NMR spectra was integrated for the lactate and betaine signals. (C) Plasma levels of triglycerides and total, HDL, and LDL cholesterol in p110αhep+/+ and p110αhep−/− mice under fed or fasted conditions (n = 6 mice/group/experimental condition). The numerical values underlying the panels for this figure can be found in S7 Data.

# Supplementary material for: Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling
**Source:** PLoS Biol. 2025 Apr 14;23(4):e3003112. doi: 10.1371/journal.pbio.3003112

A

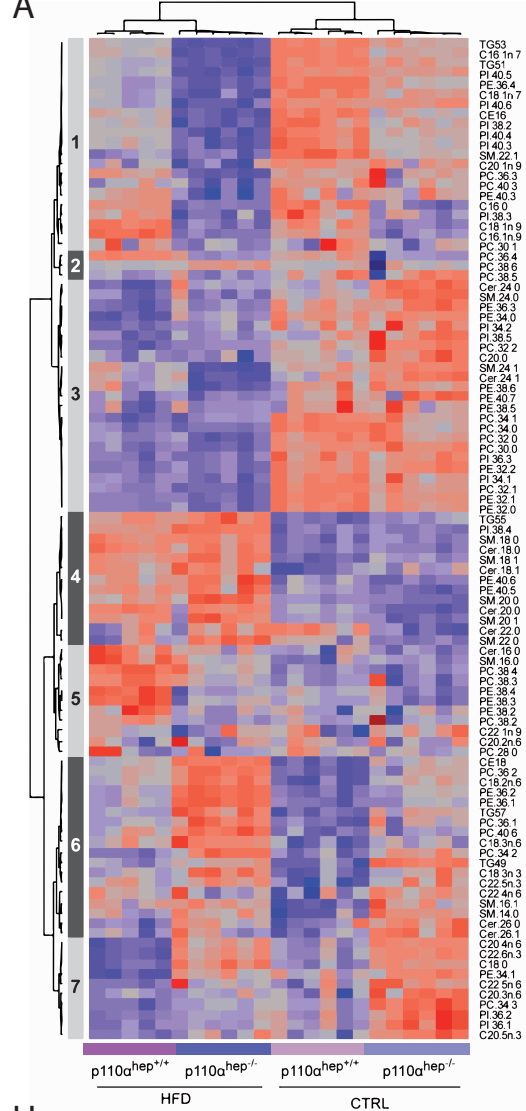

Cluster 1 :  
Lipids significantly less abundant in p110α<sup>hep-/-</sup> HFD

Cluster 2 :  
No significative difference

Cluster 3 :  
Lipids significantly less abundant in HFD (both genotypes)

Cluster 4 :  
Lipids significantly more abundant in HFD (both genotypes)

Cluster 5 :  
Lipids significantly more abundant in p110α<sup>hep+/+</sup> HFD

Cluster 6 :  
Lipids significantly more abundant in p110α<sup>hep-/-</sup> HFD

Cluster 7 :  
Lipids significantly more abundant in p110α<sup>hep-/-</sup> CTRL

B

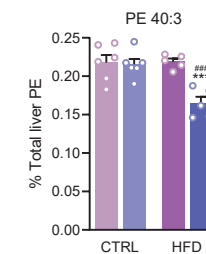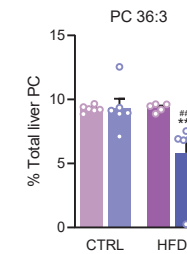

C

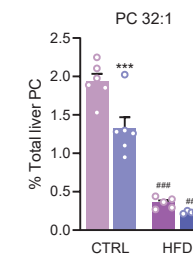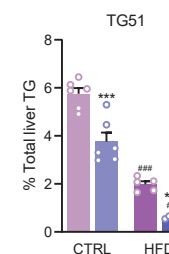

D

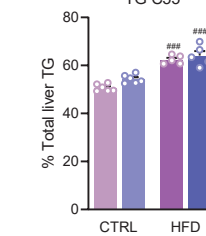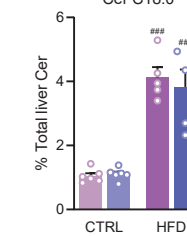

E

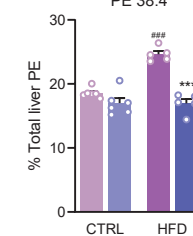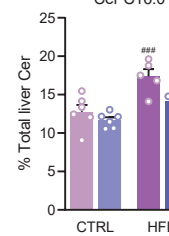

F

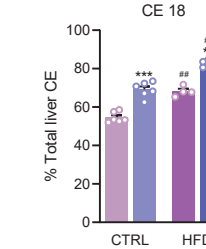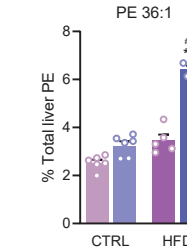

G

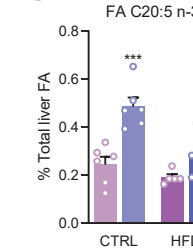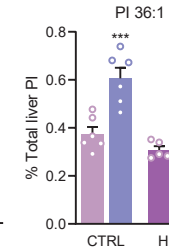

■ p110α<sup>hep+/+</sup> CTRL ■ p110α<sup>hep+/+</sup> HFD  
■ p110α<sup>hep-/-</sup> CTRL ■ p110α<sup>hep-/-</sup> HFD

H

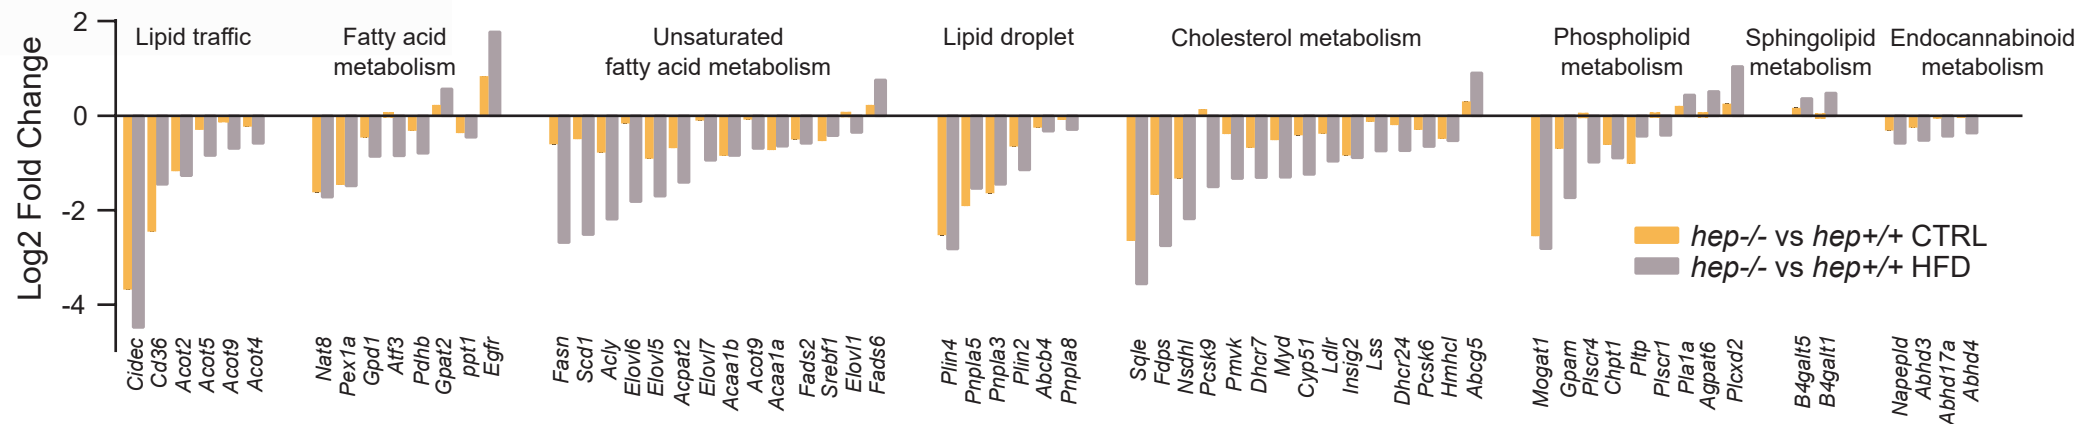

**Supplement:** S8 Fig — (A) Heatmap of hepatic lipid quantification in liver samples (n = 6/group). Hierarchical clustering highlights seven different clusters based on the lipid levels. (B) Relative abundance of phosphatidyl ethanolamine (PE) 40:3 and phosphatidyl choline (PC) 36:3 (n = 6/genotype/experimental condition). (C) Relative abundance of PC 32:1 and triglyceride (TG) C51 (n = 6/genotype/experimental condition). (D) Relative abundance of TG C55 and ceramide (Cer) C18:0 (n = 6/genotype/experimental condition). (E) Relative abundance of PE 38:4 and Cer C16:0 (n = 6/genotype/experimental condition). (F) Relative abundance of esterified cholesterol C18 and PE 36:1 (n = 6/genotype/experimental condition). (G) Relative abundance of fatty acid C20:5n-3 and PI 36:1. (H) Differentially expressed genes involved in lipid trafficking, fatty acid metabolism, unsaturated fatty acid metabolism, lipid droplets, cholesterol metabolism, phospholipid metabolism, sphingolipid metabolism, and cannabinoid metabolism between p110αhep+/+ and p110αhep−/− in mice fed CTRL diet (yellow) and HFD (grey), respectively. Data information: In all graphs, data are presented as mean ± SEM. #P ≤ 0.05 for treatment effect, *P ≤ 0.05 for genotype effect. The numerical values underlying the panels for this figure can be found in S12 Data.

# Supplementary material for: Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling
**Source:** PLoS Biol. 2025 Apr 14;23(4):e3003112. doi: 10.1371/journal.pbio.3003112
**Supplement:** S1 Table — List of primers used for real-time quantitative polymerase chain reaction (qPCR) analyses.

**S1 Table – List of oligonucleotide sequences used for real-time qPCR**

| Gene            | NCBI Refseq | Forward primer (5'-3')   | Reverse primer (5'-3')   |
|-----------------|-------------|--------------------------|--------------------------|
| <i>Acaca</i>    | NM_133360   | TTACAGGATGGTTTGGCCTTTC   | CAAATTCTGCTGGAGAAGCCAC   |
| <i>Acly</i>     | NM_134037   | AAAGCTTGGCCTCGTCGG       | GGGACGAAGGGTTCAATGAGA    |
| <i>Angptl6</i>  | NM_145154   | GAATTGCCGCAAACCTCACT     | ATGGCCGTCACCTCTCACAG     |
| <i>Chrebpa</i>  | NM_021455   | CGACACTCACCCACCTCTTC     | TTGTTCCAGCCGGATCTTGTC    |
| <i>Chrebpβ</i>  | NM_021455   | TCTGCAGATCGCGTGAG        | CTTGTCCCGGCATAGCAAC      |
| <i>Ctsd</i>     | NM_009983   | CTTCGTCTCTCTTCGCGATTAT   | GTCCGACGGATAGATGTGAACCT  |
| <i>Cyp4a10</i>  | NM_010011   | TCCAGCAGTTCCCATCACCT     | TTGCTTCCCCAGAACCATCT     |
| <i>Cyp4a14</i>  | NM_007822   | TCAGTCTATTTCTGGTGCTGTTT  | GAGTCTCTTGTCTTTCAGATGGT  |
| <i>Enho</i>     | NM_027147   | ACCGGGCTCAACTCAGGC       | TGGCTGTCTGTCCACACAC      |
| <i>Elovl6</i>   | NM_130450   | TCTGATGAACAAGCGAGCCA     | TGGTCATCAGAATGTACAGCATGT |
| <i>Fasn</i>     | NM_007988   | AGTCAGCTATGAAGCAATTGTGGA | CACCCAGACGCCAGTGTTT      |
| <i>Fetuinb</i>  | NM_021564   | CTCGTCAAAGTCACCAAGGCTAT  | CACATAGTAAGCAGGGCCAGAC   |
| <i>Fgf21</i>    | NM_020013   | AAAGCCTCTAGGTTTCTTTGCCA  | CCTCAGGATCAAAGTGAGGCG    |
| <i>Fgl1</i>     | NM_145594   | TGCAAACCTGAACGGTGTTTAC   | TTCAAGGAATACCACCACCCA    |
| <i>Fsp27</i>    | NM_178373   | AGGCCCTGTCTGTGTTAGCAC    | CATGATGCCTTTGCGAACCT     |
| <i>Fst</i>      | NM_008046   | TGCTGCTACTCTGCCAGTTTCA   | CACTCTTCTTGTCTCAGTTCTGTC |
| <i>Gck</i>      | NM_010191   | AGGAGTTCTATAACCTGCTGCGAT | GGTCTTCAAGCTGCTGCTGAGT   |
| <i>Gdf15</i>    | NM_011819   | GCTGTCCGGATACTCAGTCCA    | TTGACGCGGAGTAGCAGCT      |
| <i>G6pc</i>     | NM_008061   | CTCACTTTCCCCACCAGGTC     | GCTGAAAGTTTCAGCCACAGC    |
| <i>Hmgcs2</i>   | NM_008256   | TGCAGGAACTTCGCTCACA      | AAATAGACCTCCAGGGCAAGGA   |
| <i>Igfbp1</i>   | NM_008341   | CCTGCCAACGAGAACTCTAT     | AGGGATTTTCTTTCCACTCC     |
| <i>Igfbp2</i>   | NM_008342   | GCATGGCCGGTACAACCTTA     | GCTGTCCGTTTCAGAGACATCTT  |
| <i>Lect2</i>    | NM_010702   | GTGGACAGTACTCTGCTCAAA    | TCCCAGTGAATGGTGATAC      |
| <i>Lpk</i>      | NM_013631   | TCGACTCAGAGCCTGTGGC      | AGTCGTGCAATGTTTCATCCCT   |
| <i>Pdk4</i>     | NM_013743   | ATCGCCAGAATTAAACCTCACAC  | TGGATTGGTTGGCCTGGA       |
| <i>Pepck</i>    | NM_011044   | GAACCCACAGCCTGCCC        | GAGCAACTCCAAAAAACCCG     |
| <i>Pnpla3</i>   | NM_054088   | ACGCGGTCACCTTCGTGT       | AGCCCGTCTCTGATGCACTT     |
| <i>Ppara</i>    | NM_011144   | CCCTGTTTGTGGCTGCTATAATTT | GGGAAGAGGAAGGTGTCATCTG   |
| <i>Scd1</i>     | NM_009127   | CAGTGCCGCGCATCTCTAT      | CAGCGGTACTCACTGGCAGA     |
| <i>Srebp1-c</i> | NM_011480   | GGAGCCATGGATTGCACATT     | GCTTCCAGAGAGGAGGCCAG     |
| <i>Vnn1</i>     | NM_011704   | ATGAGGTTTATGCCTTTGGAGC   | CCACAGGTGCGTAAATTGGTAG   |

# Supplementary material for: Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling
**Source:** PLoS Biol. 2025 Apr 14;23(4):e3003112. doi: 10.1371/journal.pbio.3003112

Annotated original image for agarose gel in Figure 1A

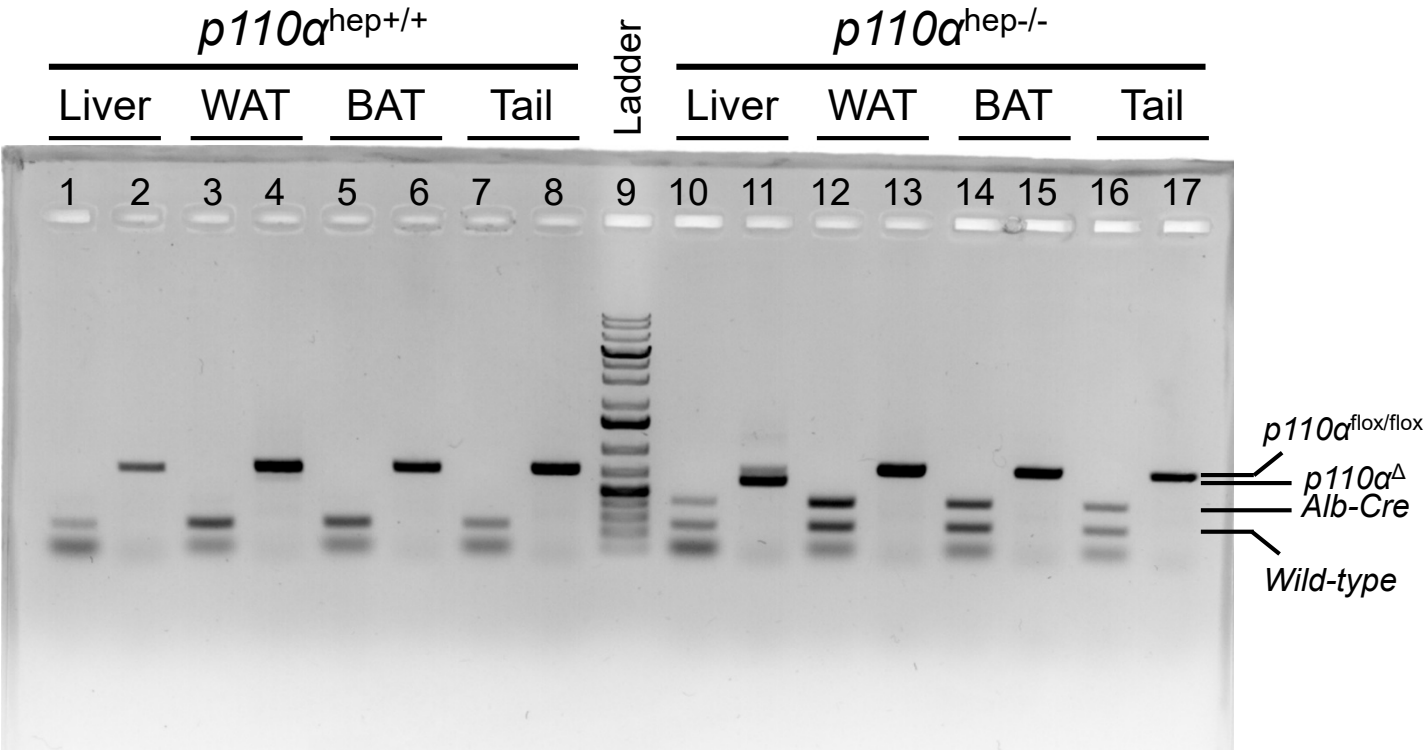

Lines 1,3,5,7,10,12,14,16 : PCR for detection of Albumin-Cre (Alb-Cre : 450 pb)  
Lines 2,4,6,8,11,13,15,17 : PCR for detection of *p110α* floxed (*p110α<sup>flox/flox</sup>* : 714 pb) and *p110α* deleted (*p110α<sup>Δ</sup>*: 544 pb)

# Annotated original images for western blots in Figure 1C

- Serie 1 : 9 samples/gel, n=2-3/experimental group  
Samples 9, 14, 23, 24, 36, 38, 42, 45, 41

- Serie 2 : 8 samples/gel, n=2/experimental group  
Samples 11, 12, 17, 18, 33, 37, 43, 48

→ In total n=4-5/experimental group

| n° sample | genotype                | insulin |
|-----------|-------------------------|---------|
| 9         | p110α <sup>hep+/+</sup> | -       |
| 11        | p110α <sup>hep+/+</sup> | -       |
| 12        | p110α <sup>hep+/+</sup> | -       |
| 14        | p110α <sup>hep+/+</sup> | -       |
| 17        | p110α <sup>hep+/+</sup> | +       |
| 18        | p110α <sup>hep+/+</sup> | +       |
| 23        | p110α <sup>hep+/+</sup> | +       |
| 24        | p110α <sup>hep+/+</sup> | +       |
| 33        | p110α <sup>hep-/-</sup> | -       |
| 36        | p110α <sup>hep-/-</sup> | -       |
| 37        | p110α <sup>hep-/-</sup> | -       |
| 38        | p110α <sup>hep-/-</sup> | -       |
| 41        | p110α <sup>hep-/-</sup> | +       |
| 42        | p110α <sup>hep-/-</sup> | +       |
| 43        | p110α <sup>hep-/-</sup> | +       |
| 45        | p110α <sup>hep-/-</sup> | +       |
| 48        | p110α <sup>hep-/-</sup> | +       |

Serie 1 : 9 samples/gel, n=2-3/experimental group

Samples 9, 14, 23, 24, 36, 38, 42, 45, 41

Primary antibody: PI3Kinase p110 $\alpha$  (1/1000 in 5% milk, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

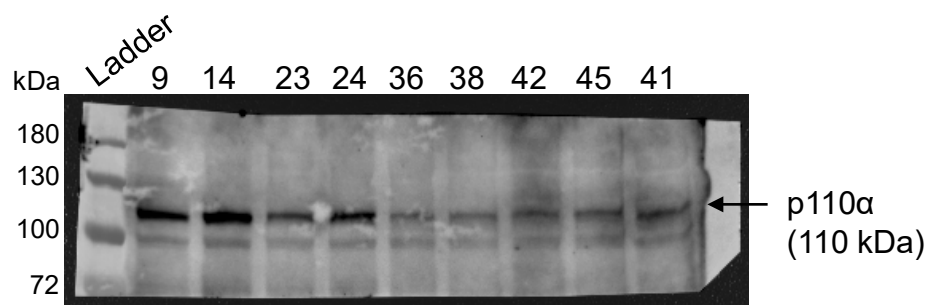

Primary antibody: Phospho-Akt (Ser473) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

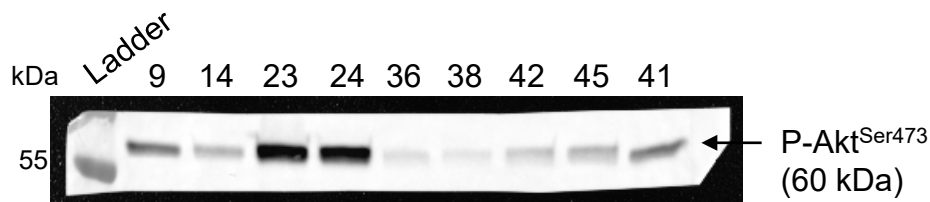

Primary antibody: Phospho-Akt (Thr308) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

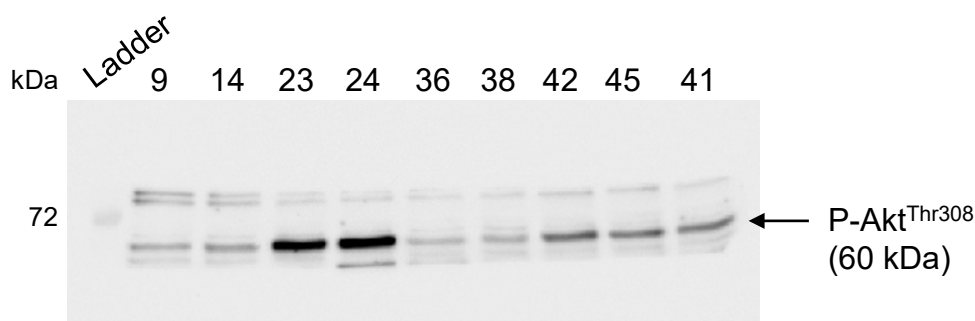

Serie 1 : 9 samples/gel, n=2-3/experimental group  
Samples 9, 14, 23, 24, 36, 38, 42, 45, 41

Primary antibody: Akt (pan) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

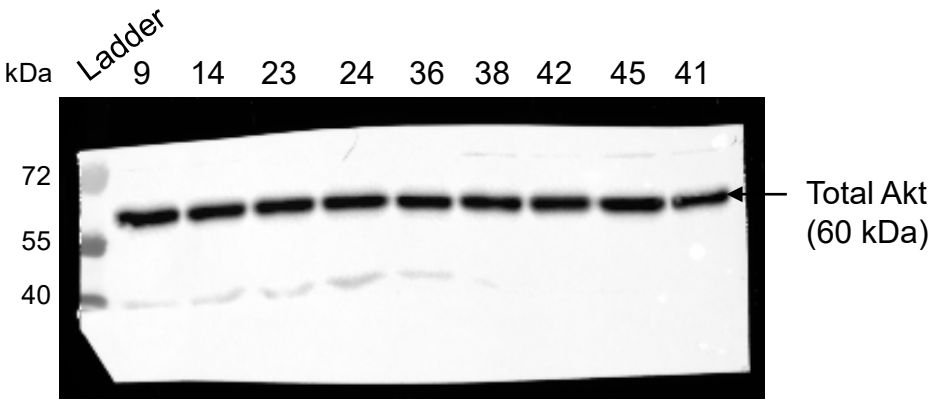

Primary antibody: Phospho- GSK-3β (Ser9) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

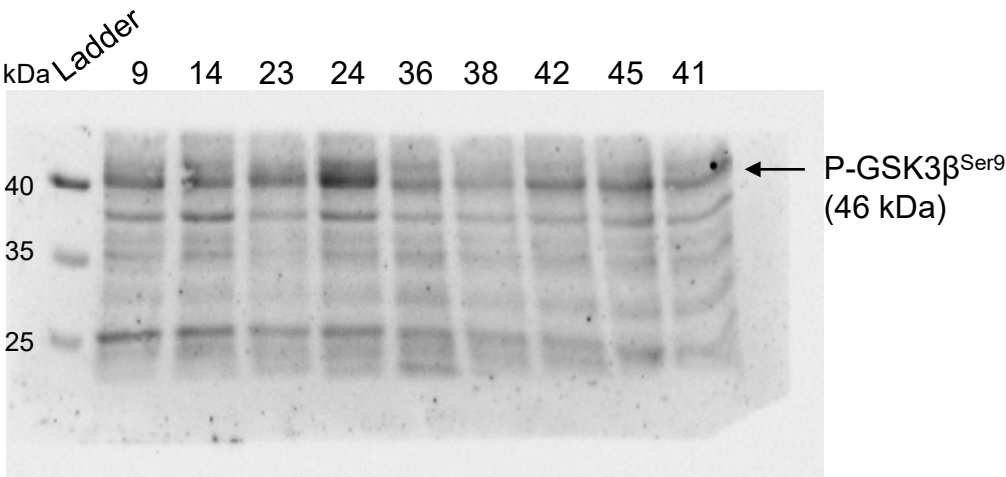

Primary antibody: GSK-3β (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

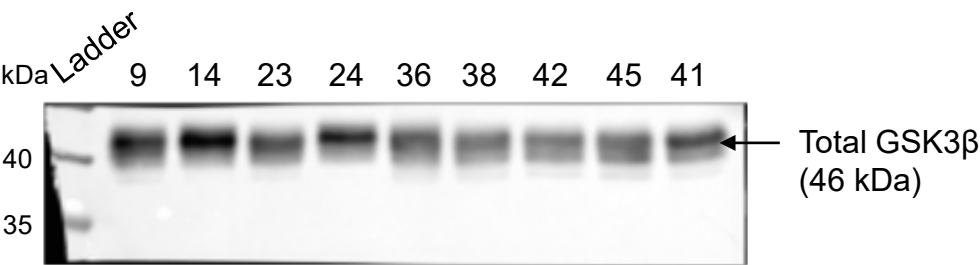

Serie 1 : 9 samples/gel, n=2-3/experimental group

Samples 9, 14, 23, 24, 36, 38, 42, 45, 41

Primary antibody: Phospho-p70S6kinase (Thr389) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

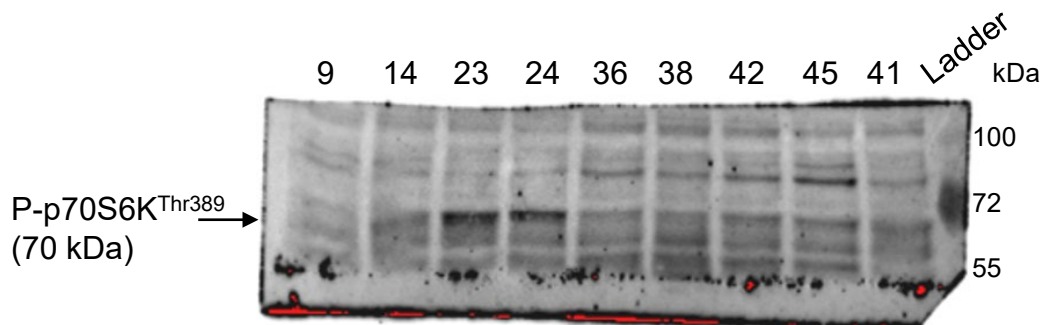

Primary antibody: p70S6kinase (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

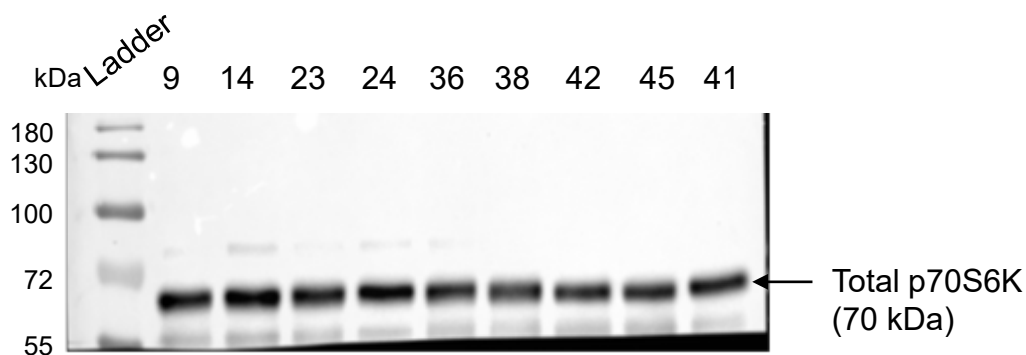

Primary antibody:  $\beta$ -Actin (1/2000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

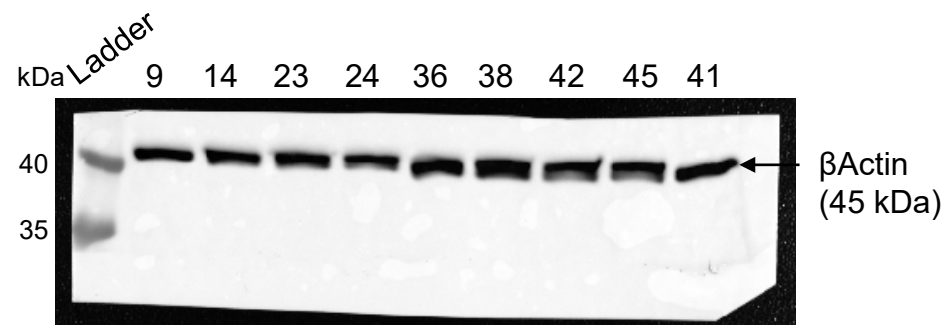

Serie 2 : 8 samples/gel, n=2/experimental group  
Samples 11, 12, 17, 18, 33, 37, 43, 48

Primary antibody: PI3Kinase p110α (1/1000 in 5% milk, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

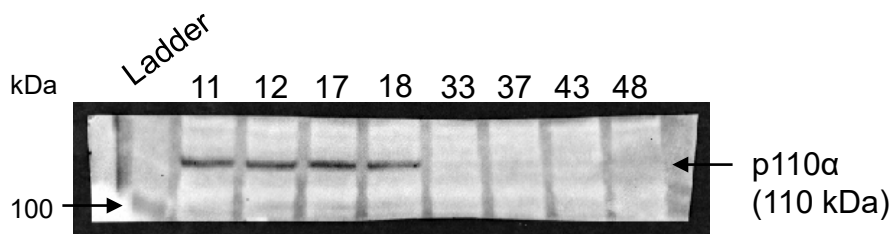

Primary antibody: Phospho-Akt (Ser473) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

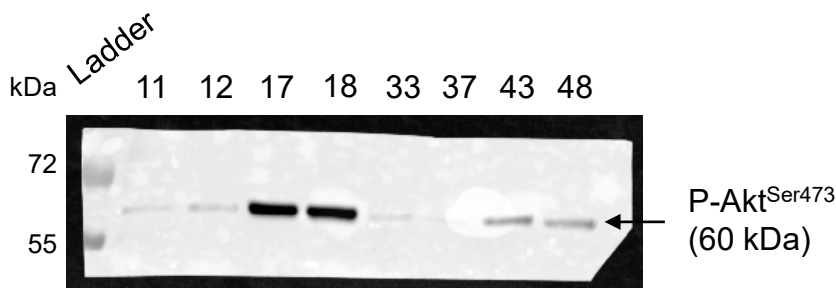

Primary antibody: Phospho-Akt (Thr308) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

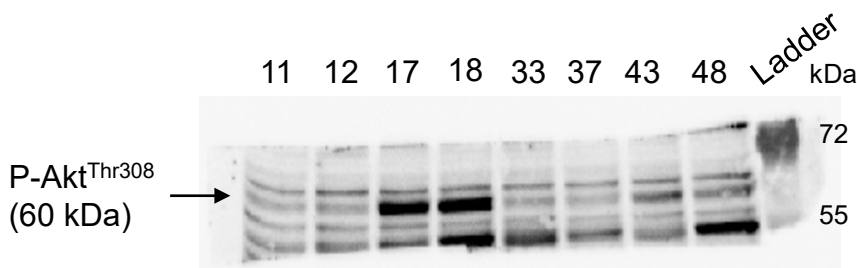

Serie 2 : 8 samples/gel, n=2/experimental group  
Samples 11, 12, 17, 18, 33, 37, 43, 48

Primary antibody: Akt (pan) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

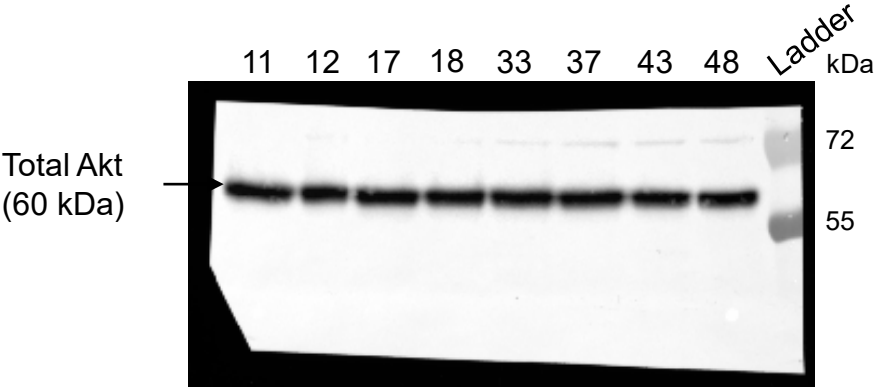

Primary antibody: Phospho- GSK-3β (Ser9) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

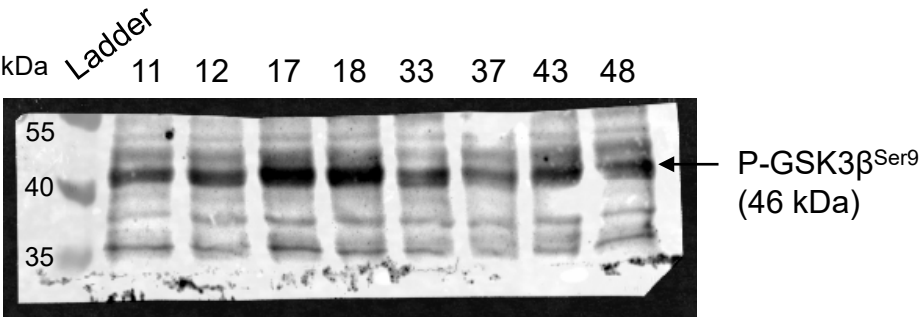

Primary antibody: GSK-3β (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

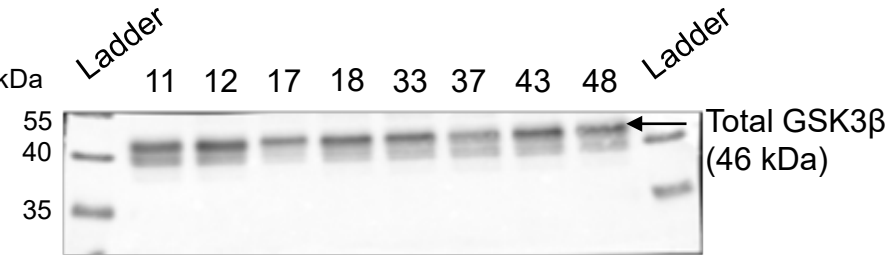

Serie 2 : 8 samples/gel, n=2/experimental group  
Samples 11, 12, 17, 18, 33, 37, 43, 48

Primary antibody: Phospho-p70S6kinase (Thr389) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

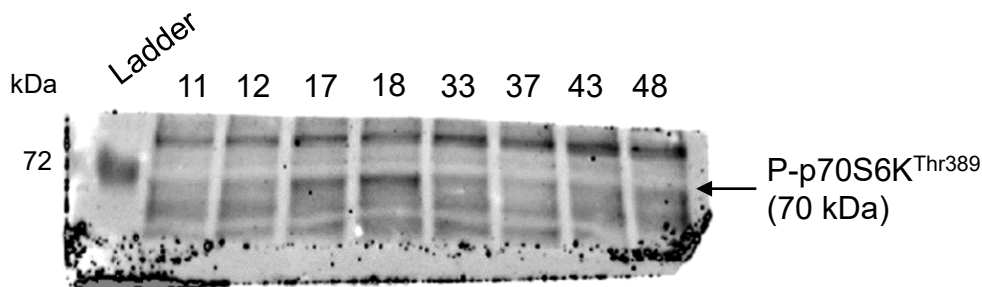

Primary antibody: p70S6kinase (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

Primary antibody: β-Actin (1/2000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

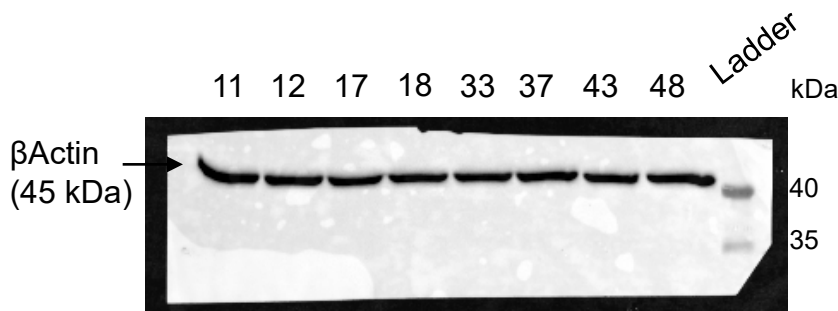

**Annotated original images for western blots in Figure 3F**

- Serie 1 : 9 samples/gel, n=2-3/experimental group  
Samples 23, 24, 28, 30, 50, 51, 57, 58, 60
- Serie 2 : 9 samples/gel, n=2/experimental group  
Samples 21, 22, 27, 29, 53, 54, 55, 56, 59

→ In total n=4-6/experimental group

| n° sample | genotype                | fasted/refed |
|-----------|-------------------------|--------------|
| 21        | p110α <sup>hep+/+</sup> | fasted       |
| 22        | p110α <sup>hep+/+</sup> | fasted       |
| 23        | p110α <sup>hep+/+</sup> | fasted       |
| 24        | p110α <sup>hep+/+</sup> | fasted       |
| 27        | p110α <sup>hep+/+</sup> | refed        |
| 28        | p110α <sup>hep+/+</sup> | refed        |
| 29        | p110α <sup>hep+/+</sup> | refed        |
| 30        | p110α <sup>hep+/+</sup> | refed        |
| 50        | p110α <sup>hep-/-</sup> | fasted       |
| 51        | p110α <sup>hep-/-</sup> | fasted       |
| 53        | p110α <sup>hep-/-</sup> | fasted       |
| 54        | p110α <sup>hep-/-</sup> | fasted       |
| 55        | p110α <sup>hep-/-</sup> | refed        |
| 56        | p110α <sup>hep-/-</sup> | refed        |
| 57        | p110α <sup>hep-/-</sup> | refed        |
| 58        | p110α <sup>hep-/-</sup> | refed        |
| 59        | p110α <sup>hep-/-</sup> | refed        |
| 60        | p110α <sup>hep-/-</sup> | refed        |

Serie 1 : 9 samples/gel, n=2-3/experimental group  
Samples 23, 24, 28, 30, 50, 51, 57, 58, 60

Primary antibody: PI3Kinase p110 $\alpha$  (1/1000 in 5% milk, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

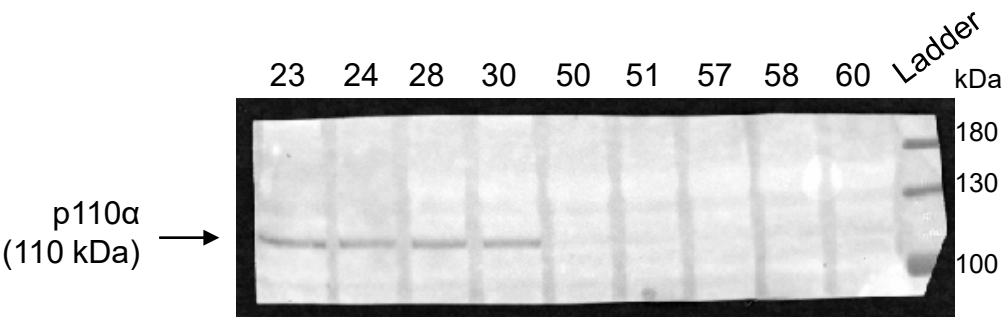

Primary antibody: Phospho-Akt (Ser473) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

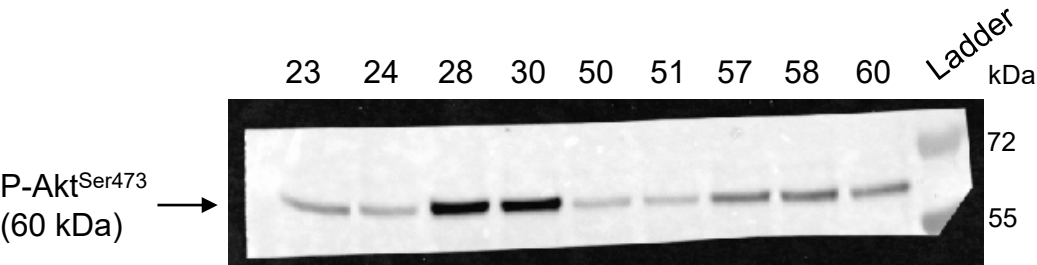

Primary antibody: Phospho-Akt (Thr308) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

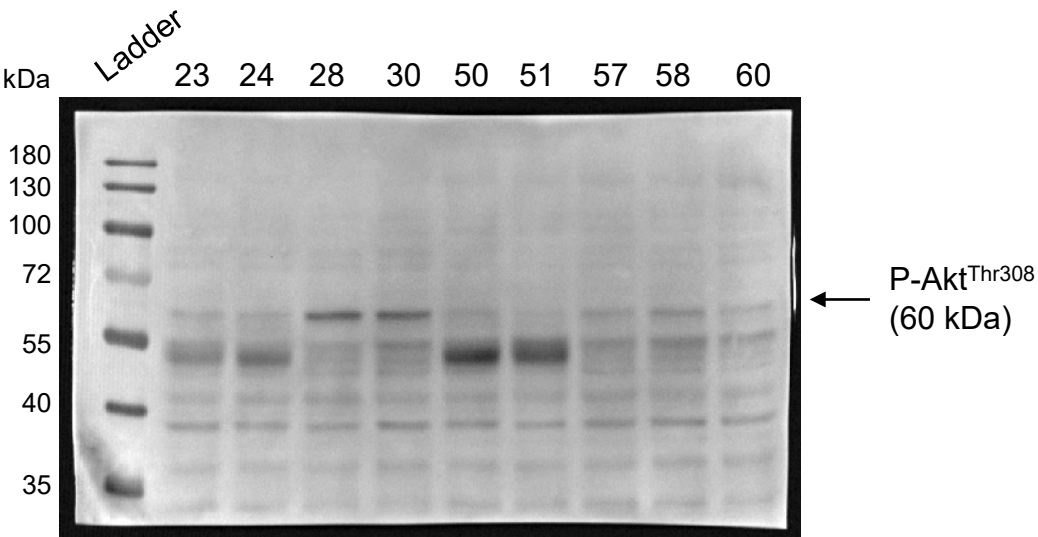

Serie 1 : 9 samples/gel, n=2-3/experimental group

Samples 23, 24, 28, 30, 50, 51, 57, 58, 60

Primary antibody: Akt (pan) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

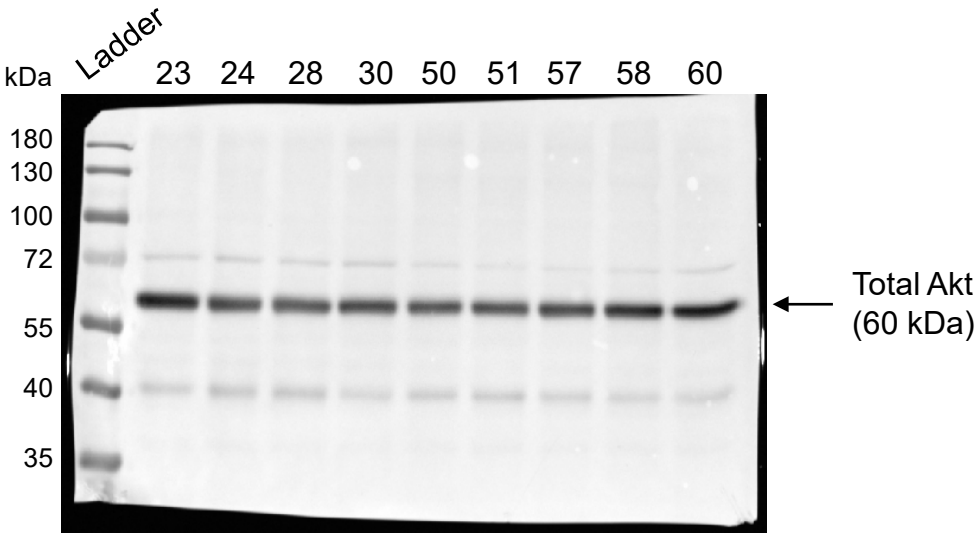

Primary antibody: Phospho- GSK-3 $\beta$  (Ser9) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

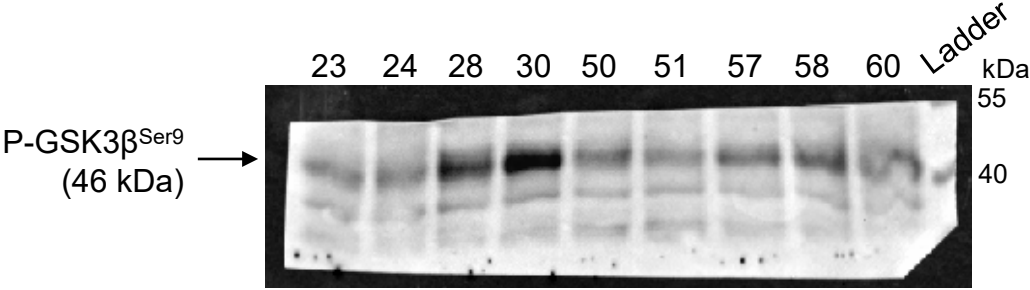

Primary antibody: GSK-3 $\beta$  (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

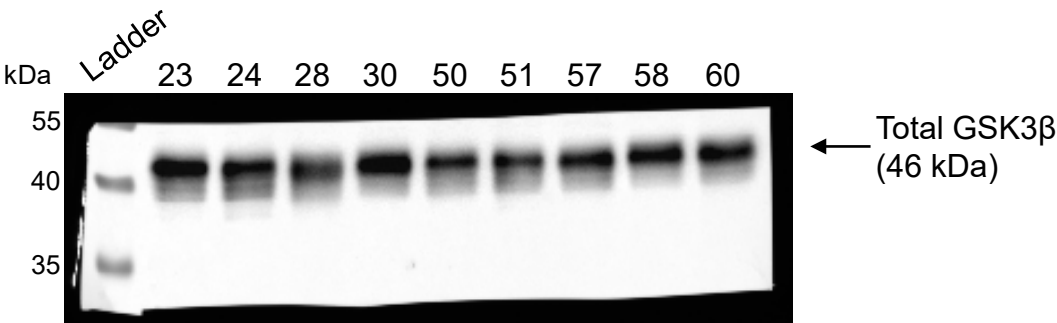

Serie 1 : 9 samples/gel, n=2-3/experimental group

Samples 23, 24, 28, 30, 50, 51, 57, 58, 60

Primary antibody: Phospho-p70S6kinase (Thr389) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

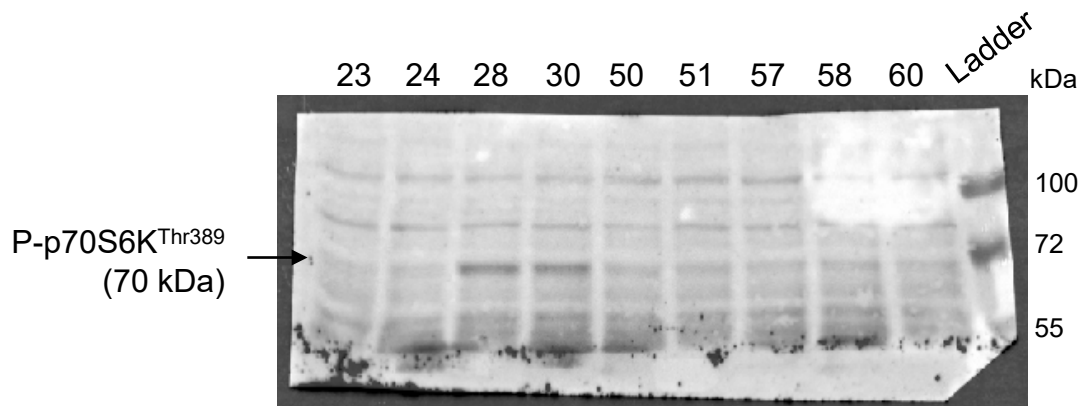

Primary antibody: p70S6kinase (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

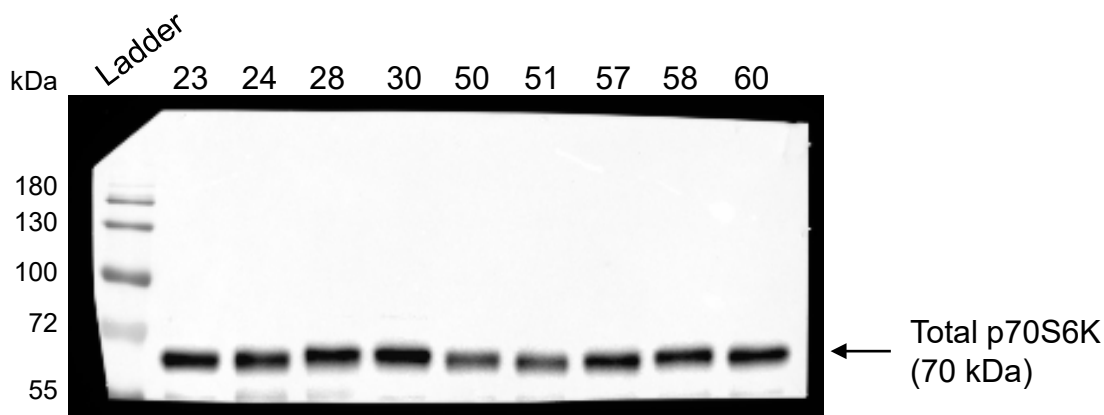

Primary antibody:  $\beta$ -Actin (1/2000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

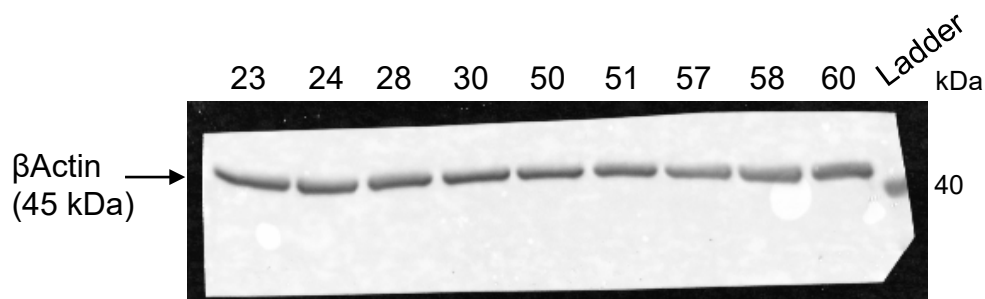

Serie 2 : 9 samples/gel, n=2-3/experimental group  
Samples 21, 22, 27, 29, 53, 54, 55, 56, 59

Primary antibody: PI3Kinase p110α (1/1000 in 5% milk, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

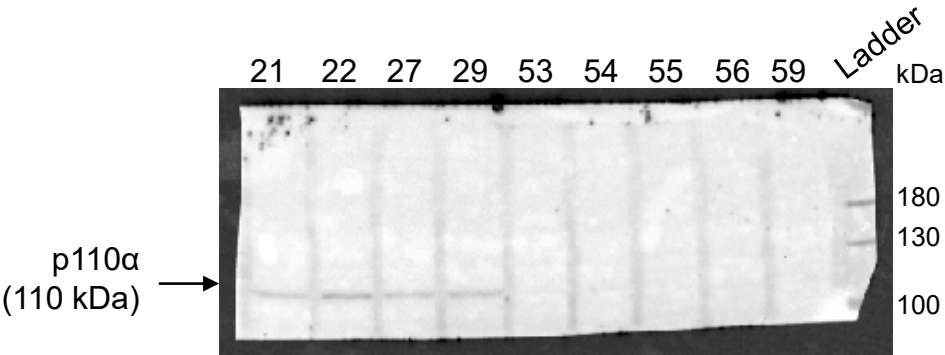

Primary antibody: Phospho-Akt (Ser473) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

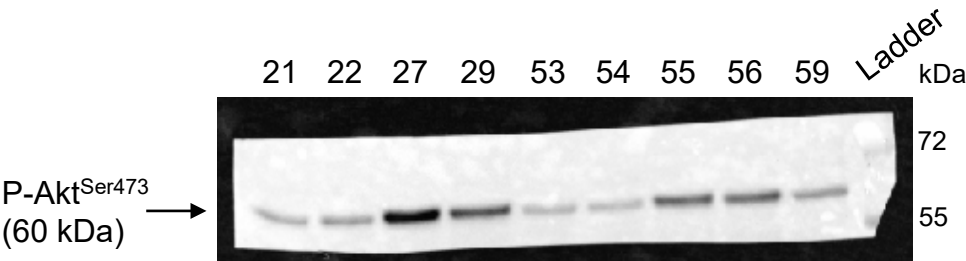

Primary antibody: Phospho-Akt (Thr308) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

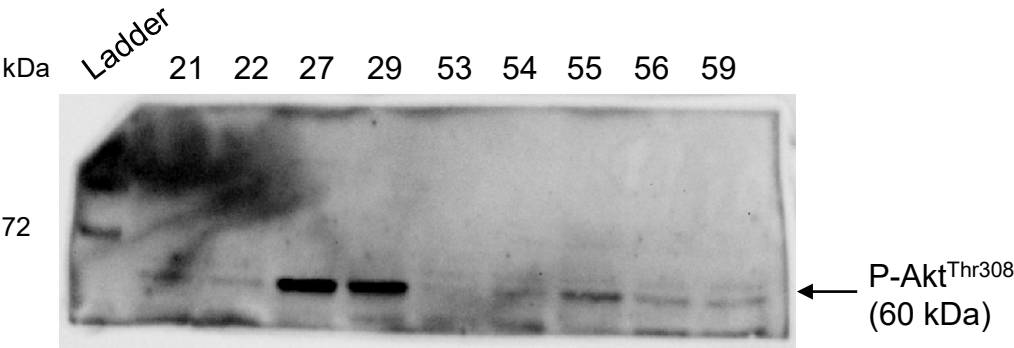

Serie 2 : 9 samples/gel, n=2-3/experimental group  
Samples 21, 22, 27, 29, 53, 54, 55, 56, 59

Primary antibody: Akt (pan) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

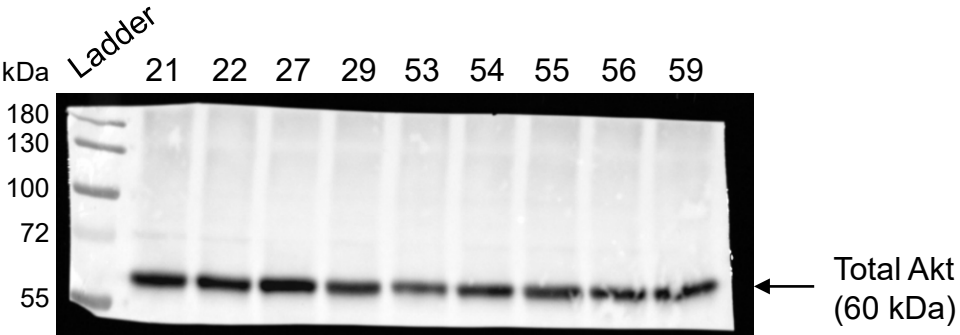

Primary antibody: Phospho- GSK-3β (Ser9) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

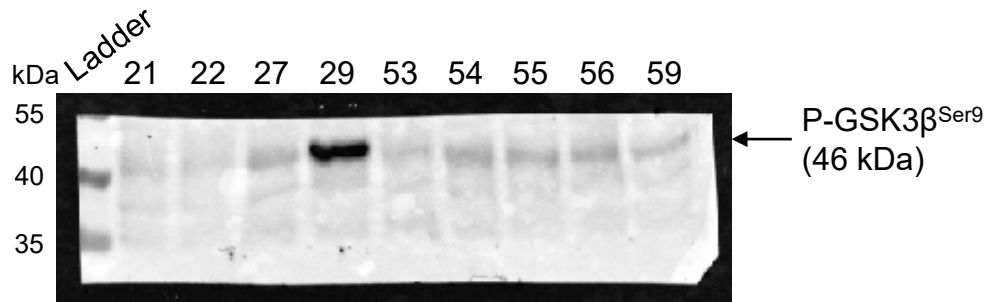

Primary antibody: GSK-3β (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)  
Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

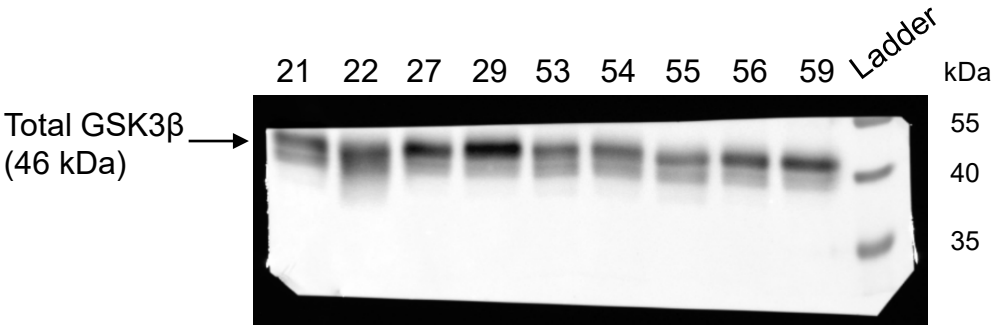

Serie 2 : 9 samples/gel, n=2-3/experimental group

Samples 21, 22, 27, 29, 53, 54, 55, 56, 59

Primary antibody: Phospho-p70S6kinase (Thr389) (1/1000 in 5% BSA, 1X TBS, 0.1% Tween overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

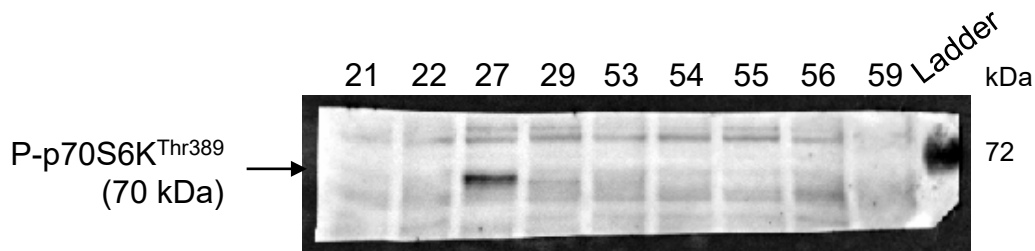

Primary antibody: p70S6kinase (1/1000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

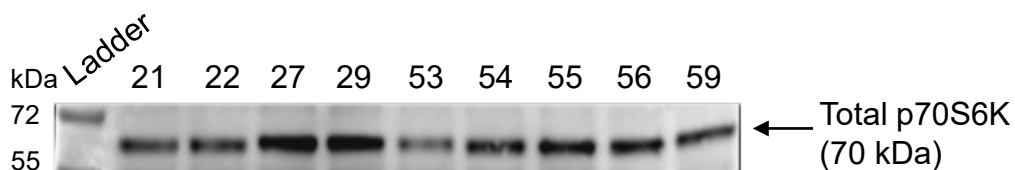

Primary antibody:  $\beta$ -Actin (1/2000 in 5% BSA, 1X TBS, 0.1% Tween20 overnight at 4°C)

Secondary antibody: goat anti-rabbit IgG, HRP-linked (1/5000 in 1X TBS, 0.1% Tween20 1h at RT)

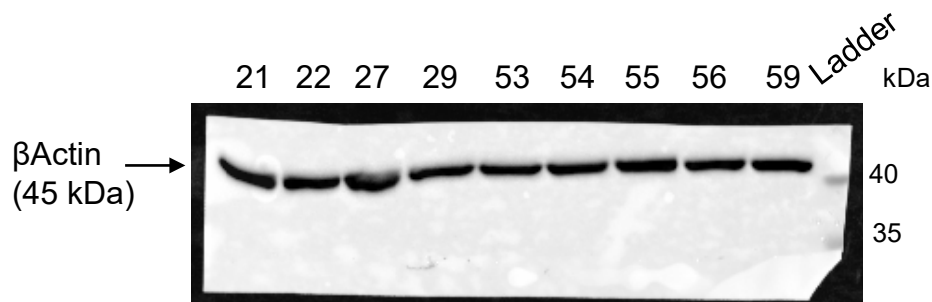

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

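Liver RNA of male *p110α* hep+/+ and *p110α* hep-/- mice on CTRL diet or HFD, fed or fasted for 24 h, was measured on 48 one-colour Agilent arrays, 1 per mouse and 6 per group. Genotype, diet, nutritional state and replicate number were taken from the sample labels and the paper, and every sample could be mapped. The washing batch was taken from the labels, and the slide from the position recorded with each scanner output. The condition of a mouse was never inferred from its values.

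The authors labelled 200 ng of total RNA with cyanine 3, hybridized and washed the arrays and scanned them with Agilent Feature Extraction. The deposited scanner files give the intensity of each spot (median and mean of its pixels), the intensity of the local background and the flags of the software, with no normalization. A further deposited table holds log2 values made by the authors, who filtered the median signal, took log2, corrected for the washing bath and normalized by quantiles over all arrays. It has 32437 probes for 21535 genes, and the paper's text does not name the filter. It was used as an alternative. Gene symbols and probe positions (mm9) are those of the scanner files.

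From the scanner files, the log2 median signal was computed for the 59305 of 62976 spots on each array that are not controls. Spots marked as outliers (92 to 151 per array) were set to missing, and spots of the same probe were averaged. A probe was kept if it was well above background on at least 5 of the 6 arrays of at least 1 group, which left 30793 of 56605 probes and 20486 genes. Of the probes kept, 30762 are also in the deposited table of log2 values. The washing batch was removed with limma while protecting the group means, and arrays were then quantile normalized. All 48 arrays were fitted together in limma 3.58.1 with statmod 1.5.0 (R 4.3.3), with a mean for each of the 8 groups and weights from arrayWeights. Contrasts were the HFD effect in each genotype, the genotype effect on each diet, the genotype by diet interaction, and the genotype by nutritional state interaction. P values were adjusted by Benjamini–Hochberg over all probes kept. A gene was called when its brightest probe had an adjusted p of at most 0.05 and a fold change over 1.5. Gene lists were tested with camera at a correlation of 0.01 and with fry, on the genes with no missing value, and adjusted over the 9 set tests. Principal component scores were compared by exact permutation tests of 6 against 6 mice.

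The arrays had between 50.1% and 57.4% of probes well above background (median 53.8%), median spot signals of 53 to 71 and median local backgrounds of 22 to 42. No spot was saturated. Many spots lie near the background, so differences of dim genes are less certain. The number of arrays limits the precision.

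The models were tested on simulated data, with normal noise that was independent between genes and had the same spread on every array. The simulation had no washing batch and no normalization step. It therefore does not show how the models do with correlated genes or arrays of unequal quality, as in the real data. For the HFD effect in *p110α* hep+/+ mice, 196 of 200 genes changed by 1 on the log2 scale were recovered among 20459 genes (98%), with 1 false call. For the genotype by diet interaction, 182 of 200 were recovered (91%), with 1 false call, and 0 genes were called for the HFD effect in *p110α* hep-/- mice, where none had been changed.

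The alternatives were the processed signal of the software scaled to the 75th percentile of each array, normexp background correction with an offset of 50, median scaling, no filter on dim probes, only probes above background on all arrays, no correction of the washing batch, the washing batch, the slide or the replicate number as a block, no array weights, the arrays of 1 nutritional state only, the deposited log2 values, the median over the probes of a gene, any probe of a gene, and other thresholds. These and the tests were set before the data were examined, except those named as added, the tests of explanations that the closing parts name as chosen after, and the adjustment over the set tests, which was chosen after their unadjusted values had been seen. The alternatives added after seeing the data were the deposited log2 values without array weights, a search over rules for choosing 1 probe per gene, a permutation test of the diet difference on dimension 2, principal components over the genes called in both genotypes or in fasted *p110α* hep+/+ mice, a variant of the slope that was computed first by mistake, and leaving out each of the 24 arrays of fed mice in turn.

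Genes named are those the paper names for these mice in its text, Fig 6E, S8H Fig or S9 Fig, *Pik3ca*, members of lists written beforehand, and, for each contrast, the 5 with the largest rise and the 5 with the largest fall among called genes whose arrays do not overlap. *Cyp2b13* in *p110α* hep-/- mice falls outside this rule for that contrast and was named after its value was seen. Single genes that this rule covers are in a few cases not reported here. Symbols in Fig 6E and S8H Fig were read from the pictures and used for tallies only. Lists of 21 lipogenesis, 24 measured cholesterol synthesis, 40 fatty acid oxidation and 80 ribosomal protein genes were written from general knowledge, as were short lists for other tissues and cell types. The gene ontology and TRRUST enrichments of Fig 6D were not repeated. The microarrays of Fig 2 and Fig 4 were not analysed here.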

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

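The tests of other splits of the arrays were set before the results were seen, while the tests of blood in the liver, of swaps of labels and of *Hamp* without single arrays, and the leaving out of single arrays, were chosen only after. Each count of called genes below was reached by 1 of 100 splits of the same arrays, the real split itself, in fits without array weights, so chance is excluded for each. Each slide held 1 array of every group, so slide and washing batch are balanced over the groups.

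The effect of HFD differed between genotypes, by the interaction test, for 283 genes in fed and 382 in fasted mice. The effect of genotype differed between fed and fasted mice for 273 genes on CTRL diet and 283 on HFD. Among called genes with a symbol, the largest interactions in fed mice were those of *Fabp5* (2.78) and *Hamp2* (-6.62). In fasted mice they were those of *Krt23* (1.83) and *Cidec* (-3.49). For nutritional state they were those of *Fabp5* (3.98) and *Clec2h* (-1.71) on CTRL diet and *Pnpla3* (3.58) and *Slc22a7* (-1.72) on HFD. Among fasted mice on HFD, *Pnpla3* was well above background on 0 of 6 arrays of *p110α* hep-/- and 1 of 6 of *p110α* hep+/+ mice, so its interaction depends on signals near background. Technical explanations were weighed as follows. Other splits gave at most 2, 19, 0 and 5 genes, so a division of the arrays by chance is excluded. Without array weights 3 of the 4 counts fell by more than 1.5 times, to 160 in fed mice and to 164 and 168 for nutritional state, so their size depends on the weights given to arrays. The count in fed mice was 171 without replicate 5 and 177 without replicate 3 of *p110α* hep-/- mice on CTRL diet, and 180 without replicate 6 of *p110α* hep+/+ mice on HFD. *Clec2h* and *Slc22a7* lost their call for nutritional state without array weights. A biological difference between genotypes or between fed and fasted mice may underlie them, as a hypothesis that was not tested further.

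In fasted mice, which the paper does not analyse in Fig 6, 579 genes were called for HFD in *p110α* hep+/+ and 387 in *p110α* hep-/- mice, and 662 between genotypes on CTRL diet and 1341 on HFD. The 6 mice of each group did not overlap for 1201, 840, 2101 and 2864 genes, where chance gives 0.216% of 20486. *Cyp2b13* rose by 4.92 in *p110α* hep+/+ and 3.6 in *p110α* hep-/- mice on HFD (log2), and was well above background on 2 of 6 and 4 of 6 arrays on CTRL diet. *Hsd3b5* had a log2 fold change of -3.87 in *p110α* hep+/+ mice, with 5 of 6 arrays on HFD well above background. Between genotypes, *Cidea* had a log2 fold change of -5.83 on CTRL diet and -8.26 on HFD, with 4 of 6 and 5 of 6 arrays of *p110α* hep-/- mice well above background. These values of *Cyp2b13*, *Hsd3b5* and *Cidea* depend in part on signals near background. Of 874 genes called for HFD in either genotype, 92 were called in both. Blood in the liver is a candidate explanation for part of the HFD effect in fasted mice, from a list of erythroid genes: 4 of 5 were higher on HFD in both genotypes, with *Hba-a1* up by 0.55 and 0.8 and *Hbb-bt* by 0.72 and 1.14, while *Alas2* went both ways (-0.21 and 0.25), neither past the threshold. The 5 genes are too few to decide, so blood cannot be told apart from an effect of diet on these genes.

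Replicate 2 of fed *p110α* hep-/- mice on CTRL diet lay away from the other 5, with a median deviation of erythroid genes of -0.43 against 0.13 to 0.36 and of ribosomal genes of 0.3 against 0.08 to 0.14. Of 80 groups tested in this way 2 were past the critical value, where chance gives about 4, 1 in 20. No biological explanation was tested. Its array weight was 0.66.

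Replicate 3 of fed *p110α* hep-/- mice on HFD had the lowest array weight, 0.35, and lay nearer to the mean of *p110α* hep-/- mice on CTRL diet (0.75) than to that of its own group (0.84) over the genes called for HFD. *Hamp* was at 14.86 in it and at 4.88 to 7.95 in the others, and *Hamp2* at 13.28 against 6.97 to 8.13. A swap with a fed *p110α* hep-/- mouse on CTRL diet is excluded, since 0 of these 6 arrays lay nearer to the HFD mean than to their own. Over 408 genes called between genotypes in fasted mice on both diets, the array lay 0.78 from the nearest group of fed *p110α* hep-/- mice and 1.42 from the nearest of the 4 groups of *p110α* hep+/+ mice, so a swap with a *p110α* hep+/+ mouse is excluded. Over 1116 genes called for fasting in *p110α* hep+/+ mice on CTRL diet, it lay 0.63 from the nearest group of fed *p110α* hep-/- mice and 0.87 from the nearest group of fasted *p110α* hep-/- mice, so a swap with one of these is excluded too. Of the 48 arrays, 0 lay nearest to a group of the other genotype over the first genes or of the other nutritional state over the second. A single wrong label among fed *p110α* hep-/- mice, or a mouse that responded less, stays open. The log2 fold change of *Hamp* on HFD was -8.9 with all arrays, -9.47 without this one, which lies near the mice on CTRL diet, and -8.12 without array weights.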

How the results depend on the processing

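The deposited log2 values without array weights, the slope variant, principal components over the genes called in both genotypes or in fasted *p110α* hep+/+ mice, and the leaving out of single arrays were added after the results were seen. No single gene reported here reversed its direction while called under the 13 alternatives run for single genes, while the balance of higher and lower calls did reverse without the fold-change threshold. The sets of ribosomal, fatty acid oxidation, cholesterol synthesis and lipogenesis genes kept their direction and stayed past camera's threshold under the 13 alternatives run for each, as did the genotype differences on dimension 2 by the exact permutation test under 20. Under fry, the interaction over fatty acid oxidation genes did not pass without array weights (p of 0.186) or without the filter on dim probes (0.0627). The median of lipogenesis genes between genotypes lay between -1.62 and -1.3 on HFD and between -0.79 and -0.69 on CTRL diet, and that of cholesterol synthesis genes between -1 and -0.9 and between -0.48 and -0.32. The genotype difference on dimension 2 lay between 9.57 and 17.26 on HFD and between 8.29 and 19.17 on CTRL diet. The slope of the HFD effect in *p110α* hep-/- on that in *p110α* hep+/+ mice lay between 0.46 and 0.57. The variant computed first by mistake gave 0.47 for genes chosen in the first washing batch. For genes chosen in the second it gave 0.62, above this range. The median of ribosomal protein genes lay between -0.25 and -0.15, and that of fatty acid oxidation genes between 0.3 and 0.41, with an interaction between 0.14 and 0.26.

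With the adjusted p alone, and so a looser threshold, counts in fed mice rose to 4915 and 2523 for HFD in *p110α* hep+/+ and *p110α* hep-/- mice, 1357 for HFD in both, 604 for the interaction, and 4436 and 6761 for genotype on CTRL diet and HFD. In fasted mice they were 3289, 2223, 1038, 5084 and 7542, and the genotype by nutritional state interactions were 818 on CTRL diet and 703 on HFD. The share of genes called in 1 genotype only was 77.7%, and 68 blue and 3 black genes of Fig 6E passed. With an unadjusted p alone, the counts in the same order were 7406, 5244, 2841, 3755, 6916 and 8707 in fed mice, 6288, 5054, 4496, 7502 and 9336 in fasted mice, and 3850 and 3512. The share was 71%, and 72 blue and 11 black genes passed. With an unadjusted p and the fold-change threshold, the interactions were 629 in fed and 712 in fasted mice, and 507 and 522 for nutritional state, with 1 black gene. Any probe of a gene also gave 1 black gene. With the adjusted p alone, 51.6% of the calls for HFD in fed *p110α* hep+/+ mice were higher, against 70.6%, and in fed *p110α* hep-/- mice 1205 were higher and 1318 lower, against 266 and 212. For genotype on CTRL diet in fed mice, 2255 were higher and 2181 lower, against 314 and 451, and on HFD the share higher was 50.5% against 35.3% in fed and 51.9% against 35.4% in fasted mice. In all of these but the first, the majority passed to the other direction, as it did in the first at an unadjusted p (49.7%). It also passed in fasted mice with the adjusted p alone for HFD in *p110α* hep-/- mice (1160 higher and 1063 lower) and for genotype on CTRL diet (2559 higher and 2525 lower). Taking an adjusted p of the interaction in place of a call in 1 genotype only, the share was 22.2%.

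The processed signal scaled to the 75th percentile called 1197 genes for HFD in fed *p110α* hep+/+ mice, 1212 and 2001 for genotype on CTRL diet and HFD, and, in fasted mice, 1113 and 629 for HFD and 1156 and 2147 for genotype. Under it, the range of group medians was 0.77 for adipose genes and 1.25 for bile duct and stellate cell genes, and under normexp it was 0.61 for the latter. Of calls for the fed interaction, 32.7% were more positive in *p110α* hep-/- mice, against 22.6%. With median scaling, 54% of calls for HFD in fasted *p110α* hep+/+ mice were higher, against 64.8%. The cause was not tested.

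The interactions were the only counts to move by over 1.5 times without array weights, without the filter on dim probes or without correction of the washing batch. With the adjusted p alone and under the processed signal, other counts moved more. Without array weights they were 160 (fed, diet), 164 and 168 (nutritional state on CTRL diet and HFD), without the filter on dim probes 146 (fed), 248 (fasted), 162 and 186, and without correction of the washing batch 1.69 times fewer than with it, or about 1.7e2 (fed). The deposited log2 values without array weights gave 160, 165 and 164. With the adjusted p alone, these values gave 3843, 2221, 1177, 3412 and 6351 in fed mice (HFD in each genotype, HFD in both, genotype on each diet), 2204, 2170, 4014 and 7264 in fasted mice, a share of 75.9%, and 72 blue and 1 black gene. More probes are tested when the filter is left out, and for the others the cause was not tested. With each of the 24 arrays of fed mice left out in turn, counts lay between 626 and 877 and between 413 and 540 for HFD, between 657 and 868 and between 1197 and 1358 for genotype, and between 171 and 392 for the interaction, of which the lowest 3 were without replicate 5 or 3 of *p110α* hep-/- mice on CTRL diet (171, 177) or replicate 6 of *p110α* hep+/+ mice on HFD (180).

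Replicate numbers did not pair the mice. The deviations of mice with the same number in different groups had a mean correlation of 0.019, against -0.004 for other pairs, and 3 of 28 pairs of groups exceeded 0.1. With the replicate block, counts were 704, 484 and 202 for HFD in each genotype and the interaction in fed mice, 773 and 1228 for genotype, 579, 405, 379, 656 and 1345 in fasted mice, and 250 and 273 for nutritional state, none of which moved by over 1.5 times. Single genes named that passed no longer under it were *Enho* for HFD in *p110α* hep+/+ mice (0.74), *Pax2* (1.95) and *Slc35f2* (1.65, well above background on 4 of 6 arrays of *p110α* hep-/- mice on CTRL diet) for the fed interaction and *Clec2h* (-1.74) for nutritional state. It changed no other call among the single genes reported here. Slides did not pair arrays either (0.011 against -0.002). Over 13 alternatives, 2476 values of single genes were computed, of which 59 lost their call, 6 gained one and 0 changed direction while called. Leaving out the filter accounted for 16 of the losses and leaving out array weights for 12. Many spots lie near background, with 50.1% to 57.4% of probes well above it, which limits dim genes such as *Cidea* and *Hamp* in *p110α* hep-/- mice.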

Differences from the paper's values

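Fig 6A and the text give more genes than were called here with the thresholds the text states. The paper's number of genes called in *p110α* hep+/+ mice only is 2,167, against 562 here, in *p110α* hep-/- mice only 887, against 274, in either genotype 3,907, against 1040, and in 1 genotype only 3,054, against 836. Of the alternatives set before the data were examined, the adjusted p with no fold-change threshold brought the count in *p110α* hep-/- mice only to 1166, within 1.5 times of the paper's 887, and no other of these alternatives did so for any of the counts. The paper's shares, 78% called in 1 genotype only and 77% called in *p110α* hep+/+ mice, stand beside 80.4% and 73.7% here, within 1.5 times of each other, although 78% lies below the 78.9% to 82.4% found with each of the 24 arrays left out in turn. A search over 156 settings for choosing 1 probe per gene, made after seeing the values, gave 742 to 1073 genes in either genotype with the fold-change threshold (78 settings) and 3074 to 5759 without it (78 settings). Among these, no fold-change threshold, RefSeq mRNA probes and the highest F over the 4 fed contrasts gave 2157, 877 and 3896 genes, and the smallest p over these contrasts gave 2165, 902 and 3911. Others came close too (protein-coding symbols with the highest F gave 3914 in either genotype, and with the largest log2 fold change 3902), so no setting is singled out as the one used.

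From the qPCR values of single mice that the paper gives for S9 Fig, the log2 ratio of *p110α* hep-/- over *p110α* hep+/+ mice was computed, with its SEM on the log2 scale, from 5 or 6 mice per group. These are called the paper's values below, and one was taken to differ where its sign differed or where the gap exceeded the larger of the SEM and the SD of the arrays. For *Igfbp1* on HFD, the paper's value is 0.3 (SEM 0.53) and the array value -0.05, which lie within the SEM of each other and differ in sign only. The sign was the same without the filter on dim probes (0.08), without correction of the washing batch (0.03) or without array weights (0.23), and not under the others set before the data were examined. For *Fetub*, the paper's value is -0.47 (SEM 0.54) on CTRL diet and 0.28 (SEM 0.28) on HFD, against 0.72 and 0.88 on the arrays. For *Igfbp2*, it is 1.08 (SEM 0.5) and 2.54 (SEM 0.28), against 2.21 and 3.34. For *Fgl1*, it is -0.16 (SEM 0.64) and 0.83 (SEM 0.24), against 1.28 and 1.23, and on HFD the median over probes (1.06) did not differ. For *Angptl6* on CTRL diet, it is 0.05 (SEM 0.13), against 0.21. For *Ctsd* on HFD, it is -0.34 (SEM 0.16), against -0.51, which did not differ with the processed signal (-0.4), normexp (-0.5), median scaling (-0.44), no correction of the washing batch or the washing batch in the model (-0.5), the slide block (-0.49) or no array weights (-0.5), and did under the other alternatives. For *Fst* on CTRL diet, it is 1.55 (SEM 0.19), against 1.01. Where no alternative is named, the value differed under all 13.

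The paper describes the genotypes as close to each other on CTRL diet on dimension 2 of Fig 6B, and they lay 14.15 apart here, against 14.19 on HFD, over the genes called in *p110α* hep+/+ mice, as the text describes. The legend names the genes regulated in both genotypes, over which they lay 11.45 and 13.62 apart in an alternative chosen after seeing the values. The paper states that the genotype effect on *Enho*, *Igfbp2*, *Fgl1* and *Fst* grows on HFD, citing qPCR (S9 Fig). On the arrays, the interaction was called for *Igfbp2* (1.13) only of these 4, with *Enho* at -0.41, *Fgl1* at -0.05 and *Fst* at -0.18. From the qPCR values, the log2 ratio on CTRL diet and HFD was 1.08 and 2.54 for *Igfbp2* and -0.16 and 0.83 for *Fgl1*. It was 3.3 and 3.23 for *Enho* and 1.55 and 1.24 for *Fst*. The difference between diets was not tested on the qPCR values. The paper describes cholesterol metabolism as hardly changed between genotypes on CTRL diet, citing other mice (Fig 4). On these arrays the median of cholesterol synthesis genes was -0.44 on CTRL diet, with 20 of 24 lower in *p110α* hep-/- mice. It describes the RAS/MAPK part as intact, and of its 7 genes *Map4k1* was called between genotypes on HFD (-0.61), a gene that Fig 6E itself draws in blue.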

Other observations

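The tests of the threshold behind Fig 6A, of the share of bile duct and stellate cells, of sex-biased genes and of *Hamp* were chosen only after the results were seen. The test of the share of genes called in 1 genotype only was planned.

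Genes cross the threshold in one genotype by chance, with the same HFD effect in both, as a candidate explanation for the share of genes called for HFD in 1 genotype only. With the interaction removed, a share as high as the real one was reached in 1 of 100 draws, the real data being counted, so this is excluded as the whole cause. The median share with the interaction removed was 62%, against 80.7% for the data.

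The counts in Fig 6A lie above those found with the fold-change threshold. The hypothesis that this threshold was not applied to them was tested over the settings searched. With the threshold, no setting gave more than 1073 genes in either genotype over 78 settings, and without it the settings ranged over the paper's count. The values are consistent with the hypothesis, which the paper's text does not settle. S4 Data was held here only in part, 1089 of its 14295 genes, with 13206 left out, so no set was tested on it. Over the genes held, its log2 fold changes equal those of a fit of the deposited log2 values without array weights within 4.9e-06, against differences of up to 0.9 with weights.

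Genes of bile duct and stellate cells were lower in fed *p110α* hep-/- mice. Of 11 genes of the list, 8 were lower in value on both diets, among them *Spp1* (-1.76 on CTRL diet and -2.22 on HFD) and *Col1a1* (-0.66 and -1.79), while *Reln* was higher (0.3 and 0.35). A lower share of these cells may explain this. It cannot be told apart from lower expression in the cells, since 1 gene, *Reln*, rose past an adjusted p of 0.05, with a fold change under the threshold of 1.5, and the others did not all fall. The criterion for this test was changed after the values were seen, from one that rested on *Reln* alone. The ranges of group medians were 0.26 for 5 pancreas genes, 1.23 for 5 erythroid genes, 0.28 for 6 adipose genes and 0.24 for 13 immune genes, against 0.83 for the bile duct and stellate cell genes.

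A shift of sex-biased liver expression on HFD was a hypothesis from the fall of *Hsd3b5* and the rise of *Cyp2b13*. In fed *p110α* hep+/+ mice, 16 male-biased genes not seen before had a median log2 fold change of -0.72, with 16 of 16 lower (camera adjusted p = 2.02e-09, fry adjusted p = 1.09e-07, over 6 set tests in limma), and 16 female-biased genes had a median of 0.2, with 10 of 16 higher (camera adjusted p = 0.391, fry adjusted p = 0.33). The unadjusted camera p of the female-biased genes, 0.326, passes no threshold, so the predicted rise was not found, and a joint shift stays open, since the lack of a call excludes no small rise. In *p110α* hep-/- mice the male-biased genes had a median of -0.46, with an interaction of 0.31 that passed under camera (adjusted p = 0.00284) and not under fry (adjusted p = 0.0788). The lists were written from general knowledge.

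*Hamp* and *Hamp2* fell on HFD in fed *p110α* hep-/- mice, at -8.9 and -6.37, with *Hamp* well above background on 4 of 6 arrays on HFD. Whether 1 array decides the fall was tested by leaving out each of the 12 arrays of fed *p110α* hep-/- mice in turn. The log2 fold change then lay between -9.47 and -8.39 for *Hamp* and between -6.75 and -6.1 for *Hamp2*, with a limma adjusted p of at most 2.04e-05 and 2.46e-05, so no single array of these does. In *p110α* hep+/+ mice the fall of *Hamp* (-3.37, limma adjusted p = 0.0236) lost its call without array weights (-3.41), without the filter on dim probes (-3.42) and with the processed signal (-3.39). The interaction was called for *Hamp2* (-6.62) and not for *Hamp* (-5.52, limma adjusted p = 0.056).

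The probe of *Pik3ca* was higher, not lower, in *p110α* hep-/- mice, at 0.39 and 0.58 in fed and 0.07 and 0.25 in fasted mice on CTRL diet and HFD, with a call in fed mice on HFD only under normexp (0.59) and the processed signal (0.63). Of 13 clock genes, limma called 0 between genotypes in fed mice at ZT16 on either diet, and 0 on CTRL diet and 1 on HFD had an unadjusted p under 0.05.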
